# Analysis of cell-type-specific chromatin modifications and gene expression in *Drosophila* neurons that direct reproductive behavior

**DOI:** 10.1371/journal.pgen.1009240

**Published:** 2021-04-26

**Authors:** Colleen M. Palmateer, Shawn C. Moseley, Surjyendu Ray, Savannah G. Brovero, Michelle N. Arbeitman

## Abstract

Examining the role of chromatin modifications and gene expression in neurons is critical for understanding how the potential for behaviors are established and maintained. We investigate this question by examining *Drosophila melanogaster fru P1* neurons that underlie reproductive behaviors in both sexes. We developed a method to purify cell-type-specific chromatin (Chromatag), using a tagged histone H2B variant that is expressed using the versatile Gal4/UAS gene expression system. Here, we use Chromatag to evaluate five chromatin modifications, at three life stages in both sexes. We find substantial changes in chromatin modification profiles across development and fewer differences between males and females. Additionally, we find chromatin modifications that persist in different sets of genes from pupal to adult stages, which may point to genes important for cell fate determination in *fru P1* neurons. We generated cell-type-specific RNA-seq data sets, using translating ribosome affinity purification (TRAP). We identify actively translated genes in *fru P1* neurons, revealing novel stage- and sex-differences in gene expression. We also find chromatin modification enrichment patterns that are associated with gene expression. Next, we use the chromatin modification data to identify cell-type-specific super-enhancer-containing genes. We show that genes with super-enhancers in *fru P1* neurons differ across development and between the sexes. We validated that a set of genes are expressed in *fru P1* neurons, which were chosen based on having a super-enhancer and TRAP-enriched expression in *fru P1* neurons.

## Author summary

Differences in male and female reproductive behaviors are pervasive in nature and important for species propagation. Studies of sex differences in the fruit fly, *Drosophila melanogaster*, have been ongoing since the early 1900s, with many of the critical molecular and neural circuit determinates that create sexually dimorphic behavior identified. This system is a powerful model to understand fundamental principles about the underpinnings of complex behavior at high resolution. In this study, we examine the gene expression and chromatin modification differences in a set of neurons that direct male and female reproductive behaviors in *Drosophila*. We describe differences across development and between the sexes with the goal of understanding how the potential for behavior is created and maintained.

## Introduction

Innate reproductive behaviors are directed by neurons that attain their cell fate during development. Cell fate identity is then maintained during adult stages for the performance of behavior. For neurons, plasticity and modification by experience are an intrinsic part of their function. Chromatin and DNA modifications have been implicated as a mechanism that could direct both long-lasting cell fate identity and allow for plasticity, by directing cell-type-specific transcriptional programs that can be modified in response to the environment. Indeed, studies have found chromatin and DNA modifications play a role in synaptic plasticity, learning, memory, stress response, and complex social behaviors across phyla [1–5]. Furthermore, DNA and chromatin modifications can provide a mechanism to direct stage-specific and sex-differences in behavior, by overlaying time- and sex-specific information onto the genome that is less transient than transcriptional changes. Here, we examine neurons underlying *Drosophila melanogaster* reproductive behaviors to investigate the dynamic developmental and sex-specific roles of chromatin modifications for altering gene expression in neurons that direct complex, innate behaviors.

Reproductive behaviors in *Drosophila* include a multi-step, male courtship display towards the female [6,7]. If the female chooses to mate, she will slow down to allow mating to occur and subsequently will display post-mating behaviors that include egg-laying, and additional post-mating changes [8,9]. The potential for these sexually dimorphic behaviors is specified by the sex hierarchy transcription factors encoded by *doublesex* (*dsx*) and *fruitless* (*fru*) [10–15] (**Fig 1A**). Sex-specific Dsx and Fru are produced in subsets of neurons important for reproductive behaviors (< 5% of neurons). These transcription factors are first detected in the nervous system in late third instar larvae when the nervous system begins to be remodeled for adult function, are present throughout metamorphosis, and persist into adult stages [14–20].

**Fig 1:**
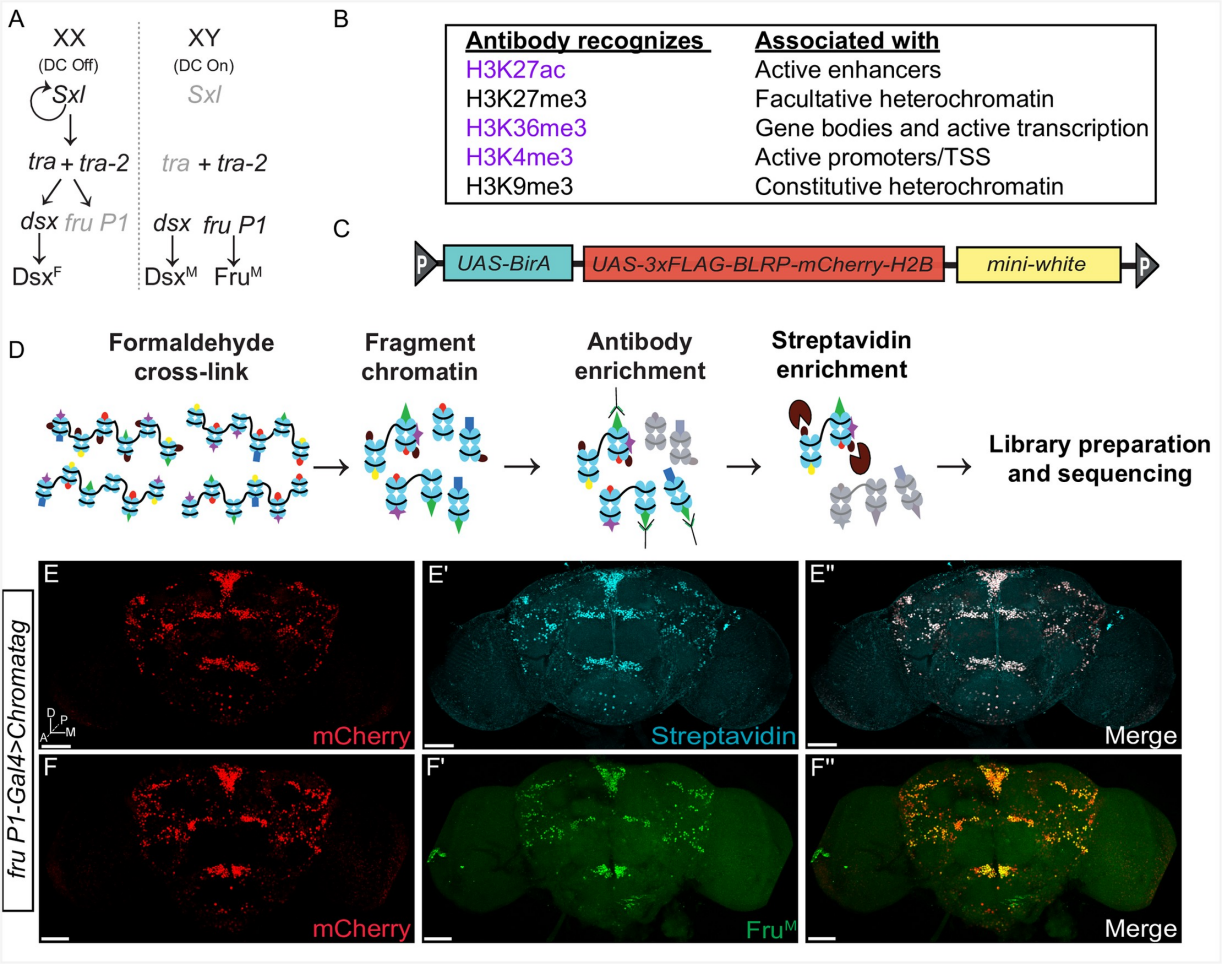
Chromatag methodology enables cell-type-specific ChIP in *fru P1* neurons. **(A)** The *Drosophila* somatic sex determination hierarchy is composed of an alternative pre-mRNA splicing cascade dependent on the number of X chromosomes. Alternative pre-mRNA splicing of *doublesex* (*dsx*) and *fruitless* (*fru P1*) products generates sex-specific transcription factors: Dsx^F^, Dsx^M^, and Fru^M^. Sex-specific Dsx and Fru regulate gene expression to yield sex differences in morphology, neuroanatomy and ultimately behavior [6,7,89] **(B)** Histone H3 modifications profiled in this study and their role in transcriptional activation (purple) or repression (black) [36–40]. Abbreviation: transcriptional start site (TSS). **(C)** Schematic of the *Chromatag* transgene. The construct includes three transgenes. One directs expression of amino-terminal tagged H2B under UAS control; the tag contains 3x-FLAG, the Biotin Ligase Recognition Peptide (BLRP) and *mCherry*. Another transgene directs biotin ligase (*BirA*) expression under UAS control. The *mini-white* transgene is a germline transformation marker. **(D)** Overview of the Chromotag-ChIP workflow. Tissue from flies expressing Chromatag is fixed with formaldehyde, the chromatin is isolated and then fragmented by sonication. An antibody to a histone modification is used in the first ChIP. A subsequent pull-down with streptavidin-bound beads enriches for cell-type-specific chromatin. The purified genomic DNA undergoes library preparation and sequencing. **(E-F”)** Immunostaining of 10–12 day adult male brains expressing the *Chromatag* transgene in *fru P1* neurons. **(E-E”)** The Chromatag H2B variant is visualized by the mCherry tag (red) and overlaps with biotinylated H2B detected using fluorescently conjugated streptavidin (cyan). **(F-F”)** The Chromatag H2B variant is visualized by the mCherry tag (red) and overlaps with Fru^M^ based on anti-Fru^M^ immunostaining (green). Three-dimensional confocal maximum projections from successive confocal slices are presented, with the most anterior slice positioned first. Brain anatomical axes are presented on lower left of first brain image panel (see **E**): D, *dorsal*; M, *medial*; A, *anterior*; P, *posterior*. For *Chromatag* transgene expression at other time points in this study see **S1 Fig**. Further information on the *Drosophila* central nervous system, including anatomical structures and nomenclature, has been previously described [90,106]. **(E-F”)** Flies are the genotype: *w/Y; P[w*^*+mC*^, *UAS-GAL4]/P[w*^*+mC*^, *UAS-Chromatag]; fru P1-Gal4/+*. Scale bars = 50 μm.

*fru* was first identified as important for reproductive behavior based on mutants that had altered male courtship behaviors [21]. In-depth, molecular-genetic analysis showed that *fru* is a complex locus containing at least four promoters (P1-P4), with the *fru P1* promoter driving expression of a transcript class (*fru P1*) that is spliced downstream of the sex determination hierarchy (**Fig 1A)** [11,12]. Sex-specific splicing of *fru P1* transcripts results in production of male-specific transcription factor isoforms (Fru^M^) that are members of the BTB family, whereas *fru P1* transcripts in females have an early stop codon, with a coding potential of 94 amino acids of unknown function [11,12]. Fru^M^ isoforms contain an additional amino-terminal 101 amino acid region with no known function, differentiating them from common Fru isoforms produced by P2-P4 promoters [11,12]. Mutations impacting *fru P1* transcripts alter several aspects of male courtship, but do not appear to alter female behaviors, though some allele combinations showed female sterility [11,12,22–24]. Additionally, forcing male-specific splicing or producing Fru^M^ in females allows for some male courtship behaviors in females [19,25]. However, even though *fru P1* products have a major role in only male behavior, *fru P1*-expressing neurons (*fru P1* neurons hereafter) are present in both sexes and direct the distinct male and female reproductive behaviors [19,20,25,26]. A major remaining question is how does a largely shared *fru P1* neuroanatomical substrate and shared genome give rise to different male and female reproductive behaviors.

It is clear that *fru P1* neurons and *fru P1* expression are modified during both developmental and adult stages. Sex differences in the number and morphology of some *fru P1* neurons have been shown to be established during metamorphosis [17,20,27]. Furthermore, early genetic studies using a temperature-sensitive allele of the sex hierarchy gene *transformer 2*, which regulates splicing of *fru P1*, showed that the middle of metamorphosis was a critical period for establishing sex-specific behaviors, and also showed that there was adult plasticity in terms of behavioral potential [28]. Later studies, performed by overexpressing the female-splice-form of the sex hierarchy gene *transformer* (*tra*), which also regulates splicing of *fru P1*, showed that there is an irreversible period critical for establishing the potential for sex-specific behavior during early metamorphosis [29]. In the adult, *fru P1* expression is regulated in *Or47b* and *Ir84a* olfactory receptor neurons (ORNs), and this is dependent on adult olfactory activity [30]. Additionally, an increase in adult *fru P1* expression in *Or47b* ORNs has been linked to an increase in activating chromatin modifications at the *fru P1* promotor [31]. Further, *fru P1* expression in adult *Or47b* ORNs is required for increased copulation rate in group housed males compared to single housed males [32]. These studies point to developmental and adult stages as critical for establishing the potential for behavior. Therefore, an examination of the molecular-genetic basis of reproductive behavior directed by *fru P1* should include understanding of both developmental and adult stages.

One mechanism to generate and maintain behavioral potential is through chromatin modifications. A previous study demonstrated that Fru^M^ forms a complex with transcriptional cofactor, Bonus, a TIF1 homolog [33]. This Fru^M^-Bonus complex selectively recruits the chromatin modifying protein Histone deacetylase 1 (HDAC1/Rpd3) or Heterochromatin protein 1a (HP1a/Su(var)205) [33]. If the Fru^M^-Bonus complex recruits HDAC1, a set of sexually dimorphic interneurons (mAL) are masculinized, whereas recruitment of HP1a results in demasculinized morphology of the mAL neurons [33]. This suggests that differences in chromatin modifications in *fru P1* neurons may contribute to gene expression changes. Here, we ask about differences in the chromatin landscape in male and female *fru P1* neurons, how chromatin modifications change across developmental and adult stages, and if chromatin modifications are a mechanism to direct stage- and sex-specific gene expression that direct behavior.

To determine the chromatin landscape in *fru P1* neurons, we developed a transgenic strategy to purify chromatin using a tagged histone H2B, under Gal4/UAS transcriptional control (called Chromatag). Complementary to other cell-type-specific chromatin purification methods, Chromatag allows for the direct purification of chromatin and profiling of chromatin modifications without requiring fluorescence-activated cell sorting (FACS) purification [34,35]. Using this method, we purified chromatin from *fru P1* neurons of both sexes and examine five chromatin modifications (H3K27ac, H3K36me3, H3K4me3, H3K27me3, and H3K9me3), with conserved roles in regulating gene expression (**Fig 1B**) [36–40].We examine chromatin modifications at three stages: mid-metamorphosis at 48 hours after puparium formation (48hr APF), 1-day adults (frozen 16–24 hrs post-eclosion), and 10-12-day adults, to gain insight into how the potential for behavior is established and maintained. In addition, we examined chromatin modifications in all neurons within the head (*elav*-*Gal4*) in 1-day adults to compare with neurons from 1-day adult *fru P1* neurons. First, we determined the positions of histone modification peaks in genic regions and whether they persist from pupal to adult stages or are life-stage-specific modifications. Using hierarchical clustering, we examined the combinations of histone modifications on all annotated genes and observe greater changes in profiles across developmental stages than between sexes. Additionally, we identified actively translated mRNAs in *fru P1* neurons using translating ribosome affinity purification (TRAP), which revealed stage- and sex-specific gene expression. To assess if different combinations of H3 modifications are correlated with transcriptional activity in *fru P1* neurons, we perform a meta-analysis with data from cell-type-specific transcriptional studies (TRAP) [41,42]. We find that a subset of histone modification patterns is characteristic of expressed genes but that no pattern is indicative of high expression. Using our H3K27ac modification peaks, we have identified super-enhancer (SE) regions and show that they are largely stage specific. We chose a set of SE-containing genes that were also identified in our *fru P1* TRAP data sets and confirm that they are expressed in *fru P1* neurons. Altogether, we discovered critical chromatin modifications and gene expression patterns that are time point and sex-specific that underlie the potential for complex behavior.

## Results

### Cell-type-specific strategy to analyze chromatin modifications

To examine the chromatin modification landscape in a cell-type-specific manner we developed transgenic strains to express tagged histone H2B under Gal4/UAS control [43]. This approach is versatile and can be used with other Gal4 drivers to purify chromatin from different cell-types [44]. The transgene contains a cDNA, under UAS control, for expression of H2B tagged with amino-terminal 3xFLAG, biotin ligase recognition peptide (BLRP), and mCherry (Chromatag; **Fig 1C**, red). The transgene also contains the *E*. *coli* biotin ligase gene, *birA*, under UAS control [45] (**Fig 1C**, blue). To perform cell-type-specific ChIP-seq, a sequential, two-step chromatin immunoprecipitation procedure was used, where we first enriched for chromatin fragments containing a histone modification, using an antibody purification, and then enriched for chromatin fragments from the cell-type of interest, using streptavidin purification (**Fig 1D**).

We first validated that the transgene is expressed in a cell-type-specific manner, by examining *UAS*-*Chromatag* expression driven by *fru P1-Gal4* (*fru P1-Gal4>Chromatag*). We show that mCherry-tagged H2B overlaps with Fru^M^ immunostaining, and that fluor-conjugated streptavidin staining is restricted to cells where mCherry-H2B is detected (**Fig 1E and 1F**), at all time points examined (**S1 Fig**). In addition, we do not detect mCherry-tagged H2B in the central nervous system in the absence of a Gal4 driver (**S1B–S1G” Fig**). To check the versatility of this approach, we tested the viability of flies with ubiquitous *Chromatag* expression, by driving expression with *daughterless*-*Gal4* driver (*da-Gal4*). We find that male and female *da-Gal4>Chromatag* flies are viable (**S2A Fig**). To confirm that Chromatag can be incorporated throughout the genome, we performed sequential ChIP-seq with an antibody to histone H3. As expected, we observed high coverage across all chromosomes (78–91% coverage), at all time points and in both cell-types examined (**S1 Table**). It is not possible to uniquely align short-read ChIP-seq data to repetitive sequence regions, which accounts for not having closer to 100% coverage. For example, we observed the lowest coverage on the 4^th^ chromosome which has highly repetitive DNA sequence content [46,47].

To determine if there are behavioral impacts of producing Chromatag in neurons, we examined the locomotor activity of *fru P1-Gal4>Chromatag* flies. There are no significant differences in locomotor activity between single transgene control flies and *fru P1-Gal4>Chromatag* flies (**S2B Fig**). Additionally, we assayed courtship behavior in *fru P1-Gal4>Chromatag* flies. We find that *fru P1-Gal4>Chromatag* males court females normally and are similar to single transgene controls (**S2C–S2F Fig**). We do find elevated male-male courtship in *fru P1-Gal4>Chromatag* flies, compared to single transgene controls, which is often seen with transgenic strains harboring the mini *white* cDNA, used as a marker for germline transformation (**S2G–S2I Fig**) [48–51].

### Correlation across chromatin modification data sets

In this study we generated ChIP-seq data sets for five histone H3 modifications in *fru P1* and *elav* neurons from both sexes (**Figs 1B** and S1A). We examined three activating modifications (H3K27ac, H3K4me3 and H3K36me3), and two repressive modifications (H3K27me3 and H3K9me3), with 3–4 biological replicates for each stage and sex. Using the deepTools package, ChIP-seq read count signals for each data set were normalized to the matched ChIP-seq input libraries in 50bp bins and the log2 ratio of signal was calculated [52]. We next used the Spearman correlation heatmap function in deepTools to evaluate the positional correlation of genome-wide ChIP-seq signals from all the data sets comparing 10kb bins (**S3 Fig**), with color indicating correlation. 

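For H3K9me3, the similarity of the 31 libraries was measured on the peaks that the authors called in each one. The fraction of every 10 kb bin that was covered by peaks was computed along 2L, 2R, 3L, 3R, 4 and X, and Spearman's rho was taken across bins for each pair of libraries. Bins are not independent replicates, so no p-value is given for a single rho. Across all 465 pairs, rho was 0.518 ± 0.146 (SD) and every pair was positive, from 0.131 to 0.842. For the 45 pairs of libraries from the same stage, cell type and sex, rho was 0.710 ± 0.106 (SD).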

The results show that the data sets for the same H3 histone modification are nearly all positively correlated (**S3 Fig**, blue regions in heatmap). The datasets for the two repressive modifications (H3K9me3 and H3K27me3) cluster together (pink highlighted node in dendrogram), as might be expected given these modifications are known to decorate heterochromatic regions [36,37]. The strongest anti-correlation occurs between the samples from adult stages for H3K27ac and H3K36me3 (light blue and dark blue nodes in dendrogram), indicating that these modifications are occurring in different gene regions and/or genes. The anti-correlation of H3K27ac and H3K36me3 is also consistent with H3K27ac residing in promotor regions and H3K36me3 in gene bodies [53,54]. 

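In H3K9me3 peak coverage, male and female libraries of the same stage and cell type had a mean Spearman's rho of 0.514 ± 0.0738 (SD, 16 pairs) at 48hr APF, 0.629 ± 0.0328 (16 pairs) in 1-day adults and 0.368 ± 0.0505 (12 pairs) in 10–12 day adults for *fru P1* neurons, and of 0.686 ± 0.0434 (16 pairs) for *elav* neurons. Libraries of the same sex from *fru P1* and *elav* neurons of 1-day adults had a mean rho of 0.726 ± 0.0529 (SD, 16 pairs) in males and 0.642 ± 0.0689 (16 pairs) in females.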

Additionally, these results show that the Chromatag approach is effective in cell-type-specific chromatin enrichment, given that the male and female data sets for each cell-type (*elav* and *fru P1*) are highly correlated with each other, in a stage-specific manner. Furthermore, the correlation analysis provides validation, as data for the same chromatin modification largely cluster together and show the cell-type specificity of the Chromatag approach. This analysis indicates that the distribution for each chromatin modification shows time point, cell-type and sex differences.

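For H3K9me3, each of 12 comparisons between conditions was tested by the mean rho of pairs within the conditions minus the mean rho of pairs between them. All 35 ways to divide the libraries into groups of the same sizes were enumerated for this exact permutation test, which asks only whether the real division gives the largest value. Between the sexes, within-condition rho was higher by 0.142 at 48hr APF, 0.153 in 1-day adults and 0.219 in 10–12 day adults for *fru P1* neurons, and by 0.0962 for *elav* neurons. Between time points in *fru P1* neurons, it was higher by 0.114 for 1-day adults against 48hr APF, 0.0655 for 10–12 day against 1-day adults and 0.0734 for 10–12 day adults against 48hr APF in males. The same differences in females were 0.173, 0.164 and 0.129. Between *elav* and *fru P1* neurons of 1-day adults, it was higher by 0.0780 in males and by 0.119 in females. In each of the 12 comparisons the real division gave the largest value (exact permutation p = 0.0286, Benjamini-Hochberg adjusted p = 0.0286), the smallest p that these designs allow. The alternative that moved the sex comparisons most was to leave out the X chromosome. On the autosomes alone, the differences between the sexes were 0.00195 (exact permutation p = 0.429), 0.00802 (p = 0.2), 0.00724 (p = 0.314) and −0.00168 (p = 0.571), in the same order. The other 8 comparisons kept an exact p of 0.0286 and an adjusted p of 0.0429 on the autosomes. All *elav* libraries had fewer tags than any *fru P1* library of 1-day adults and other controls, so cell type cannot be told apart from depth and control. The 48hr APF libraries came from whole pupae and the adult libraries from heads, and each stage had its own input. Stage thus cannot be told apart from tissue in comparisons with 48hr APF, or from control in any. The paper states that the distribution of each modification differs by time point, cell type and sex. Its correlations used input-normalized read signal of pooled replicates, not peaks of single libraries, and were not tested here.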

### An examination of chromatin modification peaks in cell-types and across time points

Next, we used the MACS2 peak calling algorithm to identify genome regions enriched for each chromatin modification. We called peaks using pooled biological replicate data, as well as on individual replicates (**S1–S10 Data**). 

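H3K9me3, a repressive modification, was profiled by sequential ChIP-seq. Chromatin fragments were first immunoprecipitated with an antibody to H3K9me3, and fragments from *fru P1* neurons or *elav* neurons were then purified with streptavidin through the tagged histone H2B expressed in them. The peaks analysed here were called by the authors in each library separately. There are 31 lists, 15 from females and 16 from males, with 4 libraries for each sex at 48hr APF, in 1-day adults and in 10–12 day adults for *fru P1* neurons and in 1-day adults for *elav* neurons, except for 10–12 day females with 3. The lists' own headers name MACS2 2.1.1.20160309 in broad mode, with a p-value cutoff of 0.01 for strong regions and 0.1 for the weaker regions that link them, no q-value cutoff, an effective genome size of 120000000 bp and at most 1 tag kept per position. The 23 *fru P1* lists were called against an input pooled over the replicates of the same sex and stage, with 41654025 to 55285173 tags after filtering. The 8 *elav* lists were called against the input of the same replicate, with 9951738 to 19100490 tags. The ChIP libraries held 3856798 to 6306013 tags after filtering for *fru P1* neurons, apart from one library of 10–12 day males with 2119672, and 2295291 to 3012794 for *elav* neurons. Median tags after filtering were 4531575, 4160628 and 4761894 in males and 4505687, 4959650 and 5261521 in females at the 3 stages of *fru P1* neurons, and 2490460 in males and 2704180 in females for *elav* neurons. For each peak, the lists give its position in dm6, the pileup of fragments, the fold enrichment over the local background, and −log10 of the p-value and of the q-value. Each library had 18087 to 28288 peaks, with a median width of 640 to 1096 bp, that covered 26.8 to 43.0 Mb. The median fold enrichment per library was 1.43 to 1.72, and at most 1.05% (95% Wilson interval 0.921 to 1.20) of a library's peaks had a q-value below 0.05. The median −log10 p per library was 1.34 to 1.61, short of the cutoff of 0.01 for strong regions. These values are given for whole broad regions, weaker parts included. Over their whole length most peaks thus lie close to the background, but stronger stretches within them are not counted. Values below are means over libraries with their SD, one value per library, and pooled peak lists were not used here.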

We define consensus peaks as those occurring in at least 50% of individual replicates (**S1–S10 Data**) [55]. 

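For H3K9me3, peaks of the replicates of one condition that overlapped by at least 1 bp were merged, and a merged region was called a consensus peak when at least 50% of the replicates had a peak in it, which is 2 libraries with both 3 and 4 replicates. Each condition has one consensus, so its counts carry no replicate error. In *fru P1* neurons there were 17298 consensus peaks in males and 22136 in females at 48hr APF, 17055 and 19477 in 1-day adults, and 21946 and 22514 in 10–12 day adults. In *elav* neurons there were 16643 in males and 16762 in females. Between 57.5% and 74.6% of the merged regions of a condition were consensus peaks, and 7182 to 11458 regions had a peak in every replicate. The alternative that moved these counts most was to keep only peaks with a q-value below 0.05, which left 2 to 63 consensus peaks per condition.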

We limited our analysis to peaks that are within three kilobases (kb) of an annotated gene, resulting in 16,385 genes containing at least one peak, across the five modifications (**S1 Table**). 

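For H3K9me3, each consensus peak was given to the gene with the nearest TSS when part of that gene lay within 3 kb of it. The genes were the 18164 of the Ensembl 115 annotation (BDGP6.54, which has the coordinates of dm6), with transposable-element genes left out. In *fru P1* neurons, 8471 genes in males and 10403 in females had a consensus peak at 48hr APF, 8882 and 9682 in 1-day adults, and 10242 and 10567 in 10–12 day adults. In *elav* neurons, 7259 genes had one in males and 7350 in females. A consensus peak in any of the 8 conditions was found for 15185 genes, and in all 8 for 2924. For H3K9me3 alone, the paper's reported numbers in S1 Table run from 6921 genes (*elav* neurons, males) to 10543 genes (10–12 day females). When every gene with any part within 3 kb of a consensus peak was counted, in place of that with the nearest TSS, the number was 13366 to 17220 per condition.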

We note that even though we are able to effectively ChIP and sequence DNA from the male X chromosome, the MACS2 peak calling algorithm called very few peaks for the male X chromosome (**S1–S4 Data**). 

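The share of H3K9me3 peaks on the X chromosome was computed for each library as a percentage of its peaks on 2L, 2R, 3L, 3R, 4 and X. In males it was 3.25% ± 1.73 (SD, n = 4 libraries) at 48hr APF, 5.64% ± 1.71 (n = 4) in 1-day adults and 4.66% ± 1.03 (n = 4) in 10–12 day adults for *fru P1* neurons, and 7.14% ± 1.49 (n = 4) for *elav* neurons. In females it was 17.2% ± 0.626 (n = 4), 17.7% ± 0.178 (n = 4) and 18.4% ± 0.506 (n = 3) for *fru P1* neurons, and 17.0% ± 0.185 (n = 4) for *elav* neurons. The highest male library had 9.34% of its peaks on X (95% Wilson interval 9.00 to 9.69) and the lowest female library had 16.6% (16.2 to 17.1). Averaged over the 4 combinations of stage and cell type, males minus females differed by −12.4 percentage points (two-sided permutation test with sex permuted within each combination, 100000 resamples, p = 1e-05, the smallest they can give). In the same order, the differences within each combination were −14.0, −12.1, −13.7 and −9.82 percentage points (two-sided exact permutation test, p = 0.0286 for each, adjusted p = 0.0286 over the 4 tests), the smallest p that 4 libraries against 4, or 3 against 4, allow. With the replicate number as a block, the mean difference over 15 same-numbered pairs was −12.2 percentage points (exact sign-flip permutation test, p = 6.1e-05). Within each combination, the block allows no p below 0.13 with 4 pairs or 0.25 with 3 pairs, and each combination reached that value. Same-numbered libraries of the 2 sexes deviated from their group means in opposite directions (correlation −0.472, not tested), so this measure gives no sign that the numbers pair them. The alternative that moved the overall difference most was the share of the covered length, at −14.3 percentage points. With only peaks of at least 2-fold enrichment it was −11.1 percentage points (permutation p = 0.0423), and at 48hr APF the difference changed direction to 9.61 percentage points (exact permutation p = 0.686). The highest fold enrichment in female replicate 1 of 48hr APF was 2.00, so its share under this filter rests on peaks barely past it. Per Mb of X, male libraries had 31.0, 56.5 and 48.9 peaks in *fru P1* neurons and 68.4 in *elav* neurons, against 191, 201, 212 and 185 per Mb of the autosomes. The corresponding values for female libraries were 187, 196, 209.0 and 153 on X and 191, 195, 198 and 159 on the autosomes. From peak lists like these, the paper states that MACS2 called few peaks on the male X although its DNA was immunoprecipitated and sequenced.

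**Figure D1:**
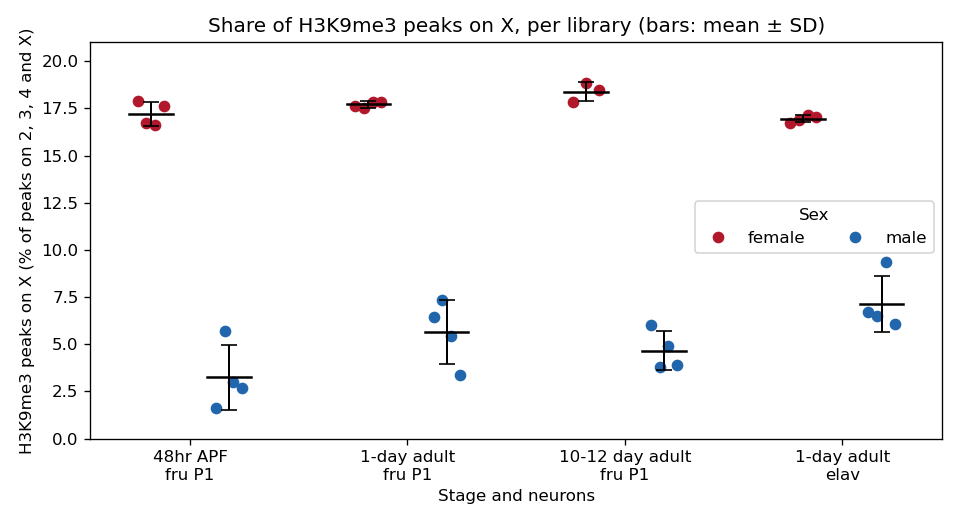
Share of H3K9me3 peaks on the X chromosome (vertical axis, percentage of peaks on 2, 3, 4 and X) in each library, by stage and neurons (horizontal axis) and sex (color), with the mean and SD of each group as black lines. The 16 male libraries lie between 1.61% and 9.34% and the 15 female libraries between 16.6% and 18.8%.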

To attempt to correct this inability to call peaks on the male X chromosome, we adjusted several MACS2 model parameters and settings (see Materials and Methods), and tried additional peak calling algorithms, but were not able to identify many additional peaks on the male X chromosome. 

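For H3K9me3, male libraries had 21827 ± 1491 peaks (SD, n = 4 libraries) at 48hr APF, 23593 ± 903 (n = 4) in 1-day adults and 24579 ± 1002 (n = 4) in 10–12 day adults for *fru P1* neurons, and 22080 ± 3882 (n = 4) for *elav* neurons. Female libraries had 25501 ± 957 (n = 4), 26115 ± 665 (n = 4) and 26778 ± 1564 (n = 3) for *fru P1* neurons and 21209 ± 2404 (n = 4) for *elav* neurons. Males minus females differed by −1881 peaks per library on average (stratified two-sided permutation test, 100000 resamples, p = 0.0137). With the replicate number as a block, the difference was −1798 (exact sign-flip permutation test over 15 pairs, p = 0.0319; correlation of same-numbered libraries 0.144). Counting autosomal peaks alone moved it most and changed its direction, to 1267 more peaks in males on average (permutation p = 0.0178). By stage and cell type, the autosomal difference was −14.25 at 48hr APF, 732.5 in 1-day adults and 1554 in 10–12 day adults for *fru P1* neurons, and 2795 for *elav* neurons (two-sided exact permutation p = 0.971, 0.2, 0.143 and 0.143). The background value lambda that MACS2 used at each peak was recomputed from the pileup and the fold enrichment. It lay within 10% of the genome-wide background, the lowest value MACS2 uses, for 82.6% ± 9.46 of the X peaks of male libraries (SD, n = 16) and for 14.1% ± 5.73 of their autosomal peaks. In female libraries the corresponding values were 23.6% ± 8.31 (SD, n = 15) on X and 22.5% ± 8.57 on the autosomes.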

We speculate that this may be because of the overall chromatin decondensation and conformational differences of the male X chromosome due to dosage compensation, leading to difficulties in peak calling [56,57].

We determined where peaks occur, with respect to eleven gene features, and how the distribution of peaks changes proportionally over time (**Fig 2A–2J**). 

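In single libraries, 56.6% ± 1.73 (SD, n = 4) of male and 57.0% ± 1.94 (n = 4) of female H3K9me3 peaks lay within 3 kb of a TSS at 48hr APF in *fru P1* neurons. The values were 57.1% ± 1.52 (n = 4) and 56.3% ± 1.34 (n = 4) in 1-day adults, and 58.4% ± 1.15 (n = 4) and 58.2% ± 1.28 (n = 3) in 10–12 day adults. No difference between the sexes exceeded the spread between replicates (two-sided exact permutation test, p = 0.6 at 48hr APF, 0.4 in 1-day and 0.743 in 10–12 day adults). Within 1 kb of a TSS lay 33.4% ± 1.82 of male and 33.9% ± 2.43 of female peaks at 48hr APF, 35.1% ± 1.68 and 34.0% ± 1.64 in 1-day adults, and 36.7% ± 1.62 and 36.7% ± 1.49 in 10–12 day adults. Introns held 18.3% to 20.3% and distal intergenic regions 10.1% to 10.9% of peaks on average in these 6 conditions. Keeping peaks with a q-value below 0.05 moved the sex difference most, to −6.68 percentage points in 1-day adults (exact permutation p = 0.714).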

We generally find that the proportion of peaks in the gene features are highly similar between males and females at each time point, for each histone modification, even though we cannot call many peaks on the male X chromosome. This is true for the ChIP-seq data from both the *fru P1* and *elav* data sets. 

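For H3K9me3 in *elav* neurons, 53.3% ± 0.752 (SD, n = 4) of male and 52.8% ± 0.468 (n = 4) of female peaks lay within 3 kb of a TSS (two-sided exact permutation test between the sexes, p = 0.229). Against *fru P1* neurons of the same age, this share was lower by more than the spread between replicates, with a difference of −3.79 percentage points in males and −3.53 in females (exact permutation p = 0.0286 for each, adjusted p = 0.171 over 12 comparisons between conditions). With the replicate number as a block, the differences were the same and the exact sign-flip permutation p was 0.13 for each, the smallest that 4 pairs allow (adjusted p = 0.5). Over the comparisons between stages and cell types, same-numbered libraries deviated in opposite directions (correlation −0.240). Introns held 20.5% ± 0.185 of male and 21.4% ± 0.707 of female peaks in *elav* neurons, and 18.5% ± 0.863 and 19.4% ± 1.11 in *fru P1* neurons. Distal intergenic regions held 13.4% ± 0.784 and 13.0% ± 0.580 in *elav* neurons, and 10.6% ± 0.521 and 10.4% ± 0.317 in *fru P1* neurons. All *elav* libraries differed from all *fru P1* libraries of 1-day adults in tag depth and in the type of input control, so these cannot be told apart from cell type here.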

Given the limitation of calling peaks on the male X chromosome, we next compared gene feature peak position within sex. In *fru P1* neurons, H3K27ac and H3K4me3 peaks show the largest differences across time points (**Fig 2A–2J**). For example, the male and female data from 48hr APF have ~65% of H3K27ac peaks less than one kb from promotor regions, whereas in adult stages ~34% are less than one kb from the promoter, with a larger percentage of peaks now found in exons, introns, and intergenic regions (**Fig 2A and 2B**). Similarly, for H3K4me3 at 48hr APF in *fru P1* neurons, the majority of H3K4me3 peaks in both males (~95%) and females (~70%) are one kb from promotor regions. Then, the percentage of H3K4me3 peaks with positions distant from the promotor increases in 1-day adults and subsequently decreases at 10–12 days, with the changes more pronounced in females (**Fig 2G and 2H**). 

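For H3K9me3 in *fru P1* neurons, the share of peaks within 3 kb of a TSS changed from 48hr APF to 1-day adults by 0.484 percentage points in males and −0.669 in females, and from 1-day to 10–12 day adults by 1.29 in males and 1.94 in females. None of these changes passed a two-sided exact permutation test (p = 0.686, 0.571, 0.229 and 0.143, in this order). From 48hr APF to 10–12 day adults the changes were 1.77 in males and 1.27 in females (exact permutation p = 0.114 and 0.4). With the replicate number as a block, the 6 changes had exact sign-flip permutation p-values from 0.13 to 0.75. Tissue (whole pupae at 48hr APF, heads in adults) and input also differ between stages. The change from 48hr APF to 1-day adults turned negative in males, at −0.375 percentage points, when a peak was placed at its midpoint, and turned positive in females, at 0.0838, when only TSSs within 1 kb were counted.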

For H3K27me3, H3K36me3, and H3K9me3 we observe smaller changes in the proportion of peaks for the gene features across developmental time (**Fig 2C–2F, 2I and 2J**). 

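Among the H3K9me3 consensus peaks computed here, the shares within 3 kb of a TSS were 66.7% in males and 65.4% in females at 48hr APF, 66.2% and 64.5% in 1-day adults, and 64.7% and 62.6% in 10–12 day adults for *fru P1* neurons. In *elav* neurons they were 57.5% and 56.7%. Merging makes consensus regions wider than single peaks: they covered 51.7 to 70.5 Mb per condition. Each condition has one consensus set, so no replicate error is given.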

When we performed this same analysis on the consensus peaks, we obtained nearly identical gene feature distribution results (**S4 Fig**).

**Fig 2:**
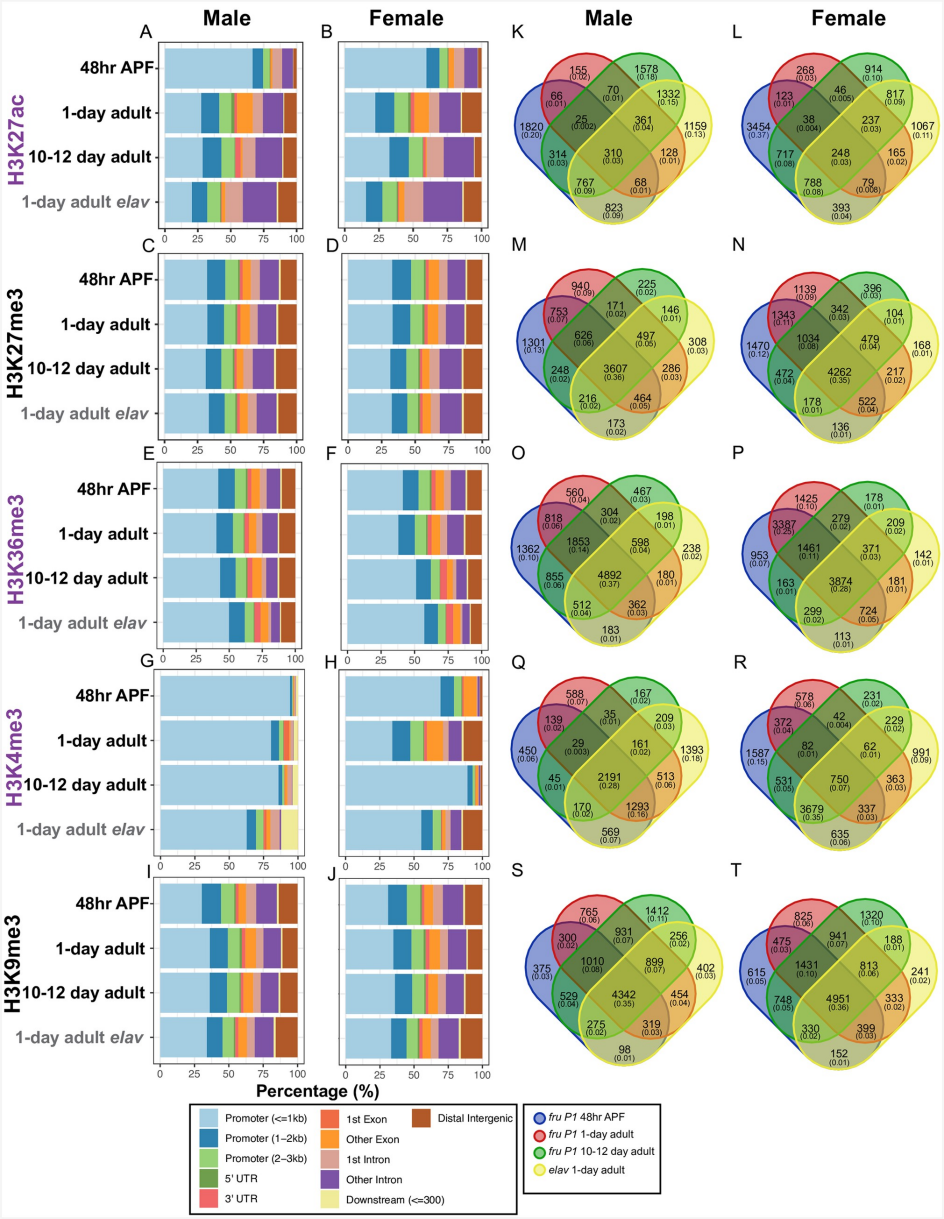
Genomic feature distribution and overlap of genes containing histone H3 chromatin modifications. **(A-J)** Genomic feature distributions of MACS2 peaks for activating (H3K27ac, H3K36me3, H3K4me3; purple) and repressive (H3K27me3 and H3K9me3; black) H3 chromatin modifications. The histone modification is indicated on the left. Each panel includes data for *fru P1* (black) and *elav* neurons (gray) in males (left) and females (right). The X-axis shows the percent of each genomic feature defined in the legend (bottom). **(K-T)** The histone modification is indicated on the left. Venn diagrams showing overlap of genes containing MACS2 peaks across time points in *fru P1* and *elav* neurons. The male (left) and female (right) data are indicated at top. The legend for the Venn diagrams is shown at bottom. For each Venn diagram category, the number of genes, and the proportion of the total genes (in parentheses) in each panel is shown. All MACS2 peaks were called on pooled biological replicates (n = 3–4) and identified as enriched relative to matched input ChIP-seq libraries for each time point, sex, and neuron type. All MACS2 peaks in this analysis are listed in **S1–S8 Data**. Venn diagram gene list matrices are listed in **S2 Table**. Abbreviations: 5’ untranslated region (5’ UTR) and 3’ untranslated region (3’ UTR).

Given that some modifications have substantial changes in the distribution of peaks over developmental time in *fru P1* neurons (H3K27ac and H3K4me3), we next determined if this is due to chromatin modifications in different genes or in the same genes, including both the *fru P1* and *elav* data sets in the analysis (**Fig 2K–2T** and **S2 Table)**. The observation that peaks are in different genes for the 1-day time point for the *fru P1* and *elav* chromatin data sets shows that there are cell-type-specific genes with each histone modification. 

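For H3K9me3 in 1-day adults, 5719 genes (54.9% of the 10422 genes with a consensus peak in either cell type) had one in both *fru P1* and *elav* neurons of males, 3163 (30.3%) in *fru P1* neurons only and 1540 (14.8%) in *elav* neurons only. In females, 6012 genes (54.6% of 11020) were shared, 3670 (33.3%) were in *fru P1* neurons only and 1338 (12.1%) in *elav* neurons only. The spread between replicates was examined with the Jaccard index, the genes that 2 libraries share divided by the genes in either. Its mean was 0.628 within and 0.586 between cell types in males, and 0.640 and 0.586 in females. The within minus between difference was 0.0422 in males and 0.0539 in females, the largest of the 35 divisions of the 8 libraries of each sex (exact permutation p = 0.0286, the smallest this design allows). With the same number of peaks of smallest p-value taken from each library, 18667 in males and 18087 in females, the differences were 0.0311 and 0.0335 (exact permutation p = 0.0286 for each). The shared percentage moved most when peaks were kept at a q-value below 0.05, where no gene was shared in either sex. The *elav* libraries had fewer tags after filtering and single-replicate controls, so cell type cannot be told apart from depth and control. From the non-overlapping genes in its own lists, the paper concludes that there are cell-type-specific genes with each modification.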

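Genes were described by the percentage of their length covered by H3K9me3 peaks in each library. The sex hierarchy gene *dsx* (FBgn0000504, 3R from 7924323 to 7967408, dm6) was covered over 49.4% ± 9.26 (SD, n = 4) of its length in male and 45.4% ± 4.63 (n = 4) in female *fru P1* neurons of 1-day adults, and over 60.1% ± 6.52 (n = 4) and 64.2% ± 9.09 (n = 4) in *elav* neurons. The gene *fru* (FBgn0004652, 3R from 18414273 to 18545586) was covered over 48.4% ± 4.93 and 45.4% ± 2.29 in *fru P1* neurons, and over 46.3% ± 4.30 and 37.6% ± 3.36 in *elav* neurons. Of the 3605 genes of at least 5 kb, 1735 had a peak in every one of the 23 *fru P1* libraries. The 3 of these with the highest mean coverage over those libraries were *Doc2* (FBgn0035956, 3L from 9012686 to 9019246, 66.0% ± 21.2), *lncRNA:iab4* (FBgn0020546, 3R from 16850004 to 16856497, 63.7% ± 18.5) and *lncRNA:CR44931* (FBgn0266236, 3R from 6877678 to 6885278, 62.2% ± 24.8). Their coverage in the 8 *elav* libraries was 89.2% ± 11.1, 92.8% ± 6.62 and 96.2% ± 5.28. Only 7 genes of at least 5 kb had a peak in all 8 *fru P1* libraries and in none of the 8 *elav* libraries of 1-day adults. The 3 most covered were *ocm* (FBgn0266083, 2R from 24186703 to 24195290, 32.7% ± 18.7), *dos* (FBgn0016794, 3L from 2589414 to 2595590, 25.5% ± 16.2) and *Acf* (FBgn0027620, 3R from 31793981 to 31799799, 23.8% ± 16.4). They were selected for the absence of *elav* peaks, so that absence is not a separate result. With the 10000 peaks of smallest p-value per library, mean coverage over all *fru P1* libraries was 20.6% for *dsx*, 20.9% for *fru*, 7.62% for *ocm*, 3.63% for *dos* and 9.64% for *Acf*. With all peaks, mean coverage over the same libraries was 37.7%, 39.1%, 29.5%, 21.5% and 28.1%, in this order. There were 0 genes of at least 5 kb with a peak in all *elav* and no 1-day *fru P1* library.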

We also generated Venn diagrams to examine the overlap in *fru P1* neurons only (**S5A–S5J Fig** and **S2 Table**). Across the three time points, the genes with H3K27ac peaks have low overlap in males (4% overlap) and in females (3% overlap). The genes with H3K4me3 peaks have more overlap across the three time points in males (34% overlap), than females (9% overlap), which may be related to the observation that the distribution of the peaks have fewer changes in males over time (**S5A–S5J Fig**). 

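For H3K9me3 in *fru P1* neurons, 5630 of the 12725 genes with a consensus peak at any time point had one at all 3 time points in males (44.2%), and 6436 of 13778 did in females (46.7%). When one library was drawn per time point, the percentage shared by such trios was 43.8% ± 1.88 (SD, 64 trios) in males and 46.7% ± 2.08 (48 trios) in females. Trios of replicates from a single time point shared 47.1% ± 2.64 (SD, 12 trios) in males and 50.4% ± 4.10 (9 trios) in females, so the shortfall across time points was of the size of these SDs. Trios reuse libraries and were not tested. The stages also differ in tissue, with whole pupae at 48hr APF and heads in adults, and in input. The percentage moved most when peaks were kept at a q-value below 0.05, where it fell to 0 in both sexes.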

For the modifications where the distribution of gene feature distribution does not change substantially over the three time points (H3K27me3, H3K36me3, and H3K9me3), there is also more overlap across the three time points for genes with these modifications (range is 40–51% overlap; **S5A–S5J Fig**). The H3K27ac and H3K4me3 activating modifications are largely found in different genes across time points and thus are not likely to be mediating cell fate determination, whereas the H3K27me3, H3K36me3, and H3K9me3 modifications persist across three time points, suggesting these chromatin modifications may be part of a mechanism to direct cell fate determination.

To determine the roles of genes with modifications that persist across all three time points in *fru P1* neurons (ten gene lists from center of Venn diagrams in **S5A–S5J Fig**), we performed Gene Ontology (GO) enrichment analysis (**S3 Table**). Notably, we find GO enrichment for genes involved in “cell fate commitment” for all gene lists (**S6 Fig** and **S3 Table**). When we examined the top ten GO enrichment terms across the ten lists, we find that many overlap (**S6 Fig**). For example, terms such as “DNA-binding transcription factor activity” and several neuron development terms like “neuron projection development”, “axon development”, and “axon guidance” are enriched across all ten gene lists (**S6 Fig**). The observation that the top GO enrichment terms are similar for the lists of genes that have either persistent activating or repressive modifications suggest that both types of regulation are important for maintaining cell fate.

### Bivalent promoter regions occur near developmental genes in *fru P1* neurons

Next, we examined genes with bivalent promoter regions, defined here as genes that had both an activating H3K4me3 and repressive H3K27me3 histone modification peak within 3kb of the promoter (**S1 Table**). The co-occurrence of these modifications has been suggested to create a poised gene expression state and are often found near developmentally important genes [58,59]. We examine the data from *fru P1* neurons and find that the highest number of genes with bivalent promotors are found in 48hr APF samples (1229 genes in males and 3434 genes in females), with fewer at later time points (1-day adult: 1207 in males, 1208 in females; 10–12 day adult: 413 in males, 1080 in females). There is also little overlap of genes with bivalent promotor regions that persist across all time points (males: 89 genes, females: 100 genes) (**S5K Fig**). When we performed GO enrichment analysis on the lists of genes with bivalent promoter regions from each time point, we find that “cell differentiation” and terms related to neuron developmental processes are among the top ten GO terms for all lists (**S3 Table**).

Additionally, we determined if the lists of genes with bivalent promoters are enriched with those that encode for products with different protein domains. We find that protein domain enrichment differs between the earlier time points and 10–12 day adults in both sexes. For 48hr APF and 1-day adults there is enrichment for “homeobox” and “zinc finger” domain encoding genes, whereas at 10–12 days we see the highest enrichment for genes that encode products in the “immunoglobulin-like domain superfamily” (**S3 Table**). Genes in this family encode cell surface proteins that are involved in cell adhesion [60,61]. This is consistent with our recent study that showed an interacting subfamily of immunoglobulin-fold domain encoding genes, *dpr*s and *DIP*s, are expressed in adult *fru P1* neurons [62]. The observation that immunoglobulin-like domain superfamily encoding genes are in a poised gene expression state may suggest a role in mediating neuronal plasticity in adult *fru P1* neurons.

### Hierarchical clustering of genome-wide chromatin modifications in *fru P1* and *elav* neurons reveal stage- and sex-dependent differences

Next, using hierarchical clustering we examined the combinations of histone modifications on all annotated genes (**Fig 3** and **S4 Table**). The heatmaps show clustered genes that are grouped based on similarity across the five chromatin modifications. This was performed using the input normalized data generated using deepTools, which calculates enriched and depleted ChIP regions over 50bp bins, relative to input, and is effective genome wide. The heatmaps show the ChIP enrichment and depletion, 3kb upstream of the start of transcription (TSS), the length of the normalized gene body (shown as 5kb) and 3kb downstream of the transcriptional end (TES).

**Fig 3:**
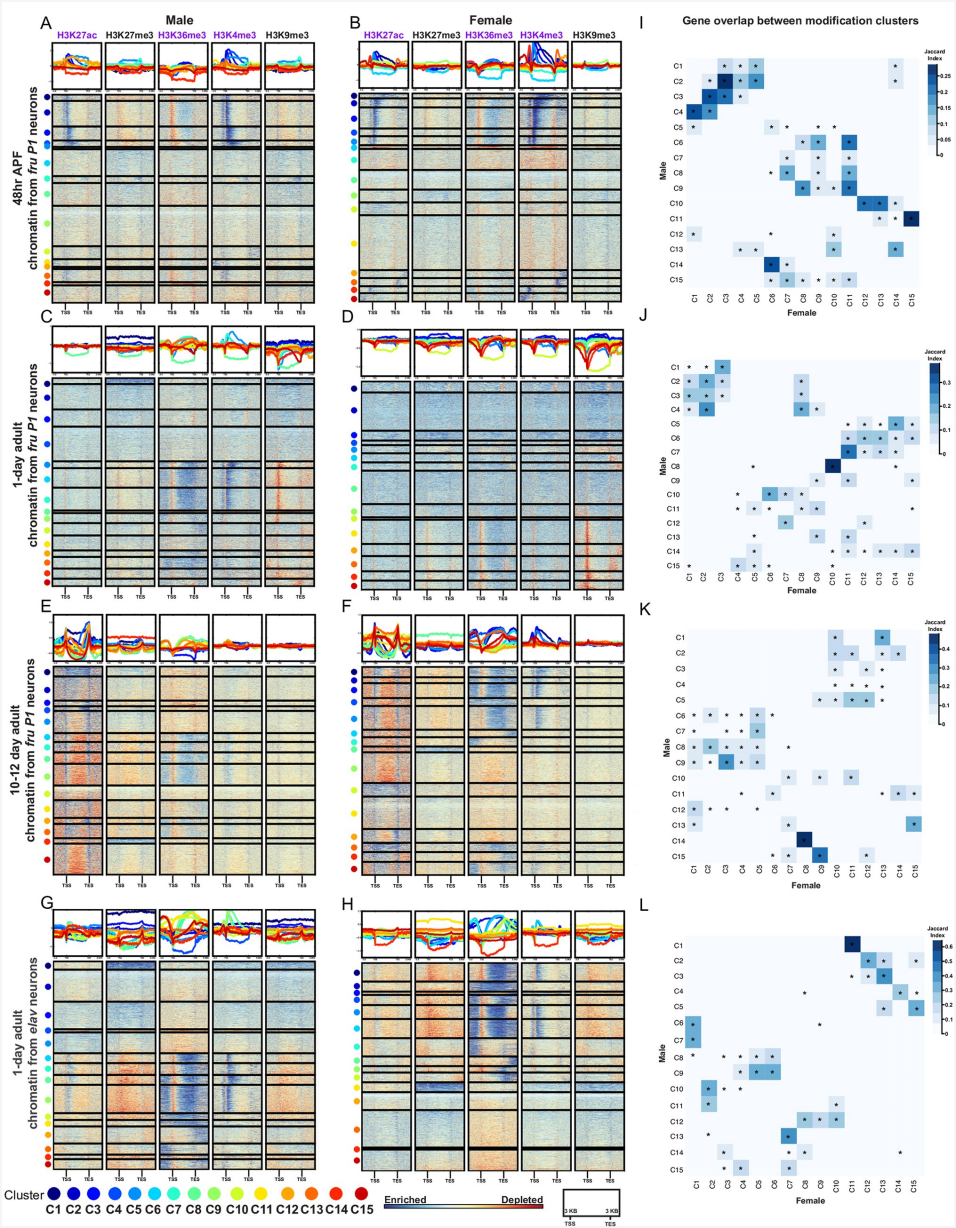
Genome-wide hierarchical clustering of histone modification distributions and cluster overlaps between the sexes. **(A-F)** Hierarchal clustering reveals shared combinations of histone modifications on all annotated genes, generated using deepTools. The ChIP enrichment of the input normalized data is indicated on the color bar, from blue (enrichment) to red (depletion), calculated in 50bp bins. The genes (rows) are clustered by the similarity of the ChIP patterns across all five histone modifications (each cluster number marked with a colored dot). The heatmap is divided into five columns, one for each chromatin modification. The top panel shows the average distribution of a chromatin modification in each cluster, with the line color indicating the cluster number. For each chromatin modification, the heatmap shows scaled gene bodies (scaled to 5kb) and 3kb upstream and downstream of the transcriptional start site (TSS) and transcriptional end site (TES). Heatmaps for *fru P1* chromatin data from 48hr APF **(A-B)**, 1-day **(C-D)**, and 10–12 day **(E-F)**. Heatmaps for *elav* chromatin data from 1-day **(G-H)**. The sex is indicated at the top. **(I-L)** GeneOverlap heatmap [66], where color indicates the Jaccard Index score, showing the similarity of the gene lists between clusters in males and females. For each panel the X-axis indicates female cluster number and the Y-axis indicates the male cluster number (color legend for clusters on the bottom). The legend for the Jaccard similarity index is on the right of each panel. Asterisks indicate statistically significant overlap of genes between clusters (Fisher’s exact test, p<0.05). Gene list information for all heatmap clusters is available in **S4 Table**. Gene overlap index and statistics are available in **S5 Table**.

First, these heatmaps provide further validation of the approach, given that overall the positions where there are enrichments of ChIP signal are consistent with the known locations for these modifications in *Drosophila* [53,63]. For the activating modifications, we find H3K27ac near the TSS, H3K4me3 near the TSS, and H3K36me3 along the gene body. Both repressive modifications show less localized enrichment patterns, which may be because we are examining genes, and not pericentric and repetitive regions which are typically heterochromatic [64]. 

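The part of the H3K9me3 peak coverage that lay within 1 Mb of the centromere end of 2L, 2R, 3L, 3R and X, as dm6 gives it, was 0.471% ± 0.224 (SD, n = 4) in males and 0.506% ± 0.170 (n = 4) in females at 48hr APF, 0.835% ± 0.145 (n = 4) and 0.767% ± 0.246 (n = 4) in 1-day adults, and 0.724% ± 0.132 (n = 4) and 0.889% ± 0.183 (n = 3) in 10–12 day adults for *fru P1* neurons. In *elav* neurons it was 1.64% ± 0.194 (n = 4) in males and 1.80% ± 0.275 (n = 4) in females. These regions make up 3.73% of the length of the arms. Only uniquely aligned reads entered the authors' peak calling, so repeats that occur more than once in dm6 are not covered. The *elav* minus *fru P1* difference in 1-day adults was 0.810 percentage points in males and 1.03 in females (two-sided exact permutation test, p = 0.0286 for each, adjusted p = 0.114 over 12 comparisons). With the replicate number as a block, the exact sign-flip permutation p was 0.13 for each, the smallest that 4 pairs allow (adjusted p = 0.333; correlation of same-numbered libraries between stages and cell types −0.213). Taken as a share of the number of peaks, in place of the covered length, the differences were 0.348 and 0.710 percentage points (exact permutation p = 0.0286, adjusted p = 0.0429), which changes the call at an adjusted p of 0.05. Keeping peaks with a q-value below 0.05 moved the female difference most and changed its direction, to −17.8 percentage points (exact permutation p = 0.343).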

We do find that H3K9me3 has pronounced depletion at the TSS in some genes at the 1-day time point, which is unique compared to other stages examined here (**Fig 3**). 

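H3K9me3 depletion at the TSS was measured in each library as the log2 ratio of the percentage of positions covered by peaks within 250 bp of a TSS to that in the flanks 2 to 3 kb away on both sides, over the TSSs of 18164 genes. In *fru P1* neurons the ratio was −0.44 ± 0.08 (SD, n = 4) in males and −0.42 ± 0.13 (n = 4) in females at 48hr APF, −0.49 ± 0.07 (n = 4) and −0.53 ± 0.09 (n = 4) in 1-day adults, and −0.22 ± 0.14 (n = 4) and −0.13 ± 0.07 (n = 3) in 10–12 day adults. In *elav* neurons of 1-day adults it was −0.20 ± 0.06 (n = 4) in males and −0.20 ± 0.04 (n = 4) in females. The 1-day minus 48hr APF difference, −0.04 in males and −0.10 in females, was within the spread between replicates (two-sided exact permutation test, p = 0.429 and 0.257). From 1-day to 10–12 day adults the ratio rose by 0.27 in males and 0.40 in females, and *elav* neurons lay above *fru P1* neurons of the same age by 0.29 in males and 0.32 in females (exact permutation p = 0.0286 for each, adjusted p = 0.0571 over 12 comparisons). From 48hr APF to 10–12 day adults it rose by 0.22 in males and 0.29 in females, with the same p and adjusted p. No comparison had an adjusted p below 0.05. Chromatin came from whole pupae at 48hr APF and from heads in adults, and each stage had its own input. Stage cannot be told apart from these here. Within conditions the ratio fell with tags after filtering (Pearson's r = −0.682, permutation p = 0.00629, adjusted p = 0.0126 over 4 measures; Spearman's rho = −0.574, p = 0.0126; 27 libraries, without 48hr APF females), and r was −0.493 without the 2 libraries farthest from the median. The *elav* libraries all had fewer tags than the *fru P1* libraries of 1-day adults and a different type of input control, so cell type cannot be told apart from depth and control here. Between the sexes the differences were −0.02, 0.04, −0.09 and 0.01 (exact permutation p = 0.771, 0.514, 0.4 and 0.971). With the replicate number as a block they were −0.02, 0.04, −0.11 and 0.01 (exact sign-flip permutation p = 0.63, 0.63, 0.5 and 1; correlation of same-numbered libraries −0.143). The alternative that moved the 1-day minus 48hr APF difference most was to use the 10000 peaks of smallest p-value per library, an alternative chosen after the values were seen. It changed the direction of the difference, to 0.05 in males and 0.0077 in females (exact permutation p = 0.2 and 0.914). From the pattern in its heatmaps, the paper states that depletion at the TSS in some genes sets the 1-day time point apart.

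**Figure D2:**
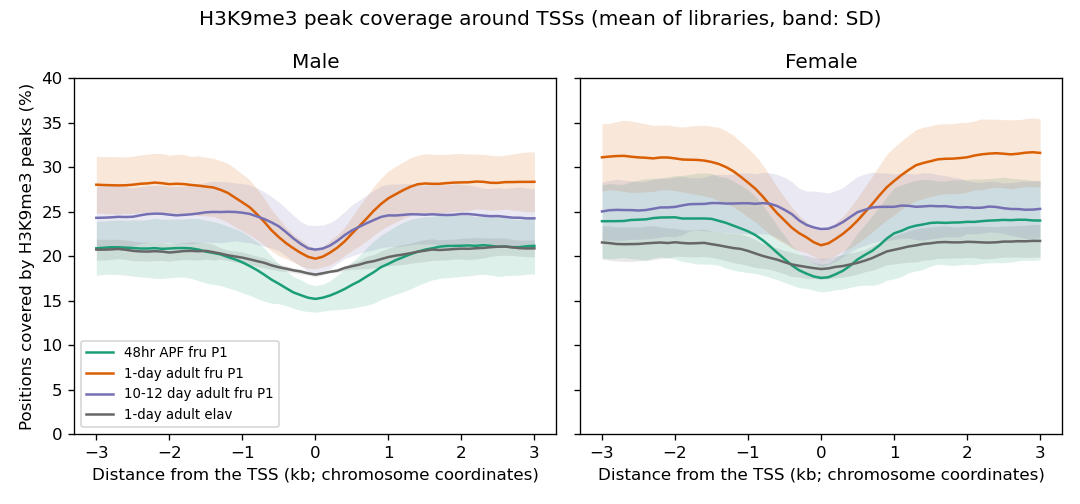
Percentage of positions covered by H3K9me3 peaks (vertical axis) by distance from the TSS in kb, in chromosome coordinates (horizontal axis), in males (left) and females (right), with the mean of libraries as a line and the SD as a band for each stage and type of neuron. All 8 conditions have their lowest coverage at the TSS, and the ratio to the flanks is lowest in 1-day *fru P1* neurons, at −0.49 in males and −0.53 in females.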

One unexpected finding is the presence of H3K27ac peaks at the TES in 10–12 day adults, which to our knowledge is not widely reported.

Overall, the enrichment patterns of activating chromatin modifications in *fru P1* neurons show the largest differences across time points and not between the sexes, which is not unexpected given that most *Drosophila* genes do not have sex-specific expression patterns in *fru P1* neurons (see TRAP section below). For example, in both sexes at 48hr APF, H3K27ac enrichment mainly surrounds the TSS, in the sets of clusters with most pronounced ChIP-seq enrichment (**Fig 3A and 3B**, dark blue). At 1-day, the H3K27ac enrichment is more diffuse in pattern (**Fig 3C and 3D**). By the 10–12 day time point, H3K27ac is enriched near both the TSS and TES (dark blue), and this is observed for the majority of genes (**Fig 3E and 3F**). In addition, in both sexes at 48hr APF, the genes with the most pronounced H3K27ac enrichment near the TSS (dark blue) also have the most pronounced H3K4me3 enrichment near the TSS and along the gene body (dark blue) (**Fig 3A and 3B**). Furthermore, H3K36me3 shows changes over developmental time, with high enrichment along the entire gene body seen at the later two time points and is not as pronounced at the 48hr APF time point (**Fig 3A–3F**).

The repressive modifications also show time point specific differences. Notably, there is a set of genes with H3K27me3 modification enrichment along the length of the gene found only in the adult data sets (**Fig 3C–3H; 3C**-C1, **3D**-C3, **3E**-C14, **3F**2 C8, **3G**-C1, and **3H-**C11). Interestingly, GO enrichment analysis to determine if there are overrepresented genes with known functions reveals that the list is enriched with “homeobox domain” encoding genes [65], which suggests that these critical transcriptional regulators are silenced after pupal stages in neurons, consistent with previous findings [63] (**S3** and **S4 Tables**). Additionally, there are pronounced changes in the pattern of H3K9me3 over developmental time, with the 1-day time point having the most defined patterns of enrichment and depletion over the gene regions examined (**Fig 3C and 3D**).

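For H3K9me3 in *fru P1* neurons, peaks covered 28.6 ± 2.05 Mb (SD, n = 4) in males and 31.8 ± 2.64 Mb (n = 4) in females at 48hr APF, 37.3 ± 1.74 Mb (n = 4) and 40.9 ± 2.23 Mb (n = 4) in 1-day adults, and 29.0 ± 2.27 Mb (n = 4) and 30.4 ± 2.40 Mb (n = 3) in 10–12 day adults. Within 250 bp of TSSs, peaks covered 15.4% ± 1.59 of positions in males and 17.8% ± 1.61 in females at 48hr APF, 20.1% ± 1.28 and 21.7% ± 1.69 in 1-day adults, and 21.0% ± 2.60 and 23.3% ± 4.02 in 10–12 day adults. In the flanks 2 to 3 kb away, they covered 21.0% ± 3.21 and 24.1% ± 4.52 at 48hr APF, 28.2% ± 3.20 and 31.3% ± 3.83 in 1-day adults, and 24.5% ± 3.30 and 25.3% ± 3.15 in 10–12 day adults. The peaks of each library were called separately, so these coverages move with how much was called in each.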

We also observe minor sex- and cell-type-specific differences in chromatin modifications, at the adult stages. At the 1-day time point, there is H3K4me3 enrichment at the TSS in males that is not as pronounced as in females (**Fig 3C and 3D**). Then at the 10–12 day time point, there is more pronounced H3K4me3 enrichment near the TSS in females (**Fig 3E and 3F**). The sex differences described are not observed in the *elav* neuron data, consistent with *fru P1* neurons having sex-specific identity (**Fig 3C, 3D, 3G and 3H**). The overall pattern between *fru P1* neurons and *elav* neurons at the 1-day time point are different, with all the modifications in the *elav* data showing more pronounced enrichment and depletion along the gene regions examined, for many genes (**Fig 3C, 3D, 3G and 3H**).

We next determined if the male and female clusters with similar patterns of histone modifications contain the same genes. To do this, for each time point we examined the overlap of genes between clusters from both sexes, using the GeneOverlap analysis tool (**Fig 3I–3L** and **S5 Table**) [66]. The blue color scale indicates the Jaccard similarity coefficient, and the asterisk indicates the significance of the overlap based on a Fisher’s exact test (p<0.05). The clusters in the heatmap with the most overlapping genes between the sexes tend to have similar patterns of histone modification enrichment (**Fig 3I–3L**, darkest blue boxes). For example, at 48hr APF, clusters 1–4 in males, and clusters 1–5 in females have similar H3K27ac, H3K36me3 and H3K4me3 patterns and several of these clusters have significant overlap in genes (**Fig 3A, 3B** and **3I**). We also find clusters that have significant overlap between males and females but have different patterns of histone modifications (**Fig 3I–3L**). One example of this is at 48hr APF, where there is a significant overlap of genes between male cluster 11 and female clusters 13 and 14, but different patterns of enrichment for H3K27ac and H3K4me3 (**Fig 3A, 3B** and **3I**). However, male cluster 11 also has significant gene overlap with female cluster 15 and the same patterns of histone modifications. *fru P1* chromatin data sets have more clusters with significant gene overlap between the sexes than the *elav* chromatin data sets (**Fig 3I–3L**). In all adult *fru P1* and *elav* data sets, the clusters with repressive modifications containing the homeobox genes have a highly similar set of genes between males and females (**Fig 3C–3H and 3J–3L**). Overall, we observe that the majority of clusters with a similar modification enrichment pattern in both sexes share a significant number of genes. There is a smaller subset of clusters with significant gene overlap that have different histone modification profiles.

### TRAP RNA-seq identifies mRNAs that are enriched in *fru P1* neurons in a stage-specific manner

Next, we examined gene expression specifically in *fru P1* neurons from males and females, using the translating ribosome affinity purification (TRAP) approach [41]. The TRAP approach allows one to enrich for mRNAs that are actively translated in a cell-type-specific manner, via Gal4/UAS expression of a GFP-tagged ribosomal subunit (RpL10a). We examined all *fru P1* neurons from the 48hr APF stage and *fru P1* neurons from adult heads at the 10–12 adult stage, which is equivalent to the *fru P1* neurons profiled in the chromatin data sets. We have previously described *fru P1* TRAP gene expression results for neurons from 1-day adult heads and present those results in comparisons here [42]. For each time point, we performed gene expression analysis at the exon-level, to account for transcript-isoform expression differences. A gene was considered differentially enriched if at least one exon had differential expression (FDR <0.2).

At each time point, to identify genes with enriched expression in *fru P1* neurons, in either males or females, we performed two statistical comparisons: 1) male TRAP vs. male total mRNA; and 2) female TRAP vs. female total mRNA, which is similar to the comparisons for the chromatin data sets (hereafter called TRAP-enriched; **S6–S8 Tables**). We also present sex differences in either TRAP or total mRNA: 1) male TRAP vs. female TRAP (hereafter TRAP-biased); and 2) male total mRNA vs. female total mRNA (**S9 and S10 Tables**).

As expected, some *fru* exons, including the *fru P1*-specific exons, are enriched in the TRAP samples, relative to total mRNA control (**S6 and S7 Tables**). In 48hr APF TRAP vs. total mRNA, the *fru P1* specific exons are enriched in TRAP samples, but do not meet the threshold of significance, whereas other *fru* exons show significant enrichment (**S6 Table**). In 10-day TRAP vs. total mRNA, *fru P1* and other *fru* exons are significantly enriched in TRAP samples, providing overall validation of the approach (**S7 Table**). When we examine the mapped reads at the *fru* locus at 48hr APF and 10–12 days, the sex-specifically spliced gene region shows the expected abundance of reads, with more in females, since the retained exonic region is larger in females (**S7 Fig**), similar to our observations at 1-day [42]. Additionally, as further confirmation of the approach, the male and female TRAP-enriched and TRAP-biased gene lists significantly overlap with lists of genes that are predicted to be direct Fru^M^ targets (**S5 Table**) [67,68]. Moreover, we find expression of *engrailed* in our TRAP-enriched data which has been shown to be expressed in a subset of Fru^M^-expressing neurons in a single-gene study [69]. Here, an analysis of the genes that are more highly expressed in *fru P1* neurons vs. total mRNA (TRAP-enriched) and TRAP male and female-biased genes (TRAP-biased) is presented. The other gene lists from additional comparisons are provided (**S6–S10 Tables**).

First, we compared the number of genes with enriched expression in *fru P1* neurons that are male TRAP-enriched, female TRAP-enriched, or TRAP-enriched in both sexes, using Venn diagrams (**Fig 4A** and **S6 and S7 Tables**). Given that each time point has a different overall number of genes with TRAP-enriched expression, we also report the proportions of genes with enriched expression in each category to facilitate comparisons across the time points. We find a higher percent of enriched genes in male TRAP-enriched lists than female TRAP-enriched lists at 48hr APF and in 1-day adults (**Fig 4A**). At 48hr APF, 34% of genes are male TRAP-enriched, 12% are female TRAP-enriched and 54% are enriched in both male and female TRAP samples. At 1-day, 53% of genes are male-enriched, 13% are female-enriched and 33% are enriched in both male and female TRAP samples. In contrast, at the 10-12-day time point, a large fraction of genes have TRAP-enriched expression in both sexes (74%) and fewer male TRAP-enriched (6%) than female TRAP-enriched (20%). While there is a shared set of genes between males and females with *fru P1* TRAP-enriched expression at each stage, 48hr APF and 1-day adults show a higher fraction of genes with male TRAP-enriched expression. This is consistent with our previous observations where we suggest that this could be due to Fru^M^ gene regulation in males [42]. This result is also in line with previous work showing *fru P1* has a critical function during development for reproductive behaviors [28,29,70].

**Fig 4:**
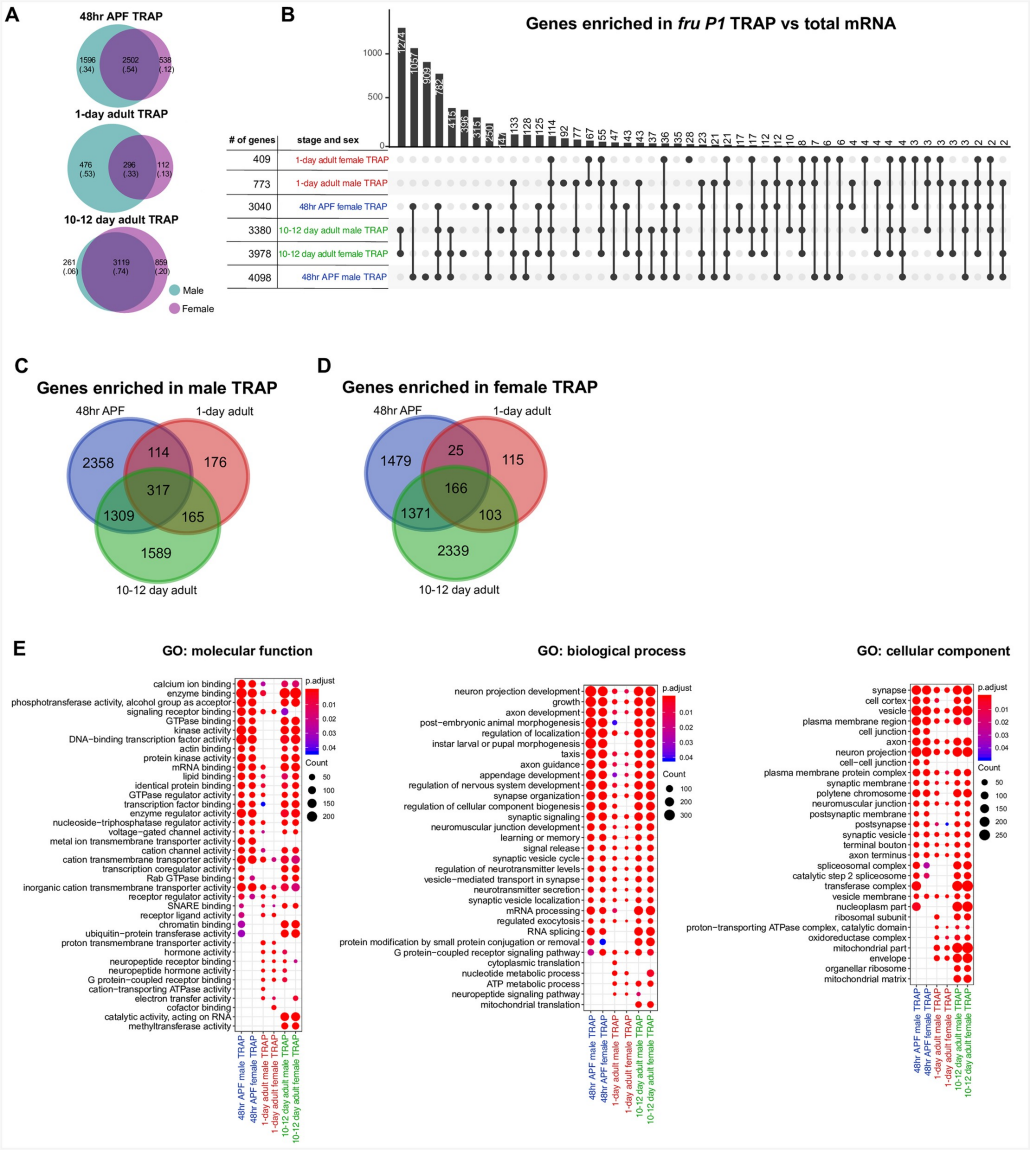
TRAP RNA-seq identifies mRNAs that are enriched in *fru P1* neurons at multiple time points. Analysis of TRAP-enriched genes. These genes were identified based on having at least one exon with significantly higher expression in TRAP vs. total mRNA (FDR<0.2). **(A)** Venn diagrams comparing TRAP-enriched genes between males (teal) and females (purple) at three time points. For each Venn diagram category, the number of genes, and the proportion of the total genes (in parentheses) in each panel is shown. **(B)** Upset intersection plot of TRAP-enriched genes from 48hr APF (blue), 1-day (red) and 10–12 day (green) time points. n = 4–5 biological replicates per condition. (**C-D**) Venn diagrams comparing TRAP-enriched genes across time points for each sex. (**E**) Gene Ontology (GO) enrichment analysis for TRAP-enriched genes. The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched term for each list (non-redundant shown; Benjamini-Hochberg, p<0.05). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). All GO information is in **S3 Table**. Gene lists are in **S6 and S7 Tables**.

To determine if there is overlap between genes that have *fru P1* TRAP-enriched expression in the gene lists from the different stages and sexes, we generated an UpSet plot [71], which is conceptually similar to a Venn diagram, but can accommodate a large number of conditions (**Fig 4B**). The histogram at the top of the UpSet plot shows the number of genes with overlap in the gene sets (**Fig 4B**). The dots beneath each bar show the gene sets that have the overlapping genes (**Fig 4B**). For example, the 10-12-day male and female *fru P1* TRAP-enriched data sets have a large number of genes that overlap (1,274 genes), as expected given the overlap shown in the Venn diagram (3,119 genes, **Fig 4A**). A similar result is shown for the 48hr APF TRAP-enriched data, with a large number of genes overlapping in the male and female *fru P1* TRAP-enriched genes (1,057 genes). The observation of sex-shared TRAP-enriched genes suggests that expression of stage-specific genes is important, in both males and females.

We conducted GO term analysis on the *fru P1* TRAP-enriched genes to determine if there were genes with known functions overrepresented in the lists, examining the top ten terms for each list (**Fig 4E** and **S3 Table**). We examined GO term categories: ‘molecular function’, ‘biological process’ and ‘cellular component’. Given there is overlap across all the gene lists, many of the GO terms are shared and include several expected of neurons, though there are some unique terms for each time point (**Fig 4E**). For ‘molecular function’, the lists from the 1-day time points have several unique terms including ‘neuropeptide receptor binding’ and ‘hormone activity’ terms, and fewer shared terms. The 10–12 day male and female, and 48hr male *fru P1*-enriched lists have chromatin binding as significant. For ‘biological process’ and ‘cellular component’, the lists from the adult samples, have ‘metabolic process’ terms and ‘mitochondrial’ terms that are unique. We also note that the 48hr APF and 10–12 day TRAP-enriched gene sets are enriched with genes that encode Immunoglobulin domain containing proteins/cell adhesion molecules (IgSFs), as we previously reported for 1-day adults [42]. We have also validated that the Dpr/DIP IgSFs, a subset of these cell adhesion molecules, play a role in *fru P1* neurons, further validating the data sets presented here [62].

We next examined the genes with sex-biased expression in TRAP samples, which were identified by comparing expression between the male and female TRAP samples. Given that the analysis was done on the exon level, we can find genes for which one exon may be male-biased and another female-biased, so the gene would be considered to have a transcript isoform with sex-biased expression in each sex (**S9 and S10 Tables**). For example, at the 48hr APF stage there are 43 genes that have transcript isoforms with sex-biased expression in each sex, including *Sxl*, which is known to have male- and female-specific transcript isoforms [72]. Additionally, we find a larger number of male-biased genes at 48hr APF (~1.4 fold), which is similar to what we reported for 1-day (~4.0 fold) [42], but at 10–12 there are fewer genes with sex-biased expression and more in females (~1.3 fold) (**S7C Fig**). Further, more genes overlap between the 48hr APF and 1-day time points, in males and females, which might be expected given the small number of genes with sex-biased expression at 10–12 day (**S7D–S7F Fig**). We conducted GO term analysis on the *fru P1* TRAP-biased genes to determine if there were genes with known functions overrepresented in the lists and show the top ten GO terms for each list (**S7E Fig** and **S3 Table**). We find that the 10–12 day TRAP-biased gene lists have more unique GO terms, with several categories of genes expected to underlie adult behavior. Overall, this analysis demonstrates the importance of performing stage-specific analyses, given the differences in genes observed at each time point.

### Hierarchical clustering analysis of chromatin modifications for genes with mRNAs that are enriched in TRAP gene expression data sets

We next determined the pattern of chromatin modifications for genes with *fru P1* and *elav* TRAP-enriched expression at each time point. We examined heatmaps to see the patterns of chromatin modifications, generated with the deepTools algorithm (**Fig 5**), as above. The patterns of chromatin modifications are similar for the male TRAP- and female TRAP-enriched genes, within time point (**Fig 5A–5F**), as was true when all genes were examined (**Fig 3**). Furthermore, within each time point, there is no pattern of histone modifications that would clearly predict higher fold-enriched expression of a gene in *fru P1* neurons, with average fold differences in expression indicated on the left of each heatmap (**Fig 5A–5F**). However, unexpectedly, at the 48hr time point, genes in a cluster with average 2-fold or greater *fru P1* TRAP-enriched expression have less enrichment of activating chromatin modifications H3K27ac and H3K4me3 (**Fig 5A and 5B**). We observe similar results with the *elav* chromatin data, where *elav* TRAP-enriched genes have similar histone modification patterns (**S8 Fig**) [41], but no large differences in the patterns that would predict gene expression levels.

**Fig 5:**
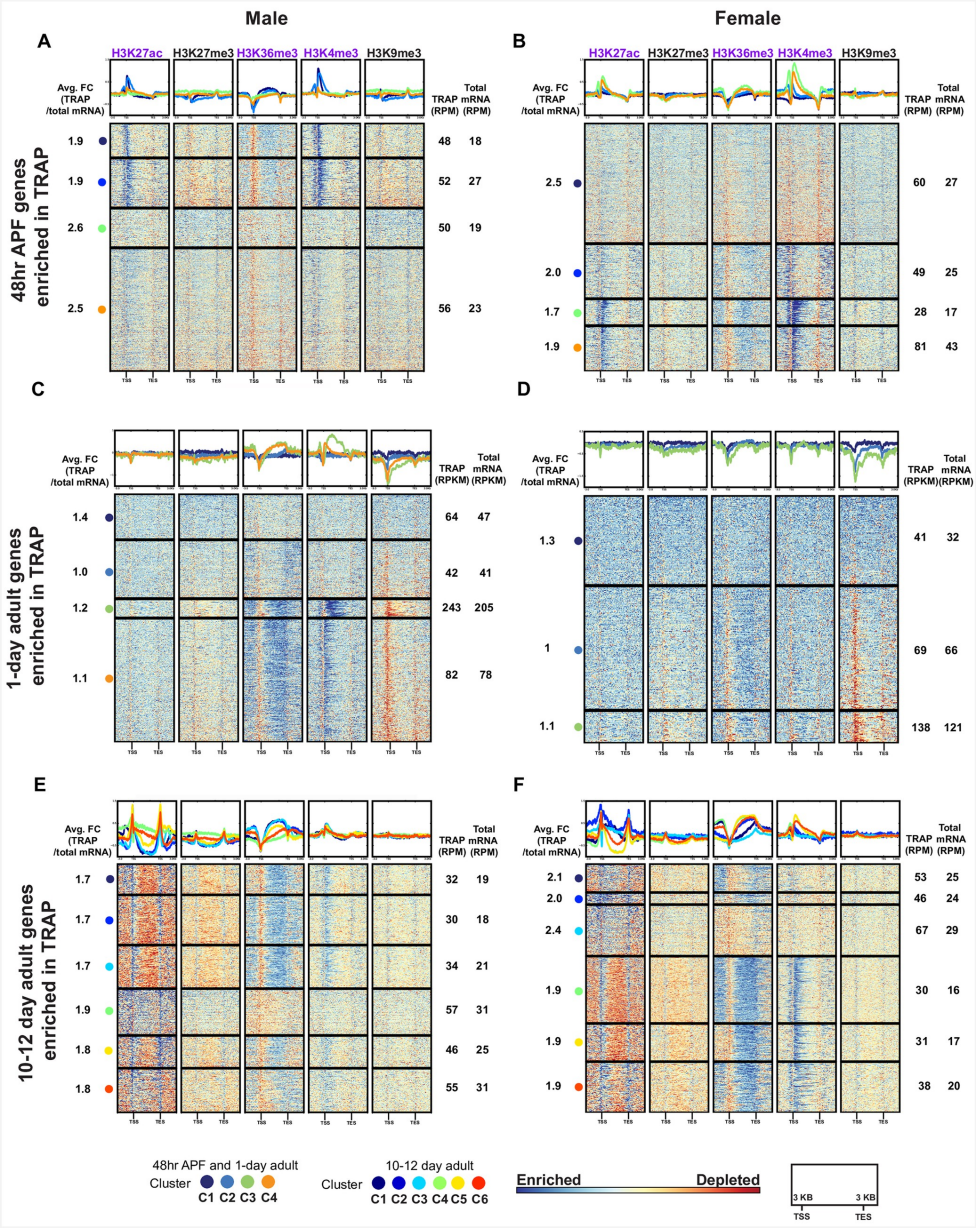
Hierarchical clustering of histone modification distributions for TRAP-enriched genes. Hierarchal clustering reveals shared combinations of histone modifications for TRAP-enriched genes, generated using deepTools. For detailed description of heatmaps see **Fig 3**. Heatmaps for *fru P1* chromatin data from 48hr APF **(A-B)**, 1-day **(C-D)**, and 10–12 day **(E-F)**. Gene lists for each cluster are provided in **S4 Table**. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression is indicated on the left (TRAP-enrichment), calculated at the exon level. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data, calculated at the exon level. The 48hr APF and 10–12 day gene expression levels are provided as reads per million (RPM). The 1-day timepoint gene expression levels are provided as reads per kilobase per million (RPKM) [42]. For TRAP expression data see **S6 and S7 Tables**.

It appears that the chromatin modification patterns for TRAP-enriched genes indicate gene expression, but not levels of expression. To further address this, we examined the chromatin modification patterns for the genes with higher expression in total mRNA than TRAP-enriched mRNA. These genes have the same patterns of chromatin modifications as the TRAP-enriched genes (**S8 and S9 Figs**), for both *fru P1* and *elav* data sets. Overall, we find histone modification patterns associated with gene expression, but no patterns appear to be predictive of different levels of expression in *fru P1* or *elav* neurons. This result is also further confirmed by heatmaps made with genes that have detected expression in *fru P1* or *elav* neurons, rather than TRAP-enriched or total mRNA-enriched (**S10 Fig)**. This demonstrates that the histone modifications patterns may be predictive of gene expression in *fru P1* and *elav* neurons but are not predictive of gene expression levels.

One goal of this study was to examine how Fru^M^ impacts chromatin modifications, given a previous study showed that Fru^M^ recruits chromatin modifying enzymes [33]. To assess if genes that are predicted to be directly bound by Fru^M^ have different chromatin modification enrichment profiles, we determined which clusters of *fru P1* TRAP-enriched genes have significant overlap with lists of genes that are predicted to be direct Fru^M^ targets [67,68] (**S5 Table**). Based on visual inspection, the clusters with the more robust enrichment of activating chromatin modifications tend to be those that contain genes that are less likely to be direct Fru^M^ targets. Given that this is observed in heatmaps from both males and females, this suggests the chromatin modification pattern differences in these clusters are not simply due to Fru^M^ binding activity.

### Identification of H3K27ac super-enhancers in chromatin from *fru P1* and *elav* neurons

Super-enhancers (SEs) are defined as regions of clustered enhancers and have been shown to regulate cell-type-specific gene expression [73]. We identified SEs based on presence of clusters of H3K27ac peaks using the ROSE algorithm [73,74]. In brief, H3K27ac peaks located within a 12.5kb distance from each other were stitched together and plotted in an increasing order, based on their input-normalized H3K27ac ChIP-seq signal. Enhancers above the inflection point of the curve were defined as SEs (**Fig 6A–6H** and **S11 Table**). Given the difficulty calling peaks on the male X chromosome using MACS2, we perform the analysis on all chromosomes (**Fig 6**), and only autosomes (**S11 Fig**), and find overall the trends are similar, regardless of the X chromosome SEs being included. For *fru P1* data sets, we find an increasing number of genes with SEs across developmental time in both males (61–267 SEs) and females (59–177 SEs), with the largest number identified in 10–12 day adult males (**Fig 6A–6F**). We also identified genes with SEs in *elav* chromatin for males (552 SEs) and females (340 SEs) (**Fig 6G and 6H**).

**Fig 6:**
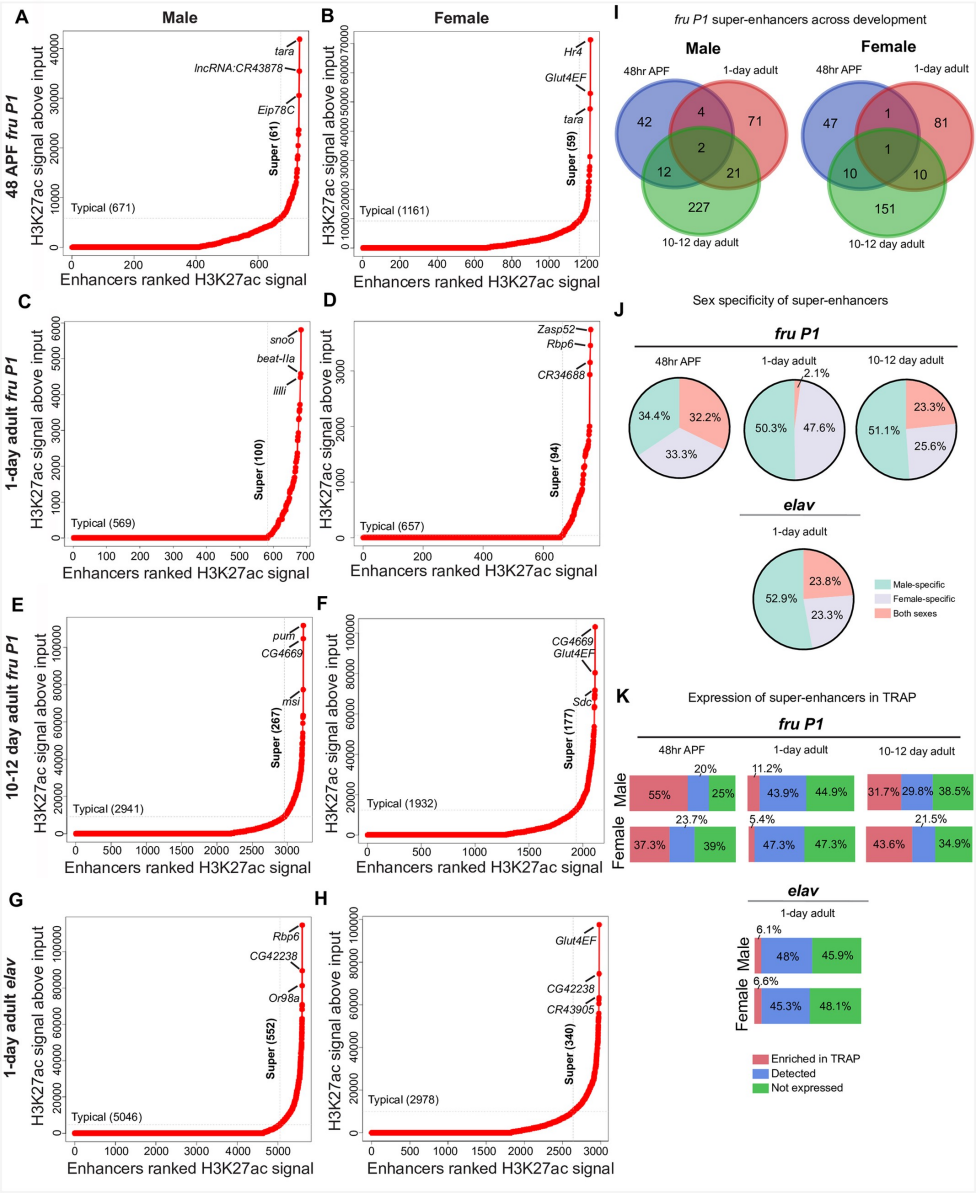
Super-enhancers identified based on H3K27ac peaks in *fru P1*- and *elav* neuron chromatin data sets. Super-enhancers (SEs) in *fru P1* **(A-F)** and *elav* (**G-H**) neuron chromatin data, identified using H3K27ac MACS2 peaks and the ROSE algorithm [73,74]. The ROSE algorithm was implemented with 12.5kb regions stitched together and exclusion of regions +/- 2500bp to the TSS. The X-axis has the enhancers ranked by H3K27ac signal. The Y-axis indicates the H3K27ac signal above input. Dotted lines indicate the boundary between typical enhancers and SEs. The top 3 ranking SEs for each condition are indicated. **(I)** Venn diagrams showing the overlap between SE-containing genes across time points for *fru P1* chromatin data from males (left) and females (right). **(J)** Percentages of SE-containing genes for each stage and neuron type (*fru P1* or *elav*) that are male-specific, female-specific or occur in both sexes. **(K)** Percentages of SE-containing genes with detected or TRAP-enriched gene expression in *fru P1* or *elav* expression data sets.

When we compare SEs across time points, we find that the majority of the genes with SEs are stage-specific, as shown in the Venn diagrams (**Fig 6I**). Furthermore, genes with SEs also significantly overlap with lists of genes that are predicted to be direct Fru^M^ targets (**S5 Table**) [67,68]. The GO analysis of genes with SEs at 48hr APF reveals several enriched ‘neuron developmental’ terms, which are also enriched at 10–12 days. However, at 10–12 days we find additional enriched ‘adult behavior’ and ‘signaling’ terms (**S3 Table**). We next determined if there is sex-specificity of genes with SEs at each time point (**Fig 6J)**. Males and females have a similar number of sex-specific genes with SEs at the early time points, but the 10–12 day time point has more genes with SEs that are unique to males (**Fig 6J)**. For the *elav* data sets, genes with SEs also have more male unique genes (**Fig 6J)**. However, we find that having a SE is not highly predictive of gene expression, when we compare to the *fru P1* and *elav* TRAP data sets from each time point (**Fig 6K**). Across the time points, we find a range of SE-containing genes that also have significantly enriched expression in the *fru P1* TRAP-enriched data sets (5.4%-55%; red squares in **Fig 6K**). This also true for genes with SEs in the *elav* data set, with only 6% of genes having enriched expression in the *elav* TRAP-enriched data set [41]. Taken together, a gene containing a SE does not predict expression in the neurons at the time points examined.

### Candidate genes with super-enhancers and TRAP-enriched expression are expressed in *fru P1* neurons

Some genes were identified as having SEs, based on MACS2 H3K27ac peaks, and also having TRAP-enriched expression, so are a high confidence set of genes to determine if they overlap with *fru P1* expression. To determine co-expression, we used an intersectional genetic strategy, which is a modification of the Gal4/UAS system, with expression of a membrane-bound GFP marker indicating co-expression. The UAS-GFP reporter transgene has a stop cassette that can be removed by *fru P1* driven *flippase* expression [75]. Once the stop cassette is removed the reporter gene expression is driven by a candidate-gene-specific-Gal4 driver (**Fig 7A**). We selected genes where there are stocks available that have *Gal4* transgenes [76,77]. We examined 10–12 day adult brains, where we can detect perdurance or concurrent expression of GFP. Nine out of 10 genes we screened exhibit expression in both sexes, consistent with our TRAP-enriched expression results (**S6 and S7 Tables**). *glut4ef* only shows expression in female *fru P1* neurons, which might be due to the nearby female-specific SE identified at the 10–12 day stage that is not detected in males. However, *glut4ef* is TRAP-enriched in both males and females. This analysis also reveals sexual dimorphism in the co-expression patterns that could be due to differences in gene expression, but that remains to be determined. For example, seven lines with sex-specific SEs, have clear sexual dimorphisms apparent (*kibra*, *Eip75b*, *beat-IIa*, *rl*, *EcR*, *wbd*, and *glut4ef*). Though it should be noted that genes with SEs in both sexes also show sexual dimorphisms in their expression pattern (*gukh* and *tara*). Overall, all the candidate genes with SEs and TRAP-enriched expression had overlapping *fru P1* expression, demonstrating that these are a high confidence set of genes that are co-expressed with *fru P1*.

**Fig 7:**
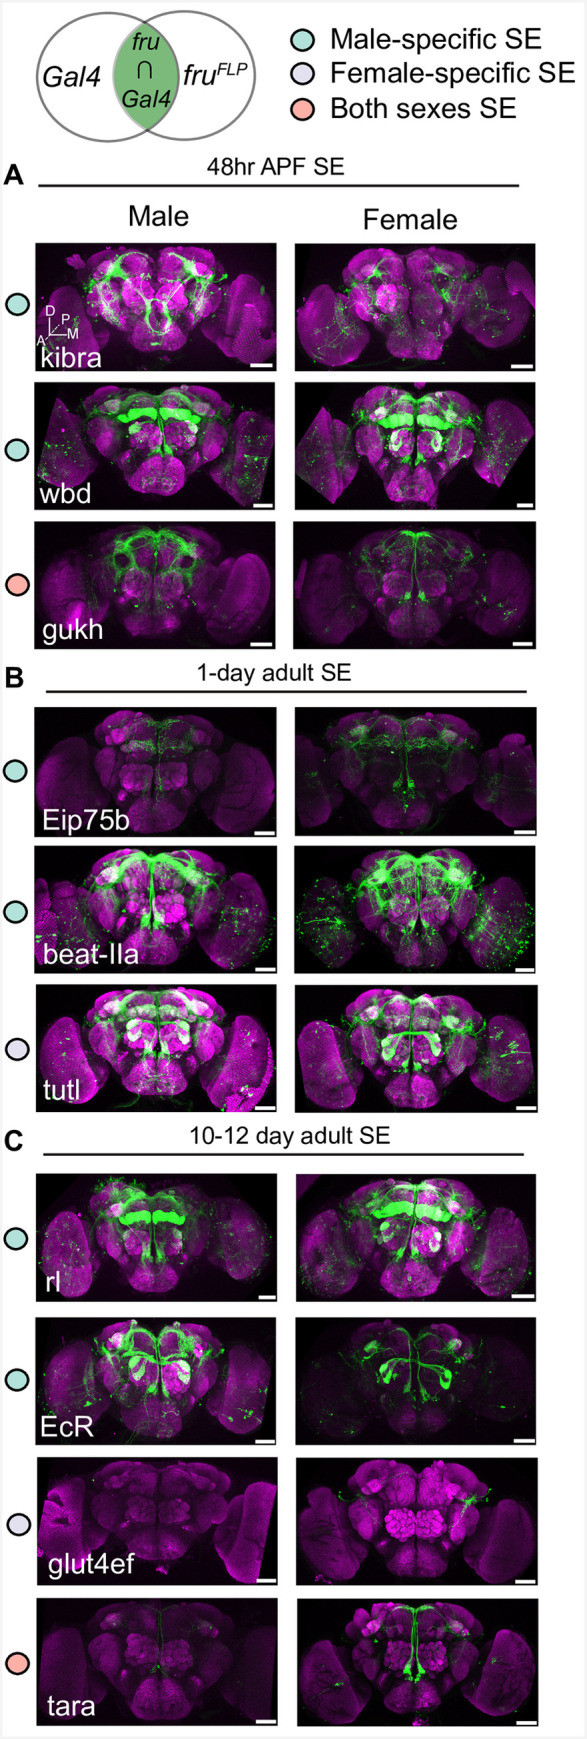
Co-expression of super-enhancer containing genes and *fru P1* in neurons. Super-enhancer containing genes were identified at each time point and their co-expression with *fru P1* was determined in 10–12 day adult brains. The top illustration shows the genetic intersectional approach where membrane bound GFP is only expressed in neurons that co-express the candidate gene and *fru P1*. The top of each set of panels indicates the time point for which the super-enhancer was detected in the chromatin data sets: **(A)** 48hr APF stage, **(B)** 1-day adult, and **(C)** 10–12 day adult stage. The gene name is indicated in each panel, with intersecting expression patterns shown for male (left) and female (right) brains. Colored dots in legend indicate that the SE was identified in chromatin data from either male, female or both sexes. Three-dimensional confocal maximum projections from successive confocal slices are presented with the most anterior slice positioned first. Brain anatomical axes are presented on lower left of first brain image panel (see **A**): D, *dorsal*; M, *medial*; A, *anterior*; P, *posterior*. Further information on brain position and structure has been previously described [90]. Scale bars = 50 μm.

## Discussion

Here, we describe Chromatag, a new molecular-genetic tool to perform cell-type-specific chromatin modification analyses that complements other existing approaches [34,35]. A benefit of the Chromatag approach is that FACS purification is not needed, so the tissues are not perturbed before the chromatin fixation step and thus may better reflect the true chromatin state. Furthermore, this tool can be used with any Gal4 driver to examine any cell-type-specific chromatin modification or chromatin binding protein, for which there is a ChIP-grade antibody available, so is highly versatile. The wealth of Gal4 driver lines in *Drosophila* and the additional tools available to further restrict Gal4 expression opens up several possibilities to deepen our understanding of chromatin modifications and chromatin binding proteins. The results shown here demonstrate the approach is effective in small sets of neurons, at several developmental stages.

Our examination of five chromatin modifications in *fru P1* neurons, from three time points, revealed that there are large changes in chromatin modification profiles over developmental time and fewer sex-specific differences (**Fig 3**). These results show the importance of understanding the functional differences of chromatin modifications over developmental time, especially with respect to cell fate determination and adult physiological roles. One goal of this work was to determine if there is a chromatin modification pattern that might be predictive of gene expression in *fru P1* neurons. While the overall patterns of chromatin modifications are different for *fru P1* TRAP-enriched genes, as compared to all genes, there was not a highly predictive pattern for gene expression (**Figs 3** and **5**). This observation is consistent with other studies that have shown that activating histone modifications are not always indicative of gene expression or gene expression levels [78,79]. This could be because the five chromatin modifications chosen are not the critical ones that would be indicative of gene expression in the cell-types we analyzed. Furthermore, given that we examined all *fru P1* neurons, we may miss chromatin modification patterns that are unique to a small set of cells, given the averaging of ChIP-seq signal across all neurons. Additionally, if a chromatin modification is transiently present, it may be difficult to detect. Finally, our TRAP-seq gene expression analyses are cell-type-specific but only includes the actively translated subset of mRNAs. Thus, the chromatin modification patterns may reflect overall gene expression that could be missed using TRAP RNA-seq. Given the advent of single-cell chromatin modification approaches, future studies can potentially resolve these issues.

The cell-type-specific TRAP gene expression studies add to the growing body of work that have identified genes important for *fru P1* function and contain a treasure trove to mine for further single-gene studies [42,67,68,80–82]. The new TRAP-seq data sets presented will aid in our understanding of how the potential for behaviors are established and maintained, by comparing the 48hr APF and 10–12 day adult data sets (**Figs 4** and S7). For example, we find many unique genes with TRAP-enriched expression at each time point, within sex. Furthermore, we find more male TRAP-enriched genes, compared to females, during 48hr APF, consistent with a similar observation at 1-day [42]. At 10–12 days, this large skew of male TRAP-enriched genes is not observed. Additionally, the 48hr APF time point has the largest number of male-biased TRAP genes, suggesting a critical role for Fru^M^ during metamorphosis and early adult stages, which is also consistent with previous functional studies [28,29,70]. Most GO terms identified at 48hr APF for TRAP-enriched genes are also found at 10–12 days, though there are several unique terms at 10–12 days. When we closely examined the GO enrichment for these genes, we found that many of the terms are related to ‘chromatin’, ‘G protein-coupled receptor activities’ and ‘RNA regulation’ (**Fig 4C** and **S3 Table**). These results are consistent with findings of Fru^M^ and *fru P1* roles for adult-specific functions [30,32]. Altogether, this suggests that there are dynamic gene expression changes occurring in these neurons in both sexes, as well as sex-specific gene expression which may contribute to sex differences in neuronal physiology in adults to generate male and female reproductive behaviors.

While the goal of this study was to gain insight into *fru P1* regulation of genes, the results presented can also serve as a launching point to further understand the functional roles of chromatin modifications and SEs. For example, we find that SEs do not always predict gene expression, suggesting that in some cases the SEs may mark a gene as poised for expression. The SE activity that directs gene expression may depend on the presence of other activating modifications that are found in enhancer regions, such as H3K4me1 [38]. Others have reported similar observations where computationally predicted enhancers are not necessarily linked to gene expression activity and show a dependence on transcription factor binding [83,84]. Furthermore, the Bachtrog laboratory also found that chromatin state did not account for sex-biased gene expression in studies performed at the larval stage [85]. Given that Fru^M^ has been implicated in recruiting chromatin modifiers, further direct Fru^M^ occupancy studies at these stages may elucidate its role in regulating gene expression through histone modifications. The application of machine learning approaches may also reveal new insights about the role of chromatin modifications in directing gene expression. Additional studies using techniques such as targeting chromatin modifying enzymes to particular loci, using Cas9-based approaches, can address the functional roles of the modifications presented here [86,87]. Moreover, *Drosophila* reproductive behaviors are an excellent model for studies examining how chromatin modifications and gene expression underlie behavioral plasticity, using models like long-term memory of courtship rejection and female post-mating behaviors [9,88]. The tools and the courtship model described here are a premiere system to go from high resolution genome-wide chromatin modifications and gene expression studies, to understanding the functional impacts of these molecular phenotypes on neuroanatomy and ultimately behavior.

## Materials and methods

### Chromotag fly constructs and strain generation

The H2B open reading frame was PCR amplified using high-fidelity Taq. The NsiI and SalI restriction enzyme sites were added to the 5’ and 3’ end, respectively, during PCR amplification, using the following oligonucleotides: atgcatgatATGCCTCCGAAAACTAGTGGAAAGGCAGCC and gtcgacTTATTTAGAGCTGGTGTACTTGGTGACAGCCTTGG. The resulting PCR product was Topo cloned (Invitrogen) and sequenced verified to ensure no PCR mutations were introduced. The H2B open reading frame was subsequently cloned into the p-UAS-3XFLAG-BLRP-mcherry-3’UTR plasmid for expression in *Drosophila*, using the Gal4/UAS system (plasmids provided by Paul Talbert and Steve Henikoff). The UAS-3XFLAG-BLRP-mcherry-H2B-3’UTR cassette was then cloned into the p2-Casp-UAS-BirA plasmid that contains the *E*. *coli* BirA gene under UAS control, P element ends and the mini-*white* gene (provided by Paul Talbert and Steve Henikoff). This construct was injected into *Drosophila white* strains for P element transformation by Genetivision Inc.

### *Drosophila* strains used in genomic assays

Flies with Chromatag expressed in *fru P1* neurons or broadly expressed with a pan-neuronal *elav* driver were the respective genotypes: *w;P[w*^*+mC*^, *UAS-Gal4]/P[UAS-Chromatag]*; *fru P1-Gal4/+* or *w;P[w*^*+mC*^, *UAS-Gal4]/P[UAS-Chromatag]*; *elav-Gal4/+*. Flies expressing the GFP-tagged variant of RpL10A in *fru P1* neurons were the genotype: *w/(w or* Y); *P[w*^*+mC*^, *UAS-Gal4]/P[w*^*+mC*^, *UAS-GFP*::*RpL10A]*; *fru P1-Gal4/+ [41].* The *elav-Gal4* strain was obtained from the Bloomington stock center. Flies were reared on standard cornmeal food at 25°C on a 12-h light/12-h dark cycle. List of fly stocks used in this study are reported in **S12 Table**.

### *Drosophila* tissue collection

For cell-type-specific ChIP-seq and TRAP-seq, approximately 1,000 sex-sorted flies were used. The time points were 48hr after pupal formation (APF, +/- 1hr), 16-24hrs post-eclosion, or 10–12 days post-eclosion. All flies were frozen at 1–2 hours after incubator lights turn on. All frozen animals were stored at -80°C until they were processed for downstream experiments. For the 48hr APF time point, flies were collected and sex sorted at the white prepupal stage, aged for two-days and snap frozen. For the 1-day time point, 0-8hrs post-eclosion flies were collected, aged to 16-24hrs for CO_2_ recovery and snap frozen. For the 10–12 day time point, bottles were cleared and adults were collected within two-days and sex sorted, transferred once to new vials while aging without additional CO_2_ anesthesia, and snap frozen.

### Translating ribosome affinity purification

TRAP mRNA purification was performed as previously described, with the following modifications [42]. At the last step, prior to library preparation the 40μl of lysate supernatant (input, total mRNA) and TRAP (IP) fractions were resuspended with RA1 lysis buffer to a total volume of 200μl for one additional column-based purification (Machery-Nagel Nucleospin RNA clean-up, product 7404948), using DNAse.

### Sequential ChIP

Four independent biological replicates were processed for each genotype and time point. Each biological replicate was divided into multiple samples, such that each replicate generated one input sample and samples to perform all histone modification ChIP analyses. Adult animals and pupae were snap frozen in liquid nitrogen and stored at -80°C (see above). The adult heads were separated from their bodies by vortexing frozen animals. The heads were sifted through liquid nitrogen-cooled mesh sieves #25 and #40 (with heads retained in the #40 sieve). The sequential ChIP methodology presented here is based on a previously published ChIP protocol [91]. Frozen adult heads or frozen whole body pupae (~0.3g) were dounce homogenized in 5ml of Buffer A1 (60mM KCL, 15mM NaCl, 4mM MgCl_2_, 15mM HEPES (pH 7.6), 0.5% TritonX-100, 0.5mM DTT, 10mM sodium butyrate, and Roche cOmplete Protease Inhibitor cocktail EDTA-free, product 5056489001), with 1% methanol-free formaldehyde (Pierce, 20% solution product 28906) for crosslinking at room temperature for 10 min. The crosslinking reaction was quenched using 540μl 2.5M Glycine and incubated for 5 minutes at room temperature.

Cross-linked homogenates were centrifuged at 4000g for 5 minutes at 4°C and the nuclear pellets were resuspended in Buffer A1. The nuclear pellets were washed 3 more times by centrifugation at 4000g for 5 minutes at 4°C with resuspension in 3ml of buffer A1. The nuclear pellets were washed an additional time with 1x Lysis Buffer without SDS (140mM NaCl, 15mM HEPES (pH 7.6), 1mM EDTA (pH 8.0), 0.5mM EGTA, 1% TritonX-100, 0.5mM DTT, 0.1% sodium deoxycholate, 10mM sodium butyrate, and Roche cOmplete Protease Inhibitor Cocktail EDTA-free) to remove all traces of Buffer A1 before the next lysis step. After one additional spin at 4000g for 5 minutes at 4°C, the washed nuclear pellet was resuspended in Lysis Buffer containing 1% SDS and 0.5% N-Laurosylsarcosine and incubated at 4°C, rotating for 1 hour. Nuclear lysates were quickly spun down for 10 seconds at 2000g and supernatant transferred to sonication tubes (Covaris; product 520130) for shearing. Chromatin was sheared for 25 minutes using a Covaris E220 (duty cycle: 5.0, peak incident power: 140, cycles per burst: 200). The sheared chromatin was transferred to microcentrifuge tubes and rotated for 10 min. at 4°C. Next, the sheared chromatin was centrifuged at 18,000g for 5 minutes at 16°C. The supernatant was transferred to a new microcentrifuge tube and the centrifugation step was repeated twice. The final supernatant was split into two 0.5ml aliquots (material from ~0.15g frozen tissue) and brought to a 1.5ml volume with 1x Lysis Buffer without SDS. The sheared chromatin was then aliquoted into 250μl volumes and stored at -80°C. To perform the sequential ChIP, 750μl of 1x Lysis Buffer without SDS was added to the 250μl of the thawed sheared chromatin. The sheared chromatin was incubated with 50μl of magnetic protein A/G beads (Pierce, product 88803) and 5μg of each respective antibody at 4°C overnight. The magnetic protein A/G beads were then washed four times with 1ml of Lysis Buffer wash (140mM NaCl, 15mM HEPES (pH 7.6), 1mM EDTA (pH 8.0), 0.5mM EGTA, 1% TritonX-100, 0.05% SDS, 0.5mM DTT, 0.1% sodium deoxycholate, 10mM sodium butyrate, and Roche cOmplete Protease Inhibitor Cocktail EDTA-free) and twice with TE (10mM Tris-HCL (pH 8.0), 1mM EDTA) for 10 minutes each, rotating at 4°C. Beads were incubated in 100μl ChIP elution buffer (100mM NaHCO_3_, 80mM NaOH, 1% SDS) at room temperature, rotating for 30–60 minutes to elute chromatin. The eluate was diluted 1:10 with Lysis Buffer without SDS and incubated on magnetic streptavidin beads (Invitrogen Dynabeads MyOne Streptavidin C1) for 4hrs-overnight rotating at 4°C. The beads were washed as above and chromatin was reverse crosslinked on beads in ChIP elution buffer (with 0.04mg/ml proteinase K, 0.01mg/ml RNaseA) at 65°C overnight. DNA was purified with a DNA purification and concentration kit (Machery-Nagel, product 740609).

### Illumina sequencing and library preparation

The isolated total RNA for TRAP libraries underwent poly(A)^+^ selection using the NEBNext Poly(A) mRNA isolation module (NEB, product E7490S). 48hr APF TRAP libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, product E7760S) and 10–12 day adult TRAP libraries were prepared with the NEBNext Ultra RNA library Prep Kit for Illumina (NEB, product E7530S). ChIP-seq libraries were prepared using the NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (NEB, product E6240). Libraries were size selected using AMPure XP beads (Beckman) and clean up steps were performed using the Machery-Nagel PCR cleanup kit (Machery-Nagel, product 740609). For ChIP-seq and 48hr APF TRAP-seq, a final clean-up using AMpure XP beads was performed according to kit protocol to remove excess primers. Samples were pooled and sequenced on the Illumina HiSeq 2500 platform with 100-bp single end reads for 10–12 day adult TRAP libraries and 50-bp single end reads for ChIP-seq libraries. 48hr APF TRAP libraries were sequenced on the Illumina NovaSeq 6000 with 100-bp single end reads on an S1 flowcell.

### Sequencing read mapping

Read quality was assessed for each ChIP-seq and RNA-seq sequencing library with FastQC (v. 0.11.3). ChIP-seq reads were pre-processed using Trimmomatic’s ILLUMINACLIP (v. 0.33) option to remove Illumina adaptor sequences [92]. Pre-processed ChIP-seq reads were aligned to the *D*. *melanogaster* dm6 UCSC genome assembly [93], using Bowtie2 (v. 2.2.5), allowing up to 6 mismatches [94]. Only uniquely aligned reads were considered and individual replicate and pooled replicate (all replicates) BAM files were generated with SAMtools (v. 1.2) for downstream analyses [95]. Pairwise Spearman correlations between individual ChIP-seq replicates were performed in deepTools using the default “multiBamSummary” command and the “plotCorrelation” function using the “–CorMethod spearman” argument. Overall, we found high correlation between individual replicates retained in the analysis, with 97% of pairwise replicate comparisons having values >0.90 (**S1 Table**). 

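In H3K9me3 peak coverage of 10 kb bins, Spearman's rho between replicates was 0.731 ± 0.0574 (SD, 6 pairs) in males and 0.582 ± 0.0636 (6 pairs) in females at 48hr APF, 0.803 ± 0.0162 (6 pairs) and 0.762 ± 0.0443 (6 pairs) in 1-day adults, and 0.644 ± 0.0203 (6 pairs) in 10–12 day males for *fru P1* neurons. For *elav* neurons it was 0.805 ± 0.0253 (6 pairs) in males and 0.760 ± 0.0268 (6 pairs) in females. These values describe called peaks, while the correlations in S1 Table describe aligned reads, which were not analysed here.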

There were 8 comparisons that had a lower correlation; however, no comparisons had a value lower than 0.80 (**S1 Table**). Based on early quality checks, we removed data generated from one of the four biological replicates for female *fru P1* 10–12 day conditions, resulting in n = 3 for all ChIP analyses for that genotype/time point. 

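For H3K9me3, the 10–12 day female *fru P1* peak lists are those of replicates 1, 3 and 4. Spearman's rho of their peak coverage was 0.474 ± 0.0373 (SD, 3 pairs), the lowest mean of the 8 conditions, and ran from 0.446 to 0.516. Their tags after filtering ran from 4556016 to 5476677.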

One statistical outlier for 1-day female *elav* H3K27ac was detected, resulting in an n = 3 for this condition (**S1 Table**). Sequencing coverage for pooled replicates for histone H3 and all histone modifications in this study were calculated using the pileup.sh function in BBMap on the uniquely mapped reads. RNA-seq reads were aligned using STAR (v. 2.7.2a) to the same genome assembly as previous [96].

### ChIP-seq peak calling and analysis

Regions of significant enrichment (peaks) for each histone modification (H3K27ac, H3K36me3, H3K4me3, H3K9me3, H3K27me3), at each time point (48hr APF, 1-day adult, 10–12 day adult), for each sex in *fru P1* or *elav* neurons, relative to sex and stage-specific input chromatin library controls for individual and the pooled replicates, were identified using the Model-based Analysis of ChIP-Seq, MACS2 (v.2.1.0) [55]. For each replicate, the peaks can be found in the GEO upload. For the pooled and consensus peaks see **S1–S10 Data**. We performed “narrow” peak calling for histone modifications with more compact enrichment patterns (H3K27ac and H3K4me3) and the “broad” peak option for modifications with diffuse enrichment (H3K36me3, H3K9me3, and H3K27me3) using the following: “callpeak” parameters:—gsize dm -p 1e-2—call-summits—fix-bimodal [97].

In an effort to resolve more peaks on the male X chromosome for all data sets we tried several modifications to our “callpeak” parameters by systematically adjusting—extsize,—bw, -q, and -p,—mfold, and–lambda. We also performed SICER peak calling, implemented through epic2, as an alternative peak calling approach. However, none of these changes to MACS2 or use of SICER achieved a sizeable increase in peaks called on the male X chromosome. Consensus peak sets among biological replicates were called using DiffBind requiring a peak to be present in 50% or more replicates [98]. MACS2 peak lists were annotated using the “annotatePeak” function in CHIPseeker, using default settings using the TxDb.Dmelanogaster.UCSC.dm6.ensGene database (v. 3.8) (peaks listed in **S1–S10 Data**) [99]. Annotations include a genomic feature assignment which indicates whether a peak is located in a TSS, exon, 5’ UTR, 3’ UTR, intronic, or intergenic region which was visualized for each experimental condition using the “plotAnnoBar function”.

### ChIP-seq correlation, visualization, and clustering analysis

Input normalized BigWig files for all histone modifications, replicates, and conditions were obtained using deepTools “bamCompare” function to normalize to input ChIP-seq read counts across the entire genome, over default 50bp bins with a log2 ratio summary of signal for each bin reported [52]. Using these normalized BigWig files, each experimental condition was compared using the “multiBigWigSummary” module to score ChIP-seq signal over 10kb windows (bins) across the genome and compressed into a matrix. These matrices were utilized in the “plotCorrelation” module for correlation analysis (Spearman correlation) to calculate similarity across histone modifications for both sexes, time points, and neuron types in our study (**S3 Fig**). To visualize normalized ChIP-seq signal over specified genomic regions of +/- 3kb of the TSS and TES, we used deepTools “computeMatrix” function (—beforeRegionStartLength 3000 –regionbodylength 5000—afterRegionStartlength 3000) and the “plotHeatmap” function to perform hierarchical clustering (ward linkage) and heatmaps were generated. Visual inspection of multiple clustering outputs was performed to select the optimal number of clusters in each analysis.

### RNA-seq analysis

Exon-level count tables were generated in FeatureCounts, for all replicates, using uniquely mapped reads for male and female *fru P1* TRAP and total mRNA for both 48hr APF and 10–12 day adult data sets [100]. Pairwise Spearman correlations between replicates for each condition were calculated in Microsoft Excel using the “RANK.AVE” and “CORREL” functions on counts-per-million values (CPM). The replicates were highly correlated (see **S6 Table)**. Exons were only retained in the analysis if they met our filtering criteria: exons that had counts above 2 CPM in 60% of the replicates for each pair-wise analysis. The pairwise comparisons are: 1) male TRAP vs. male total mRNA; 2) female TRAP vs. female total mRNA; 3) male total mRNA vs. female total mRNA; and 4) male TRAP vs. female TRAP. Filtered read counts were TMM-normalized and differential expression testing was performed on the exon level using edgeR’s Fisher’s exact testing for each pairwise comparison [101]. Significant differentially expressed exons were those with an FDR of <0.2 (Benjamini and Hochberg FDR-adjusted p value). All exons and associated FDR-adjusted p values are listed in **S6–S10 Tables**.

### Gene Ontology (GO) and pathway enrichment analyses

GO analysis and pathway enrichment analysis were conducted in R, using the clusterProfiler package, using a hypergeometric test for enrichment [102]. Additional GO analyses, protein domain, and pathway enrichment were carried out in Flymine [65].

### Immunohistochemistry and microscopy

Adult and 48hr APF brains were dissected in 1x Phosphate Buffered Saline (PBS; 140 mM NaCl, 10 mM phosphate buffer, and 3 mM KCl, pH 7.4) and fixed in 4% paraformaldehyde (Electron Microscopy Sciences, product 15713) in PBS at room temperature, for 20 minutes for adult brains, or 45 minutes for 48hr pupal brains and ventral nerve cords. Next, the brains were rinsed briefly 4 times with PBS and then washed three times with TNT (0.1M Tris-HCL, 0.3M NaCl, 0.5% Triton X-100), for 15 minutes for the first wash and 5 minutes for the two subsequent washes. The brains were blocked in Image-iT FX Signal Enhancer (Thermo Fisher) for 25 minutes and washed twice with TNT for 5 minutes each. Brains were incubated in TNT with primary antibody overnight at 4°C. After primary antibody was removed, the brains were washed six times with TNT for 5 minutes per wash. Next, the brains were incubated in TNT with secondary antibody for two hours at room temperature. The brains were then washed six times for 5 minutes in TNT, before being mounted in Vectashield mounting medium (Vector Laboratories, H-1000) on glass slides in Secureseal Image Spacers (Electron Microscopy Services) and covered with a no. 1.5 glass coverslip. Confocal microscopy was performed on a Zeiss LSM 700 system, with a Zeiss Plan-Apochromat 20x/0.8 M27 objective. A pinhole size of 1 Airy Unit (AU) was calculated in Zeiss Zen software (Black edition, 2012) as follows for each laser line: 488nm: 38μm; 555nm: 34μm; and 639nm: 39μm. Images were acquired at a resolution of 1024 × 1024 pixels using bidirectional scanning. The interval of each slice in the z-direction was set as 1.0 μm. Zeiss Zen software (Black edition, 2012) was used to make adjustments to laser power and detector gain to enhance the signal to noise ratio. Images were cropped using Adobe Photoshop CC 2018.

### Antibodies

The antibodies used for ChIP were: H3 (Abcam ab1791, lot no. GR177884-2), H3K27ac (Abcam ab4729, lot no. GR200563-1), H3K27me3 (Millipore 07–499, lot no. 2475696), H3K36me3 (Abcam ab9050, lot no. GR204353-1), H3K4me3 (Abcam ab8580, lot no. GR190202-1), and H3K9me3 (Abcam ab8898, lot no. GR186864-1), and were validated by the company for specificity. For the H3K4me3 antibody, abcam reports strong binding to H3K4me3 but some cross reactivity with H3K4me2 [103]. The following primary antibodies were used for immunofluorescence: mouse anti-Nc82 (1∶20; Developmental Studies Hybridoma Bank) and rat anti-Fru^M^ (1:200) [18]. The secondary antibodies used for immunofluorescence were Alexa Fluor goat anti-rat 488 (1:1000), goat anti-mouse 633 (1:500), rabbit anti-GFP 488 conjugate (1:600), and streptavidin 488 conjugate (1:4000) (Thermo Fisher).

### Behavior and viability assays

For courtship assays, all males were collected 0–6 hours post-eclosion and aged individually for 4–7 days at 25°C on a 12-h light/12-h dark cycle. The single male flies were either paired with a 4–7 day old *w; Canton S* (*CS*) virgin female (male-female) or male (male-male). Females were aged in groups of ~10 per vial. The assays were performed in a 10mm courtship chamber. Courtship activity was recorded for 10 min or until successful copulation at five-nine hours after fly incubator lights on, at 25°C (n = 12). Recordings were analyzed using Noldus software. Courtship Index (CI) and Wing Extension Index (WEI) were calculated by dividing the time the experimental male fly spent courting or unilaterally extending his wing toward the target female by the total observation time. JMP Pro 14 was used to conduct statistical analyses and statistical significance (p<0.05) was calculated using a nonparametric Kruskal-Wallis ANOVA test with Dunn’s post-hoc correction for courtship and wing extension index data. One-way ANOVA with Tukey post-hoc analysis was performed on copulation attempts data. The experimental male genotype is: *w; P[w*^*+mC*^, *UAS-Gal4]/P[UAS-Chromotag]*; *fru P1-Gal4/+*. The single transgene controls are: *w; P[w*^*+mC*^, *UAS-Gal4]/+*; *fru P1-Gal4/+*, and *w; P[UAS-Chromotag]*.

For locomotor activity, male and female flies of genotypes: *CS*, *w; P[w*^*+mC*^, *UAS-Gal4]/+*; *fru P1-Gal4/+*, and *w; P[UAS-Chromotag]*, and *w; P[w*^*+mC*^, *UAS-Gal4]/P[UAS-Chromotag]*; *fru P1-Gal4/+* were collected 0–6 hours post-eclosion, briefly anesthetized with CO_2_, loaded into glass tubes containing standard laboratory food, and tubes were mounted in *Drosophila* Activity Monitor (DAM) boards (Trikinetics, Waltham, MA). Data was collected in 5 minute bins and experiments were carried out at 25°C with a 12-h light/12-h dark cycle for 8 days. The first 24hrs of data was removed from the analysis, to recover CO_2_ and acclimate to the DAM system. Data analysis was performed with ShinyR-DAM [104] and R script analysis in R studio.

To determine if flies that express Chromatag ubiquitously are viable, we used the ubiquitous *daughterless-Gal4* (*da-Gal4*) driver to drive expression of *UAS-Chromatag*. Four independent crosses were set-up between w*; P[w^*+mW*.*hs*^ *= GAL4-da*.*G32]UH1*, *Sb*^*1*^*/TM6B*, *Tb*^*1*^ and *UAS-Chromatag*. The females laid eggs for five days. All progeny from each cross were counted and scored (**S2A Fig)**.

### Identification of enhancers and super-enhancers

Super-enhancer (SE) analyses were conducted using the ROSE algorithm: (https://bitbucket.org/young_computation/rose) [73,74]. Briefly, MACS2 H3K27ac peaks were stitched together, if within 12.5 kb of one another, for pooled replicates for each experimental condition. Regions +/- 2500bp to the TSS were excluded to remove promotor bias. The ROSE algorithm then determined the H3K27ac intensity inflexion point to determine typical enhancers versus super-enhancers (for all enhancers see **S11 Table**), as compared to input ChIP signal [73,74]. Genomic regions containing enhancers or super-enhancers were annotated using the default “annotatePeak” function in CHIPseeker [99]. H3K27ac SE-containing genes were compared to *fru P1* TRAP-enriched genes (defined above) and detected genes. A gene is considered detected if an exon passed our initial filter for the TRAP data sets but did not show significantly higher expression than total mRNA (**S6 and S7 Tables**). These criteria were also used for *elav* TRAP, but this analysis was conducted on the gene level instead of the exon level [41].

### Gene overlap and enrichment analysis

Venn diagrams to visualize overlapping genes were generated using online tools at http://bioinformatics.psb.ugent.be/webtools/Venn/ and size proportional Venn diagrams were made using BioVenn [105]. UpSet plots were generated using the UpSetR package [71]. Enrichment between gene lists was analyzed using the GeneOverlap R Package, which performs Fisher’s exact tests to determine whether enrichment is significant given genome size and reports a Jaccard index overlap and odds ratio [66]. All contingency tables reported in **S5 Table.**

## Supporting information

S1 Fig Experimental overview and visualization of *UAS-Chromatag* expression in *fru P1* neurons across time points. (**A**) Sequential ChIP-seq was performed in *fru P1* neurons from both sexes, at three time points: 48 hours after pupal formation (APF), 1-day adults (heads), and 10–12 day adults (heads) as well as in *elav-Gal4* expressing neurons in 1-day adult heads of both sexes. (**B-G**”) Anterior facing confocal maximum projections show *UAS*-*Chromatag* with no Gal4 driver in brains and ventral facing projections of ventral nerve cords (VNC) in females and males. (**B-B”**) 48hr APF female brains and (**C-C”**) VNCs, (**D-D”**) 10–12 day adult female brains, (**E-E”**) 48hr APF male brains and (**F-F”**) VNCs, and (**G-G”**) 10–12 day adult males brains. (**H-Q”**) Confocal maximum projections show *fru P1-Gal4* driven expression of *Chromatag*, which results in production of a tagged H2B variant that can be biotinylated. The H2B variant is produced and detected at all time points and in both sexes, used in this study (also see **Fig 1**). (**H-N”**) Biotinylated H2B is detected by fluor-conjugated streptavidin (cyan) in (**H-H”**) 48hr APF female brains and (**I-I”**) ventral nerve cords (VNC)s, (**J-J”**) 1-day adult female brains, (**K-K”**) 10–12 day adult female brains, (**L-L”**) 48hr APF male brains and (**M-M”**) VNCs, and (**N-N”**) 1-day adult males brains. (**O-Q”**) Fru^M^ is detected by immunostaining (green), using an anti-Fru^M^ antibody and mCherry tagged-H2B is visualized by genetically encoded mCherry in male (**O-O”**) 48hr APF brains and (**P-P”**) VNCs, and (**Q-Q”**) 1-day adult brains. Labels on 48hr APF brain images correspond to VNC images to right. Three-dimensional confocal maximum projections from successive confocal slices are presented with the most anterior slice positioned first. Brain and VNC anatomical axes are presented on lower left of first brain and VNC image panels: D, *dorsal*; M, *medial*; A, *anterior*; P, *posterior*; V, *ventral*. Further information on brain and VNC position and structure has been previously described [90,106]. Scale bars = 50 μm.
(PDF) Click here for additional data file.

S2 Fig Locomotor activity and courtship behavior of males expressing *Chromatag* in *fru P1* neurons. (**A**) Numbers of viable progeny from each sex where *UAS-Chromatag* was crossed to *da-Gal4*, for four independent crosses. Cross number and progeny genotype are indicated along the bottom of graph. **(B)** Locomotor activity of males and females (n = 20–32 individuals per genotype). The average counts of beam crossing per individual, per day, is shown in boxplots, where upper and lower hinges correspond to the 25th and 75th percentiles (data collected using Drosophila Activity Monitors; Trikinetics). Activity data was analyzed by one-way ANOVA. Tukey HSD post-hoc tests were performed for each pairwise comparisons and significant differences are shown. **(C-I)** Male courtship toward a female (**C-F**), or male (**G-I**). The behavioral indices are the total time the male spends performing the courtship behavior/total video time, or the time until copulation occurs. (**C**) Male courtship index. (**E**) Wing extension index. (**E**) The number of copulation attempts toward the target female. (**F**) Percentage of males that successfully copulate with target females. (**G-I**) Male courtship toward *white Canton S* target male. (**G**) Male courtship index. (**H**) Wing extension index. (**I**) The number of copulation attempts toward the target male. (**C-I**) Horizontal bars show the mean (n = 12 males). Statistics performed for all pair-wise comparisons. Kruskal-Wallis ANOVA test with Dunn’s post-hoc correction used in tests with courtship and wing extension index data. One-way ANOVA with Tukey post-hoc analysis performed on copulation attempts data. Significance levels are indicated: p<0.05 *, p<0.01 **, p<0.001 ***, p<0.0001 ****.
(PDF) Click here for additional data file.

S3 Fig Spearman correlation of Chromatag-ChIP data sets. (**A**) The positional correlation of genome-wide ChIP-seq signals from all the data sets, comparing 10kb bins, using unsupervised hierarchical clustering is shown. The level of positive or negative correlation is indicated by color (see scale bar). The dendrogram on the left indicates which samples read positions are most similar to each other. Additional color coding by groups with positive correlation is presented. For each chromatin data set, the sex, H3 modification, time point and neuronal cell type is indicated. This analysis was performed using the pooled replicates for each data set (n = 3–4). Abbreviations for sex, stage, and H3 modifications are: Male (M), Female (F), 48hr APF (48P), 1-day adult (1A),10–12 day adult (10A), H3K27ac (27ac), H3K27me3 (27me3), H3K36me3 (36me3), H3K4me3 (4me3), and H3K9me3 (9me3).
(PDF) Click here for additional data file.

S4 Fig Genomic feature distribution of MACS2 consensus peaks. **(A-J)** Genomic feature distributions of MACS2 consensus peaks, those occurring in two or more biological replicates, for activating (H3K27ac, H3K36me3, H3K4me3; purple) and repressive (H3K27me3 and H3K9me3; black) H3 chromatin modifications. The histone modification is indicated on the left. Each panel includes data for *fru P1* (black) and *elav* neurons (gray) in males (left) and females (right). The X-axis shows the percent of each genomic feature defined in the legend (bottom). All MACS2 peaks in this analysis are listed in **S9 and S10 Data**. Abbreviations: 5’ untranslated region (5’ UTR) and 3’ untranslated region (3’ UTR).
(PDF) Click here for additional data file.

S5 Fig Overlap of genes containing MACS2 peaks and genes with bivalent promoters across time points in *fru P1* neurons. **(A-J)** Venn diagrams comparing genes that have at least one MACS2 peak for each chromatin modification, across time points and within sex. For each Venn diagram category, the number of genes and the proportion of the total genes (in parentheses) in each panel is shown. The histone modification is indicated on the left (activating in purple, repressive in black). The legend for each time point is on the top left and male and female data sets are indicated at the top. All MACS2 peaks were called on pooled biological replicates (n = 3–4) and identified as enriched relative to matched input controls. (**K**) Venn diagrams for genes with bivalent promoter regions (containing both H3K4me3 and H3K27me3) at each time point in *fru P1* neurons in males (left) and females (right). MACS2 peaks and genes from Venn diagram analyses are listed in **S1–S3 Data, S5–S7 Data** and **S2 Table**.
(PDF) Click here for additional data file.

S6 Fig GO for genes with modifications that persist across all three time points in *fru P1* neurons. (**A-B**) Gene Ontology (GO) enrichment analysis for genes with modifications that persist across all three time points in *fru P1* neurons in (**A**) males and (**B**) females (centers of Venn diagrams in **S5 Fig**). The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched terms for each list (non-redundant shown; Benjamini-Hochberg, p<0.05). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). The GO information is in **S3 Table** and gene lists are in **S2 Table**.
(PDF) Click here for additional data file.

S7 Fig TRAP sequencing read coverage of *fruitless* in 48hr APF and 10–12 day data sets and analysis of sex-biased TRAP genes. **(A)** Average read coverage in 48hr APF TRAP and (**B**) 10–12 day adult TRAP for males (blue) and females (red) across the *fruitless* locus. The 5’ end of *fruitless* is located on the right and transcription runs in the direction of the arrows on the gene structure (right to left). **(C)** Sex-biased TRAP genes were identified by comparing expression between the male and female TRAP samples. For a gene to be considered sex-biased in the TRAP comparison, at least one exon needed to be more highly expressed in the TRAP sample of one sex (FDR<0.2). Comparison of male-biased TRAP genes (teal) and female-biased TRAP genes (purple) for all time points examined. For each Venn diagram category, the number of genes and the proportion of the total genes (in parentheses) in each panel is shown. (**D-E**) Venn diagrams comparing sex-biased TRAP genes across time points within each sex. (**F**) Upset intersection plot of sex-biased TRAP genes from 48hr APF (blue), 1-day adult (red) [42] and 10–12 day adult (green) time points [71]. n = 4–5 biological replicates per condition. (**G**) Gene Ontology (GO) enrichment analysis for sex-biased TRAP genes. The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched terms for each list (non-redundant shown; Benjamini-Hochberg, p<0.05). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). The GO information is in **S3 Table** and gene lists are in **S9 and S10 Tables**.
(PDF) Click here for additional data file.

S8 Fig Hierarchical clustering of histone modification distributions for elav TRAP-enriched genes. For detailed description of heatmaps see **Fig 3**. Heatmaps for *elav* chromatin data from 1-day adults based on *elav* TRAP data enrichments [41]. **(A-B)** Heatmap for genes that are TRAP-enriched in 1-day adult *elav* neurons. **(C-D)** Heatmap for genes enriched in total mRNA. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression, indicated on the left (TRAP-enrichment), was calculated. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data. Average fold-enrichment in gene expression and average expression in fragments per kilobase per million (FPKM) was calculated per cluster. The average was from expression data for genes that were significantly enriched in *elav* neurons (TRAP) from both sexes, or whole head tissue (total mRNA), averaged over both sexes (FDR<0.2; [41]). Gene lists for each cluster are provided in **S4 Table**.
(PDF) Click here for additional data file.

S9 Fig Hierarchical clustering of histone modification distributions for total mRNA-enriched genes. Hierarchal clustering reveals shared combinations of histone modifications for total mRNA-enriched genes relative to TRAP, generated using deepTools. For detailed description of heatmaps see **Fig 3**. Heatmaps for *fru P1* chromatin data from 48hr APF **(A-B)**, 1-day adults **(C-D)**, and 10–12 day adults **(E-F)**. Gene lists for each cluster are provided in **S4 Table**. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression is indicated on the left (total mRNA-enrichment), calculated at the exon level. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data, calculated at the exon level. The 48hr APF and 10–12 day adult gene expression levels are provided as reads per million (RPM). The 1-day adult time point gene expression levels are provided as reads per kilobase per million (RPKM) [42]. For TRAP and total mRNA expression data see **S6–S8 Tables**.
(PDF) Click here for additional data file.

S10 Fig Hierarchical clustering of histone modification distributions for TRAP-detected genes. Hierarchal clustering reveals shared combinations of histone modifications for genes detected in expression data sets, generated using deepTools. For detailed description of heatmaps see **Fig 3**. Heatmaps for *fru P1* chromatin data from 48hr APF **(A-B)**, 1-day adults **(C-D)**, and 10–12 day adults **(E-F)**. A gene was considered detected in our 48hr APF or 10–12 day adult TRAP libraries if one or more exons were detected based on our initial filtering criteria (see Materials and Methods). Genes detected in 1-day adult TRAP were those identified in [42]. Gene lists for each cluster are provided in **S4 Table**.
(PDF) Click here for additional data file.

S11 Fig Super-enhancers identified based on H3K27ac peaks in *fru P1*- and *elav* neuron chromatin data sets for autosomes. **(A)** Venn diagrams showing the overlap between *fru P1* SE-containing genes identified on autosomes across time points for males (left) and females (right). **(B)** Percentages of SE-containing genes for each stage and neuron type (*fru P1* or *elav*) that are male-specific, female-specific or occur in both sexes.
(PDF) Click here for additional data file.

S1 Table Replicate correlation, sequencing coverage and genes with bivalent promoters. Excel data table with 4 sheets containing the correlations of all ChIP-seq replicates, sequencing coverage, and lists of genes with bivalent promoters.
(XLSX) Click here for additional data file.

S2 Table Genes represented in Venn diagrams showing overlap of genes containing MACS2 peaks across time points in *fru P1* and *elav* neurons. Excel data table with 21 sheets containing Venn diagram gene matrices for Figs 2 and S5.
(XLSX) Click here for additional data file.

S3 Table All Gene Ontology (GO) results. Excel data table containing 44 sheets with all GO enrichment results.
(XLSX) Click here for additional data file.

S4 Table All heatmap cluster gene matrices. Excel data table with 5 sheets containing gene matrices for all heatmaps in Figs 3, 5, S8, S9 and S10.
(XLSX) Click here for additional data file.

S5 Table All gene list overlap testing. Excel data table with 7 sheets containing all overlap testing results from analyses performed using the GeneOverlap package in R.
(XLSX) Click here for additional data file.

S6 Table Differentially expressed exons and genes between 48hr APF *fru P1* TRAP and total mRNA. Excel data table with 16 sheets containing the replicate correlations, and all EdgeR outputs for all exon level differential expression testing between sex-specific 48hr APF *fru P1* TRAP and total mRNA.
(XLSB) Click here for additional data file.

S7 Table Differentially expressed exons and genes between 10–12 day adult *fru P1* TRAP and total mRNA. Excel data table with 16 sheets containing the replicate correlations, and all EdgeR outputs for all exon level differential expression testing between sex-specific 10–12 day adult *fru P1* TRAP and total mRNA.
(XLSB) Click here for additional data file.

S8 Table Differentially expressed exons genes with higher expression in total mRNA. Excel data table with 8 sheets containing all EdgeR outputs for all exon level differential expression testing between sex-specific 48hr APF and 10–12 day adult ***fru P1*** TRAP and total mRNA.
(XLSX) Click here for additional data file.

S9 Table Differentially expressed exons and genes between 48hr APF male and female *fru P1* TRAP and total mRNA. Excel data table with 14 sheets containing all EdgeR outputs for all exon level differential expression testing between 48hr APF male and female *fru P1* TRAP and total mRNA.
(XLSB) Click here for additional data file.

S10 Table Differentially expressed exons and genes between 10–12 day adult male and female *fru P1* TRAP and total mRNA. Excel data table with 14 sheets containing all EdgeR outputs for all exon level differential expression testing between 10–12 day adult male and female *fru P1* TRAP and total mRNA.
(XLSX) Click here for additional data file.

S11 Table Enhancers and super-enhancers with gene annotations and expression information. Excel data table with 21 sheets containing all enhancer and super enhancer data.
(XLSX) Click here for additional data file.

S12 Table Complete genotypes of *Drosophila* strains used in this study. Excel data table of all *Drosophila* strains used in this study.
(XLSX) Click here for additional data file.

S1 Data 48hr APF male MACS2 peak data for all modifications in *fru P1* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *fru P1* neurons in males at 48hr APF.
(XLSB) Click here for additional data file.

S2 Data 1-day adult male MACS2 peak data for all modifications in *fru P1* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *fru P1* neurons in males in 1-day adults.
(XLSB) Click here for additional data file.

S3 Data 10–12 day adult male MACS2 peak data for all modifications in *fru P1* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *fru P1* neurons in males in 10–12 day adults.
(XLSB) Click here for additional data file.

S4 Data 1-day adult male MACS2 peak data for all modifications in *elav* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *elav* neurons in males in 1-day adults.
(XLSB) Click here for additional data file.

S5 Data 48hr APF female MACS2 peak data for all modifications in *fru P1* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *fru P1* neurons in females at 48hr APF.
(XLSB) Click here for additional data file.

S6 Data 1-day adult female MACS2 peak data for all modifications in *fru P1* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *fru P1* neurons in females in 1-day adults.
(XLSB) Click here for additional data file.

S7 Data 10–12 day adult female MACS2 peak data for all modifications in *fru P1* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *fru P1* neurons in females in 10–12 day adults.
(XLSB) Click here for additional data file.

S8 Data 1-day adult female MACS2 peak data for all modifications in *elav* neurons. Annotated MACS2 peaks for all pooled biological replicates for all modifications in *elav* neurons in females in 1-day adults.
(XLSB) Click here for additional data file.

S9 Data Annotated consensus MACS2 peaks for all modifications in male *fru P1* neurons. Annotated consensus peaks obtained from Diffbind across biological replicates for all modifications in male *fru P1* neurons.
(XLSB) Click here for additional data file.

S10 Data Annotated consensus MACS2 peaks for all modifications in female *fru P1* neurons. Annotated consensus peaks obtained from Diffbind across biological replicates for all modifications in female *fru P1* neurons.
(XLSB) Click here for additional data file.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S1 Fig — (A) Sequential ChIP-seq was performed in fru P1 neurons from both sexes, at three time points: 48 hours after pupal formation (APF), 1-day adults (heads), and 10–12 day adults (heads) as well as in elav-Gal4 expressing neurons in 1-day adult heads of both sexes. (B-G”) Anterior facing confocal maximum projections show UAS-Chromatag with no Gal4 driver in brains and ventral facing projections of ventral nerve cords (VNC) in females and males. (B-B”) 48hr APF female brains and (C-C”) VNCs, (D-D”) 10–12 day adult female brains, (E-E”) 48hr APF male brains and (F-F”) VNCs, and (G-G”) 10–12 day adult males brains. (H-Q”) Confocal maximum projections show fru P1-Gal4 driven expression of Chromatag, which results in production of a tagged H2B variant that can be biotinylated. The H2B variant is produced and detected at all time points and in both sexes, used in this study (also see Fig 1). (H-N”) Biotinylated H2B is detected by fluor-conjugated streptavidin (cyan) in (H-H”) 48hr APF female brains and (I-I”) ventral nerve cords (VNC)s, (J-J”) 1-day adult female brains, (K-K”) 10–12 day adult female brains, (L-L”) 48hr APF male brains and (M-M”) VNCs, and (N-N”) 1-day adult males brains. (O-Q”) FruM is detected by immunostaining (green), using an anti-FruM antibody and mCherry tagged-H2B is visualized by genetically encoded mCherry in male (O-O”) 48hr APF brains and (P-P”) VNCs, and (Q-Q”) 1-day adult brains. Labels on 48hr APF brain images correspond to VNC images to right. Three-dimensional confocal maximum projections from successive confocal slices are presented with the most anterior slice positioned first. Brain and VNC anatomical axes are presented on lower left of first brain and VNC image panels: D, dorsal; M, medial; A, anterior; P, posterior; V, ventral. Further information on brain and VNC position and structure has been previously described [90,106]. Scale bars = 50 μm.

A

| Neuron Type   | Time-points profiled                   |
|---------------|----------------------------------------|
| <i>fru P1</i> | 48hr APF, 1-day adult, 10-12 day adult |
| <i>elav</i>   | 1-day adult                            |

B-G

**Chromatag (control without Gal4 driver)**

Female

48hr APF

10-12 day adult

48hr APF

10-12 day adult

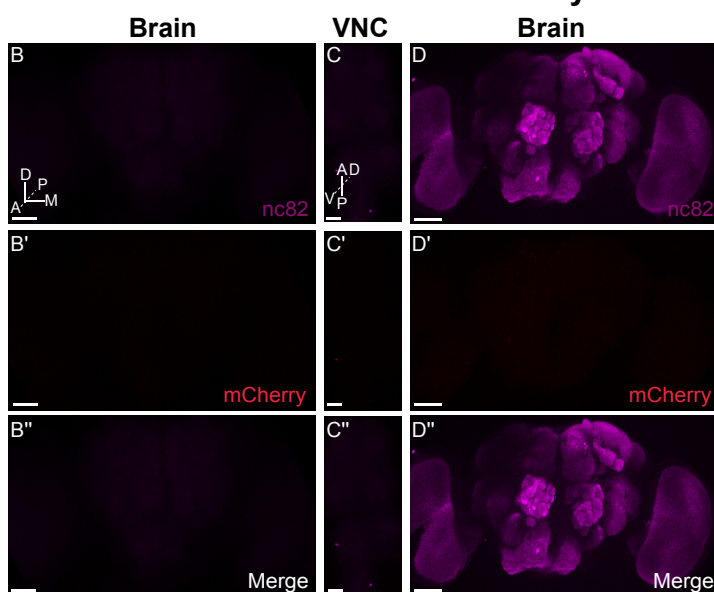

Male

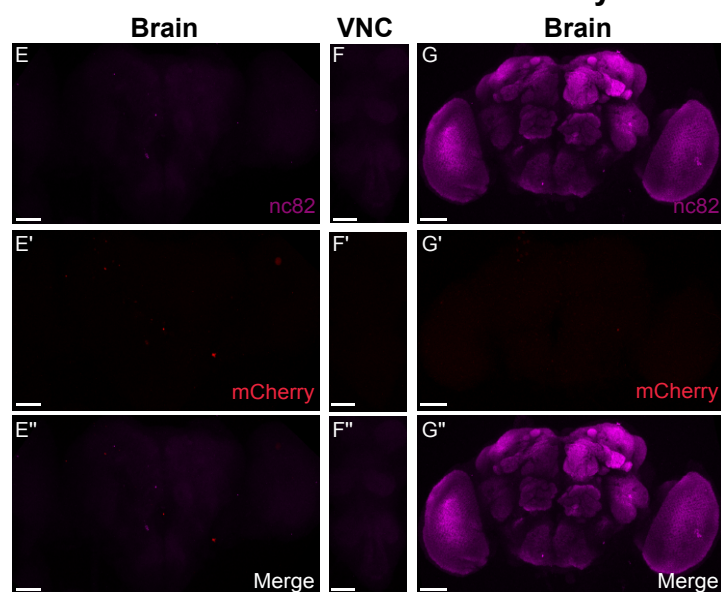

H-Q

***fru P1-Gal4*>Chromatag**

Female

48hr APF

1-day adult

10-12 day adult

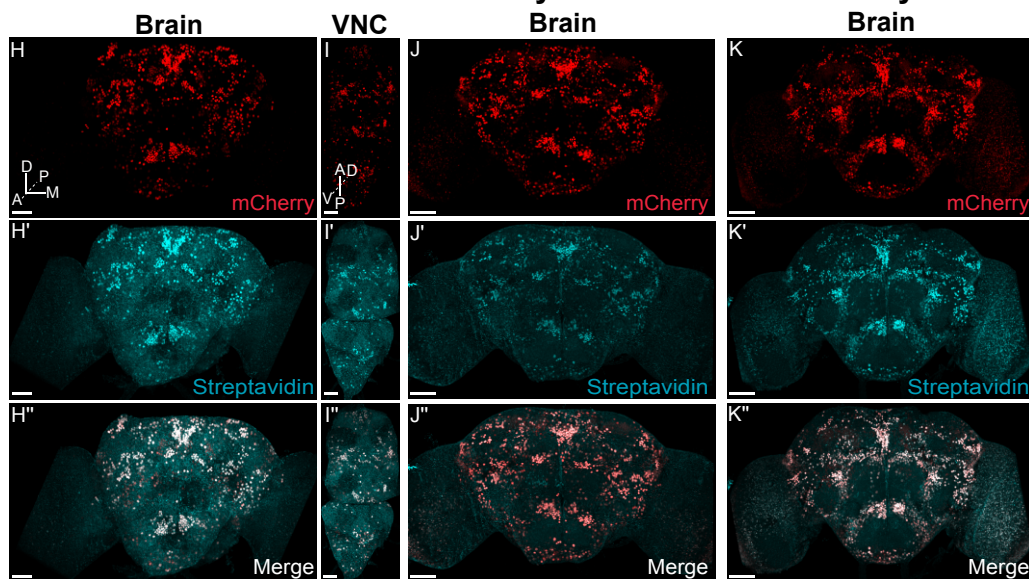

Male

48hr APF

1-day adult

48hr APF

1-day adult

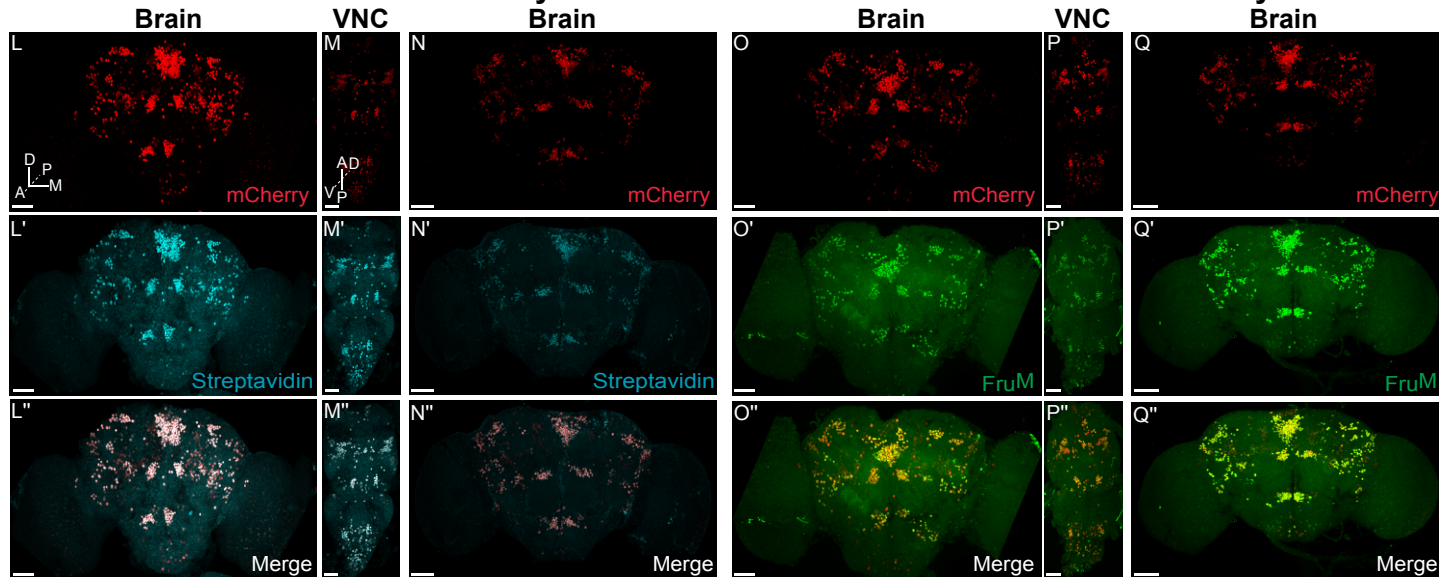

**S1 Fig. Experimental overview and visualization of *UAS-Chromatag* expression in *fru P1* neurons across time points.** (A) Sequential ChIP-seq was performed in *fru P1* neurons from both sexes, at three time points: 48 hours after pupal formation (APF), 1-day adults (heads), and 10-12 day adults (heads) as well as in *elav-Gal4* expressing neurons in 1-day adult heads of both sexes. (B-G”) Anterior facing confocal maximum projections show *UAS-Chromatag* with no Gal4 driver in brains and ventral facing projections of ventral nerve cords (VNC) in females and males. (B-B”) 48hr APF female brains and (C-C”) VNCs, (D-D”) 10-12 day adult female brains, (E-E”) 48hr APF male brains and (F-F”) VNCs, and (G-G”) 10-12 day adult males brains. (H-Q”) Confocal maximum projections show *fru P1-Gal4* driven expression of *Chromatag*, which results in production of a tagged H2B variant that can be biotinylated. The H2B variant is produced and detected at all time points and in both sexes, used in this study (also see Fig 1). (H-N”) Biotinylated H2B is detected by fluor-conjugated streptavidin (cyan) in (H-H”) 48hr APF female brains and (I-I”) ventral nerve cords (VNC)s, (J-J”) 1-day adult female brains, (K-K”) 10-12 day adult female brains, (L-L”) 48hr APF male brains and (M-M”) VNCs, and (N-N”) 1-day adult males brains. (O-Q”) Fru<sup>M</sup> is detected by immunostaining (green), using an anti-Fru<sup>M</sup> antibody and mCherry tagged-H2B is visualized by genetically encoded mCherry in male (O-O”) 48hr APF brains and (P-P”) VNCs, and (Q-Q”) 1-day adult brains. Labels on 48hr APF brain images correspond to VNC images to right. Three-dimensional confocal maximum projections from successive confocal slices are presented with the most anterior slice positioned first. Brain and VNC anatomical axes are presented on lower left of first brain and VNC image panels: D, *dorsal*; M, *medial*; A, *anterior*; P, *posterior*; V, *ventral*. Further information on brain and VNC position and structure has been previously described [90,106]. Scale bars = 50 µm.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S2 Fig — (A) Numbers of viable progeny from each sex where UAS-Chromatag was crossed to da-Gal4, for four independent crosses. Cross number and progeny genotype are indicated along the bottom of graph. (B) Locomotor activity of males and females (n = 20–32 individuals per genotype). The average counts of beam crossing per individual, per day, is shown in boxplots, where upper and lower hinges correspond to the 25th and 75th percentiles (data collected using Drosophila Activity Monitors; Trikinetics). Activity data was analyzed by one-way ANOVA. Tukey HSD post-hoc tests were performed for each pairwise comparisons and significant differences are shown. (C-I) Male courtship toward a female (C-F), or male (G-I). The behavioral indices are the total time the male spends performing the courtship behavior/total video time, or the time until copulation occurs. (C) Male courtship index. (E) Wing extension index. (E) The number of copulation attempts toward the target female. (F) Percentage of males that successfully copulate with target females. (G-I) Male courtship toward white Canton S target male. (G) Male courtship index. (H) Wing extension index. (I) The number of copulation attempts toward the target male. (C-I) Horizontal bars show the mean (n = 12 males). Statistics performed for all pair-wise comparisons. Kruskal-Wallis ANOVA test with Dunn’s post-hoc correction used in tests with courtship and wing extension index data. One-way ANOVA with Tukey post-hoc analysis performed on copulation attempts data. Significance levels are indicated: p<0.05 *, p<0.01 **, p<0.001 ***, p<0.0001 ****.

**A**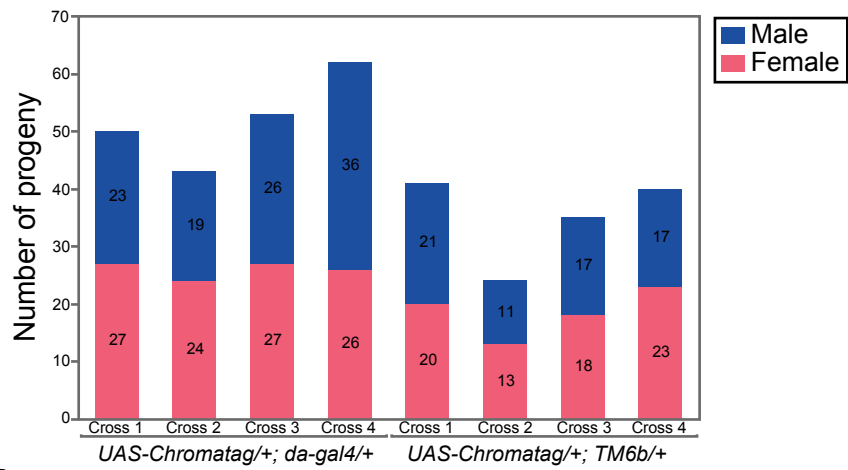**B**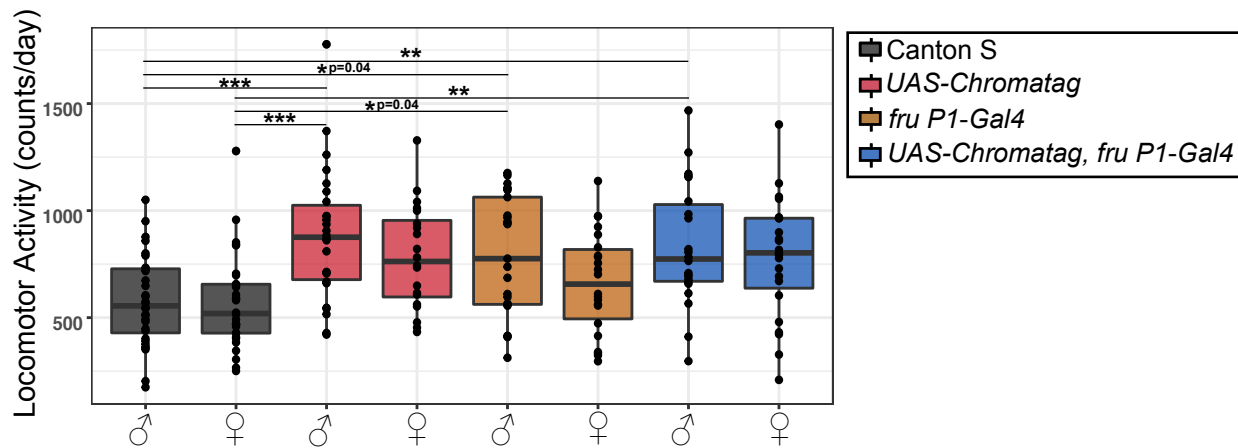**C**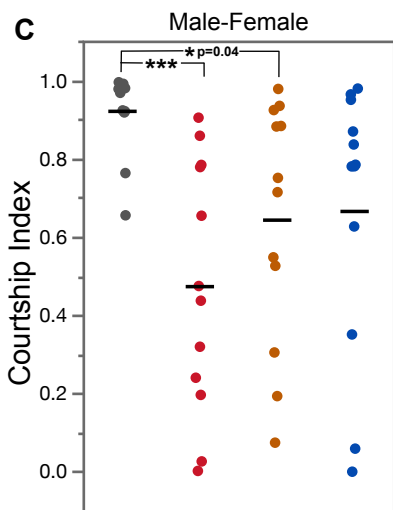**D**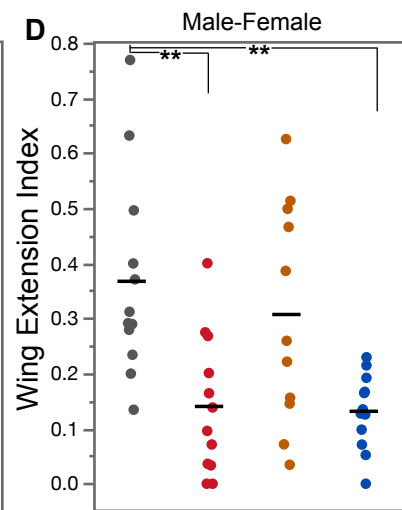**E**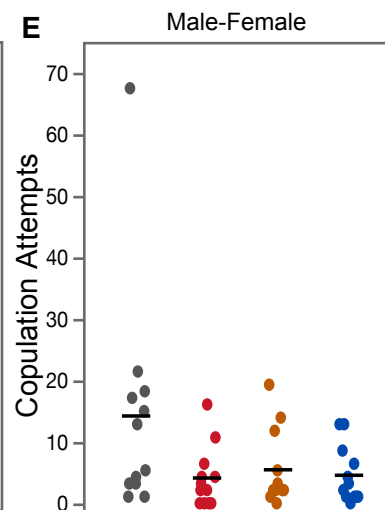**F**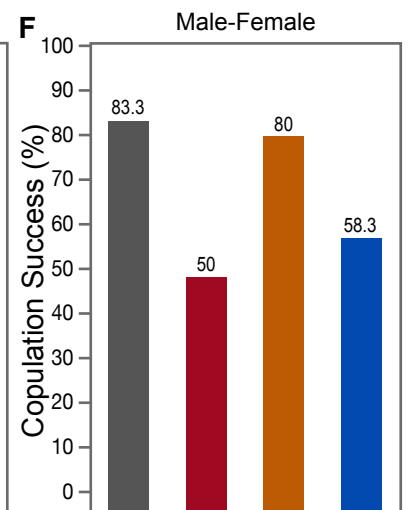**G**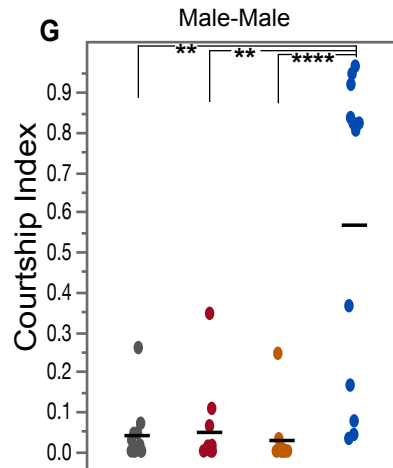**H**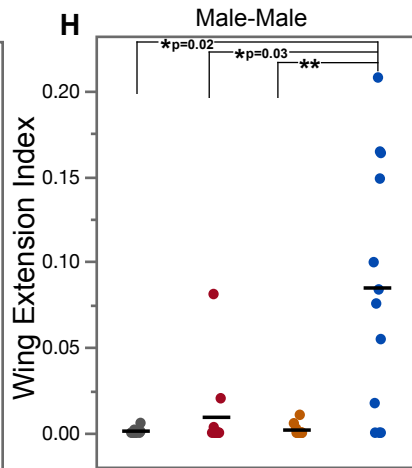**I**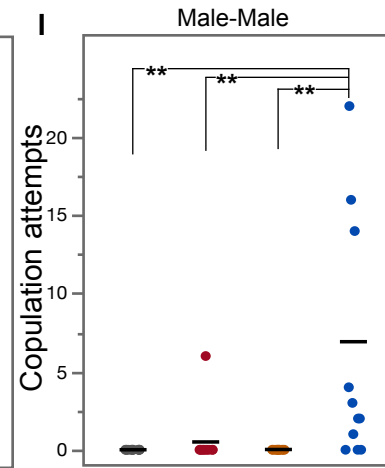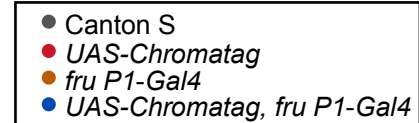

**S2 Fig. Locomotor activity and courtship behavior of males expressing *Chromatag* in *fru P1* neurons.** (A) Numbers of viable progeny from each sex where *UAS-Chromatag* was crossed to *da-Gal4*, for four independent crosses. Cross number and progeny genotype are indicated along the bottom of graph. (B) Locomotor activity of males and females (n=20-32 individuals per genotype). The average counts of beam crossing per individual, per day, is shown in boxplots, where upper and lower hinges correspond to the 25th and 75th percentiles (data collected using *Drosophila* Activity Monitors; Trikinetics). Activity data was analyzed by one-way ANOVA. Tukey HSD post-hoc tests were performed for each pairwise comparisons and significant differences are shown. (C-I) Male courtship toward a female (C-F), or male (G-I). The behavioral indices are the total time the male spends performing the courtship behavior/total video time, or the time until copulation occurs. (C) Male courtship index. (E) Wing extension index. (E) The number of copulation attempts toward the target female. (F) Percentage of males that successfully copulate with target females. (G-I) Male courtship toward *white Canton S* target male. (G) Male courtship index. (H) Wing extension index. (I) The number of copulation attempts toward the target male. (C-I) Horizontal bars show the mean (n=12 males). Statistics performed for all pair-wise comparisons. Kruskal-Wallis ANOVA test with Dunn's post-hoc correction used in tests with courtship and wing extension index data. One-way ANOVA with Tukey post-hoc analysis performed on copulation attempts data. Significance levels are indicated: p<0.05 \*, p<0.01 \*\*, p<0.001 \*\*\*, p<0.0001 \*\*\*\*.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S3 Fig — (A) The positional correlation of genome-wide ChIP-seq signals from all the data sets, comparing 10kb bins, using unsupervised hierarchical clustering is shown. The level of positive or negative correlation is indicated by color (see scale bar). The dendrogram on the left indicates which samples read positions are most similar to each other. Additional color coding by groups with positive correlation is presented. For each chromatin data set, the sex, H3 modification, time point and neuronal cell type is indicated. This analysis was performed using the pooled replicates for each data set (n = 3–4). Abbreviations for sex, stage, and H3 modifications are: Male (M), Female (F), 48hr APF (48P), 1-day adult (1A),10–12 day adult (10A), H3K27ac (27ac), H3K27me3 (27me3), H3K36me3 (36me3), H3K4me3 (4me3), and H3K9me3 (9me3).

A

Spearman correlation

Sex  
H3 modification  
Stage  
Neurons

|       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |         |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |      |       |       |       |       |       |       |      |
|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|---------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|------|-------|-------|-------|-------|-------|-------|------|
| -0.09 | -0.04 | -0.12 | -0.06 | -0.08 | -0.00 | 0.05  | -0.22 | -0.22 | -0.09 | -0.20 | -0.12 | 0.01  | 0.14  | 0.08  | 0.10  | -0.03   | 0.05  | -0.01 | 0.05  | 0.17  | 0.34  | 0.36  | 0.38  | 0.39  | 0.50  | 0.27  | 0.24  | 0.41  | 0.46  | 0.33  | 0.31  | 0.26  | 0.14 | 0.24  | 0.21  | 0.26  | 0.23  | 0.35  | 1.00  |      |
| -0.06 | -0.05 | -0.06 | -0.04 | -0.09 | 0.01  | -0.13 | -0.19 | -0.24 | -0.11 | -0.16 | -0.12 | 0.04  | 0.22  | 0.10  | 0.18  | 0.01    | 0.12  | 0.12  | 0.12  | 0.21  | 0.44  | 0.46  | 0.43  | 0.55  | 0.48  | 0.40  | 0.33  | 0.48  | 0.45  | 0.38  | 0.40  | 0.34  | 0.22 | 0.31  | 0.30  | 0.37  | 0.48  | 1.00  | 0.35  |      |
| -0.06 | -0.02 | -0.13 | -0.12 | -0.16 | 0.01  | -0.00 | -0.21 | -0.22 | 0.05  | -0.05 | -0.15 | 0.25  | 0.43  | 0.34  | 0.19  | 0.11    | 0.27  | 0.22  | -0.06 | 0.02  | 0.30  | 0.33  | 0.30  | 0.50  | 0.41  | 0.44  | 0.38  | 0.22  | 0.19  | 0.19  | 0.15  | 0.09  | 0.20 | 0.32  | 0.34  | 0.40  | 1.00  | 0.48  | 0.23  |      |
| -0.28 | -0.33 | -0.40 | -0.35 | -0.41 | -0.23 | -0.30 | -0.08 | -0.34 | 0.06  | -0.10 | 0.18  | 0.35  | 0.44  | 0.40  | 0.37  | 0.27    | 0.43  | 0.45  | -0.05 | 0.06  | 0.46  | 0.46  | 0.45  | 0.58  | 0.55  | 0.28  | 0.38  | 0.31  | 0.32  | 0.36  | 0.31  | 0.26  | 0.65 | 0.76  | 0.84  | 1.00  | 0.40  | 0.37  | 0.26  |      |
| -0.30 | -0.40 | -0.43 | -0.41 | -0.46 | -0.17 | -0.24 | 0.02  | -0.23 | 0.13  | -0.02 | 0.32  | 0.44  | 0.34  | 0.33  | 0.40  | 0.31    | 0.46  | 0.47  | -0.02 | 0.12  | 0.50  | 0.46  | 0.47  | 0.57  | 0.59  | 0.26  | 0.44  | 0.22  | 0.24  | 0.42  | 0.30  | 0.28  | 0.76 | 0.72  | 1.00  | 0.84  | 0.34  | 0.30  | 0.21  |      |
| -0.23 | -0.28 | -0.32 | -0.31 | -0.33 | -0.16 | -0.19 | 0.12  | -0.14 | 0.04  | 0.01  | 0.22  | 0.34  | 0.32  | 0.31  | 0.32  | 0.23    | 0.36  | 0.39  | -0.01 | 0.10  | 0.39  | 0.38  | 0.38  | 0.48  | 0.48  | 0.24  | 0.37  | 0.26  | 0.26  | 0.33  | 0.28  | 0.25  | 0.74 | 1.00  | 0.72  | 0.76  | 0.32  | 0.31  | 0.24  |      |
| -0.23 | -0.33 | -0.26 | -0.32 | -0.34 | -0.03 | -0.10 | 0.31  | 0.06  | 0.04  | 0.07  | 0.44  | 0.40  | 0.11  | 0.13  | 0.36  | 0.25    | 0.35  | 0.39  | 0.13  | 0.28  | 0.47  | 0.42  | 0.44  | 0.47  | 0.50  | 0.26  | 0.49  | 0.20  | 0.21  | 0.45  | 0.35  | 0.36  | 1.00 | 0.74  | 0.76  | 0.65  | 0.20  | 0.22  | 0.14  |      |
| -0.13 | -0.24 | -0.04 | -0.07 | -0.12 | -0.17 | -0.14 | 0.01  | -0.08 | -0.27 | -0.21 | 0.16  | -0.09 | -0.27 | -0.37 | 0.31  | -0.05   | 0.07  | 0.10  | 0.53  | 0.74  | 0.67  | 0.73  | 0.74  | 0.55  | 0.57  | 0.55  | 0.57  | 0.71  | 0.70  | 0.79  | 0.86  | 1.00  | 0.36 | 0.25  | 0.28  | 0.26  | 0.09  | 0.34  | 0.26  |      |
| -0.10 | -0.23 | -0.06 | -0.05 | -0.17 | 0.20  | -0.16 | -0.05 | -0.14 | -0.30 | -0.26 | 0.11  | -0.08 | -0.21 | -0.32 | 0.24  | -0.02   | 0.07  | 0.08  | 0.44  | 0.64  | 0.73  | 0.77  | 0.78  | 0.62  | 0.61  | 0.60  | 0.60  | 0.77  | 0.76  | 0.76  | 1.00  | 0.86  | 0.35 | 0.28  | 0.30  | 0.31  | 0.15  | 0.40  | 0.31  |      |
| -0.17 | -0.25 | -0.16 | -0.14 | -0.19 | 0.09  | -0.18 | -0.07 | -0.11 | -0.26 | -0.26 | 0.10  | -0.03 | -0.06 | -0.17 | 0.40  | 0.02    | 0.12  | 0.13  | 0.43  | 0.63  | 0.79  | 0.81  | 0.83  | 0.71  | 0.72  | 0.58  | 0.63  | 0.70  | 0.71  | 1.00  | 0.76  | 0.79  | 0.76 | 0.45  | 0.33  | 0.42  | 0.36  | 0.19  | 0.38  | 0.33 |
| -0.14 | -0.16 | -0.12 | 0.02  | -0.03 | 0.01  | -0.28 | -0.28 | -0.36 | -0.40 | -0.44 | -0.16 | -0.20 | -0.02 | -0.21 | 0.14  | -0.19   | -0.11 | -0.08 | 0.28  | 0.44  | 0.71  | 0.81  | 0.82  | 0.70  | 0.64  | 0.58  | 0.47  | 0.93  | 1.00  | 0.71  | 0.76  | 0.70  | 0.21 | 0.26  | 0.24  | 0.32  | 0.19  | 0.45  | 0.46  |      |
| -0.13 | -0.14 | -0.10 | 0.04  | -0.02 | 0.03  | -0.28 | -0.27 | -0.33 | -0.40 | -0.40 | -0.19 | -0.21 | -0.02 | -0.21 | 0.14  | -0.20   | -0.11 | -0.08 | 0.30  | 0.46  | 0.72  | 0.83  | 0.80  | 0.71  | 0.62  | 0.63  | 0.48  | 1.00  | 0.93  | 0.70  | 0.77  | 0.71  | 0.20 | 0.26  | 0.22  | 0.31  | 0.22  | 0.48  | 0.41  |      |
| -0.12 | -0.18 | -0.09 | -0.12 | -0.16 | 0.25  | 0.12  | 0.07  | 0.06  | -0.06 | -0.05 | 0.20  | 0.29  | -0.00 | -0.04 | 0.28  | 0.10    | 0.31  | 0.28  | 0.27  | 0.49  | 0.63  | 0.68  | 0.69  | 0.62  | 0.65  | 0.73  | 1.00  | 0.48  | 0.47  | 0.63  | 0.60  | 0.57  | 0.49 | 0.37  | 0.44  | 0.38  | 0.38  | 0.33  | 0.24  |      |
| 0.04  | 0.03  | 0.07  | 0.14  | 0.07  | 0.31  | 0.10  | -0.04 | -0.00 | -0.18 | -0.19 | 0.03  | 0.20  | -0.05 | -0.18 | 0.08  | -0.15   | 0.01  | -0.06 | 0.30  | 0.45  | 0.60  | 0.70  | 0.65  | 0.61  | 0.56  | 1.00  | 0.73  | 0.63  | 0.58  | 0.58  | 0.60  | 0.55  | 0.26 | 0.24  | 0.26  | 0.28  | 0.44  | 0.40  | 0.27  |      |
| -0.27 | -0.29 | -0.32 | -0.28 | -0.34 | -0.06 | -0.15 | -0.22 | -0.34 | -0.15 | -0.26 | -0.00 | 0.09  | 0.24  | 0.15  | 0.37  | 0.13    | 0.33  | 0.30  | 0.15  | 0.36  | 0.77  | 0.80  | 0.82  | 0.83  | 1.00  | 0.56  | 0.65  | 0.62  | 0.64  | 0.72  | 0.61  | 0.57  | 0.50 | 0.48  | 0.59  | 0.55  | 0.41  | 0.48  | 0.50  |      |
| -0.27 | -0.30 | -0.33 | -0.25 | -0.31 | -0.12 | -0.12 | -0.29 | -0.45 | -0.23 | -0.32 | -0.12 | 0.02  | 0.33  | 0.17  | 0.36  | 0.09    | 0.25  | 0.27  | 0.13  | 0.30  | 0.81  | 0.87  | 0.85  | 1.00  | 0.83  | 0.61  | 0.62  | 0.71  | 0.70  | 0.71  | 0.62  | 0.55  | 0.47 | 0.49  | 0.57  | 0.58  | 0.50  | 0.55  | 0.39  |      |
| -0.26 | -0.31 | -0.24 | -0.19 | -0.24 | -0.02 | -0.27 | -0.22 | -0.35 | -0.31 | -0.36 | -0.04 | -0.06 | 0.09  | -0.09 | 0.33  | 0.02    | 0.18  | 0.20  | 0.27  | 0.48  | 0.85  | 0.94  | 1.00  | 0.85  | 0.82  | 0.65  | 0.69  | 0.80  | 0.82  | 0.83  | 0.78  | 0.74  | 0.44 | 0.38  | 0.47  | 0.45  | 0.30  | 0.43  | 0.38  |      |
| -0.24 | -0.29 | -0.23 | -0.16 | -0.23 | -0.02 | -0.28 | -0.23 | -0.35 | -0.31 | -0.34 | -0.06 | -0.06 | 0.11  | -0.04 | 0.32  | 0.00    | 0.17  | 0.19  | 0.26  | 0.46  | 0.85  | 1.00  | 0.94  | 0.87  | 0.80  | 0.70  | 0.68  | 0.83  | 0.81  | 0.81  | 0.77  | 0.73  | 0.42 | 0.38  | 0.46  | 0.46  | 0.33  | 0.46  | 0.36  |      |
| -0.15 | -0.28 | -0.23 | -0.17 | -0.30 | 0.08  | -0.24 | -0.14 | -0.28 | -0.31 | 0.03  | 0.01  | 0.09  | -0.03 | 0.34  | 0.12  | 0.17    | 0.19  | 0.27  | 0.46  | 1.00  | 0.85  | 0.85  | 0.81  | 0.77  | 0.60  | 0.63  | 0.72  | 0.71  | 0.79  | 0.73  | 0.67  | 0.47  | 0.39 | 0.50  | 0.46  | 0.30  | 0.44  | 0.34  |       |      |
| 0.09  | -0.03 | 0.19  | 0.11  | 0.07  | 0.39  | 0.14  | 0.24  | 0.23  | -0.17 | -0.07 | 0.31  | 0.04  | -0.41 | -0.45 | 0.24  | -0.06   | -0.02 | -0.02 | 0.61  | 1.00  | 0.46  | 0.46  | 0.48  | 0.30  | 0.36  | 0.45  | 0.49  | 0.46  | 0.44  | 0.63  | 0.64  | 0.74  | 0.28 | 0.10  | 0.12  | 0.06  | 0.02  | 0.21  | 0.17  |      |
| 0.42  | 0.34  | 0.49  | 0.46  | 0.43  | 0.39  | 0.14  | 0.40  | 0.25  | -0.24 | -0.15 | 0.37  | 0.01  | -0.44 | -0.51 | 0.07  | -0.19   | -0.28 | -0.26 | 1.00  | 0.61  | 0.27  | 0.26  | 0.27  | 0.13  | 0.15  | 0.30  | 0.27  | 0.30  | 0.28  | 0.43  | 0.44  | 0.53  | 0.13 | -0.01 | -0.02 | -0.05 | -0.06 | 0.12  | 0.05  |      |
| -0.53 | -0.57 | -0.59 | -0.71 | -0.71 | -0.35 | -0.25 | -0.20 | -0.29 | 0.26  | 0.23  | -0.01 | 0.04  | 0.56  | 0.68  | 0.61  | 0.65    | 0.92  | 1.00  | -0.76 | -0.02 | 0.19  | 0.19  | 0.20  | 0.27  | 0.30  | -0.06 | 0.28  | -0.08 | -0.08 | 0.13  | 0.08  | 0.10  | 0.39 | 0.39  | 0.47  | 0.45  | 0.22  | 0.12  | -0.01 |      |
| -0.50 | -0.55 | -0.56 | -0.69 | -0.70 | -0.28 | -0.14 | -0.21 | -0.25 | 0.30  | 0.22  | 0.01  | 0.11  | 0.55  | 0.67  | 0.57  | 0.65    | 1.00  | 0.92  | -0.28 | -0.02 | 0.17  | 0.17  | 0.18  | 0.25  | 0.33  | 0.01  | 0.31  | -0.11 | -0.13 | 0.12  | 0.07  | 0.07  | 0.35 | 0.36  | 0.46  | 0.43  | 0.27  | 0.12  | 0.05  |      |
| -0.23 | -0.37 | -0.38 | -0.47 | -0.47 | -0.10 | -0.12 | -0.08 | -0.14 | 0.27  | 0.23  | 0.06  | 0.08  | 0.41  | 0.52  | 0.46  | 1.00    | 0.65  | 0.65  | -0.19 | -0.06 | 0.12  | 0.00  | 0.02  | 0.09  | 0.13  | -0.15 | 0.10  | -0.20 | -0.19 | 0.02  | -0.02 | -0.05 | 0.25 | 0.23  | 0.31  | 0.27  | 0.13  | 0.01  | -0.03 |      |
| -0.33 | -0.42 | -0.41 | -0.47 | -0.48 | -0.18 | -0.25 | -0.15 | -0.28 | 0.05  | 0.03  | -0.01 | -0.02 | 0.39  | 0.41  | 1.00  | 0.46    | 0.57  | 0.61  | 0.07  | 0.24  | 0.34  | 0.32  | 0.33  | 0.36  | 0.37  | 0.08  | 0.28  | 0.14  | 0.14  | 0.40  | 0.24  | 0.31  | 0.36 | 0.32  | 0.40  | 0.37  | 0.19  | 0.18  | 0.10  |      |
| -0.36 | -0.28 | -0.55 | -0.50 | -0.49 | -0.48 | -0.26 | -0.40 | -0.47 | 0.23  | 0.08  | -0.32 | 0.03  | 0.92  | 1.00  | 0.41  | 0.52    | 0.67  | 0.68  | -0.51 | -0.45 | -0.03 | 0.04  | -0.05 | 0.17  | 0.15  | -0.16 | -0.04 | -0.21 | -0.21 | -0.17 | -0.32 | -0.37 | 0.13 | 0.31  | 0.33  | 0.40  | 0.34  | 0.10  | 0.08  |      |
| -0.34 | -0.25 | -0.54 | -0.43 | -0.43 | -0.51 | -0.37 | -0.50 | -0.60 | 0.12  | -0.06 | -0.43 | -0.04 | 1.00  | 0.92  | 0.39  | 0.41    | 0.55  | 0.56  | -0.44 | -0.41 | 0.09  | 0.11  | 0.09  | 0.33  | 0.24  | -0.05 | -0.00 | -0.02 | -0.02 | -0.06 | -0.21 | -0.27 | 0.11 | 0.32  | 0.34  | 0.44  | 0.43  | 0.22  | 0.14  |      |
| 0.12  | 0.07  | 0.10  | 0.02  | 0.00  | 0.28  | 0.36  | 0.39  | 0.42  | 0.37  | 0.29  | 0.52  | 1.00  | -0.04 | -0.03 | -0.02 | 0.08    | 0.11  | 0.04  | 0.01  | 0.04  | 0.01  | -0.06 | -0.06 | 0.02  | 0.09  | 0.20  | 0.29  | -0.21 | -0.20 | -0.03 | -0.08 | -0.09 | 0.40 | 0.34  | 0.44  | 0.35  | 0.25  | 0.04  | 0.01  |      |
| 0.26  | 0.11  | 0.34  | 0.18  | 0.16  | 0.35  | 0.31  | 0.75  | 0.55  | 0.10  | 0.14  | 1.00  | 0.52  | -0.43 | -0.32 | -0.01 | 0.06    | 0.01  | -0.01 | 0.37  | 0.31  | 0.03  | -0.06 | -0.04 | -0.12 | -0.00 | 0.03  | 0.20  | -0.19 | -0.16 | -0.10 | 0.11  | 0.16  | 0.44 | 0.22  | 0.32  | 0.18  | -0.13 | -0.12 | -0.12 |      |
| -0.05 | -0.08 | -0.02 | -0.15 | -0.13 | 0.08  | 0.25  | 0.20  | 0.43  | 0.79  | 1.00  | 0.14  | 0.29  | -0.06 | 0.08  | 0.03  | 0.23    | 0.22  | 0.23  | -0.15 | -0.07 | -0.31 | -0.34 | -0.36 | -0.32 | -0.26 | -0.19 | -0.05 | -0.40 | -0.40 | -0.26 | -0.26 | -0.21 | 0.07 | 0.01  | -0.02 | -0.10 | -0.05 | -0.16 | -0.20 |      |
| -0.09 | -0.10 | -0.12 | -0.21 | -0.20 | -0.02 | 0.19  | 0.01  | 0.22  | 1.00  | 0.79  | 0.10  | 0.37  | 0.12  | 0.23  | 0.05  | 0.27    | 0.30  | 0.26  | -0.24 | -0.17 | -0.27 | -0.31 | -0.31 | -0.23 | -0.15 | -0.16 | -0.06 | -0.40 | -0.40 | -0.26 | -0.30 | -0.27 | 0.04 | 0.04  | 0.13  | 0.06  | 0.05  | -0.11 | -0.09 |      |
| 0.38  | 0.34  | 0.54  | 0.37  | 0.41  | 0.56  | 0.65  | 0.73  | 1.00  | 0.22  | 0.43  | 0.55  | 0.42  | -0.60 | -0.47 | -0.28 | -0.14   | -0.25 | -0.29 | 0.25  | 0.23  | -0.28 | -0.35 | -0.35 | -0.45 | -0.34 | -0.00 | 0.06  | -0.33 | -0.36 | -0.18 | -0.14 | -0.08 | 0.06 | -0.14 | -0.23 | -0.34 | -0.22 | -0.24 | -0.22 |      |
| 0.45  | 0.37  | 0.54  | 0.41  | 0.43  | 0.41  | 0.40  | 1.00  | 0.73  | 0.01  | 0.20  | 0.75  | 0.39  | -0.50 | -0.40 | -0.15 | -0.08   | -0.21 | -0.20 | 0.40  | 0.24  | -0.14 | -0.23 | -0.22 | -0.29 | -0.22 | -0.04 | 0.07  | -0.27 | -0.28 | -0.07 | -0.05 | 0.01  | 0.31 | 0.12  | 0.02  | -0.08 | -0.21 | -0.19 | -0.22 |      |
| 0.32  | 0.38  | 0.45  | 0.32  | 0.34  | 0.50  | 1.00  | 0.40  | 0.65  | 0.19  | 0.25  | 0.31  | 0.36  | -0.37 | -0.26 | -0.25 | -0.12</ |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |       |      |       |       |       |       |       |       |      |

**S3 Fig. Spearman correlation of Chromatag-ChIP data sets.** (A) The positional correlation of genome-wide ChIP-seq signals from all the data sets, comparing 10kb bins, using unsupervised hierarchical clustering is shown. The level of positive or negative correlation is indicated by color (see scale bar). The dendrogram on the left indicates which samples read positions are most similar to each other. Additional color coding by groups with positive correlation is presented. For each chromatin data set, the sex, H3 modification, time point and neuronal cell type is indicated. This analysis was performed using the pooled replicates for each data set (n=3-4). Abbreviations for sex, stage, and H3 modifications are: Male (M), Female (F), 48hr APF (48P), 1-day adult (1A), 10-12 day adult (10A), H3K27ac (27ac), H3K27me3 (27me3), H3K36me3 (36me3), H3K4me3 (4me3), and H3K9me3 (9me3).

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S4 Fig — (A-J) Genomic feature distributions of MACS2 consensus peaks, those occurring in two or more biological replicates, for activating (H3K27ac, H3K36me3, H3K4me3; purple) and repressive (H3K27me3 and H3K9me3; black) H3 chromatin modifications. The histone modification is indicated on the left. Each panel includes data for fru P1 (black) and elav neurons (gray) in males (left) and females (right). The X-axis shows the percent of each genomic feature defined in the legend (bottom). All MACS2 peaks in this analysis are listed in S9 and S10 Data. Abbreviations: 5’ untranslated region (5’ UTR) and 3’ untranslated region (3’ UTR).

# Consensus MACS2 peaks

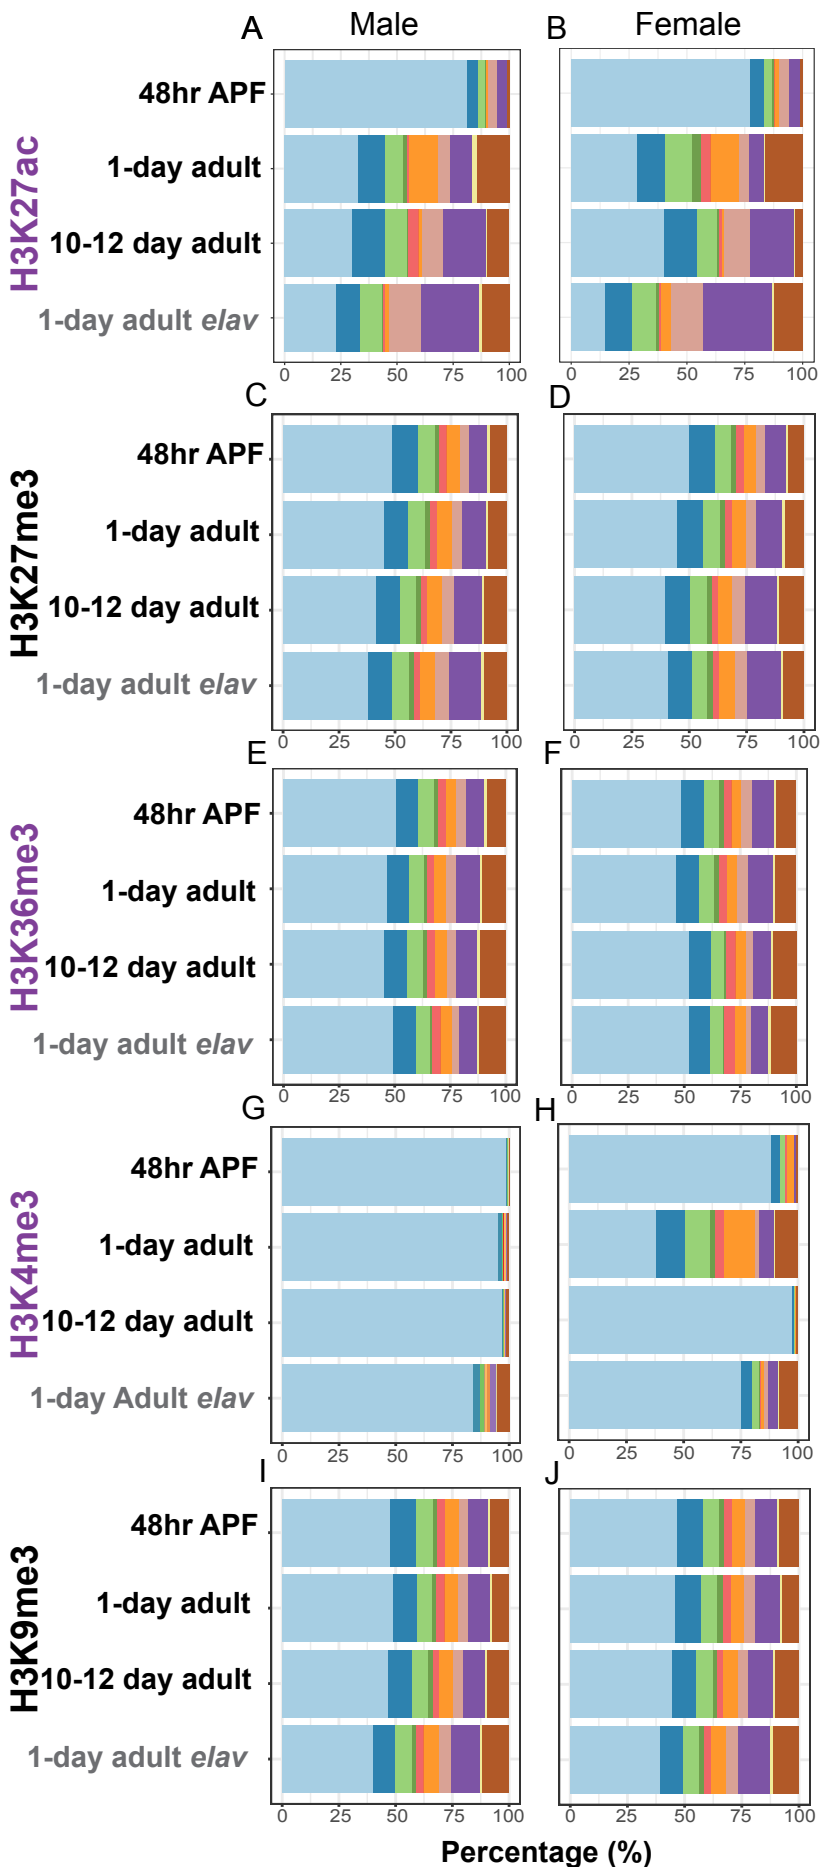

**S4 Fig. Genomic feature distribution of MACS2 consensus peaks. (A-J)** Genomic feature distributions of MACS2 consensus peaks, those occurring in two or more biological replicates, for activating (H3K27ac, H3K36me3, H3K4me3; purple) and repressive (H3K27me3 and H3K9me3; black) H3 chromatin modifications. The histone modification is indicated on the left. Each panel includes data for *fru P1* (black) and *elav* neurons (gray) in males (left) and females (right). The X-axis shows the percent of each genomic feature defined in the legend (bottom). All MACS2 peaks in this analysis are listed in **S9-S10 Data**. Abbreviations: 5' untranslated region (5' UTR) and 3' untranslated region (3' UTR).

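For H3K9me3, consensus peaks within 1 kb of a TSS, the largest class in the figure, were recomputed from the single-library lists. They made up 47.9% of consensus peaks in males and 46.9% in females at 48hr APF, 48.99% and 46.0% in 1-day adults, and 47.1% and 44.7% in 10–12 day adults for *fru P1* neurons, and 40.2% and 39.6% for *elav* neurons. A peak is assigned to the promoter class when any part of it lies within the stated distance of a TSS, and only then to untranslated regions, exons, introns or intergenic sequence.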

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S5 Fig — (A-J) Venn diagrams comparing genes that have at least one MACS2 peak for each chromatin modification, across time points and within sex. For each Venn diagram category, the number of genes and the proportion of the total genes (in parentheses) in each panel is shown. The histone modification is indicated on the left (activating in purple, repressive in black). The legend for each time point is on the top left and male and female data sets are indicated at the top. All MACS2 peaks were called on pooled biological replicates (n = 3–4) and identified as enriched relative to matched input controls. (K) Venn diagrams for genes with bivalent promoter regions (containing both H3K4me3 and H3K27me3) at each time point in fru P1 neurons in males (left) and females (right). MACS2 peaks and genes from Venn diagram analyses are listed in S1–S3 Data, S5–S7 Data and S2 Table.

H3K27ac

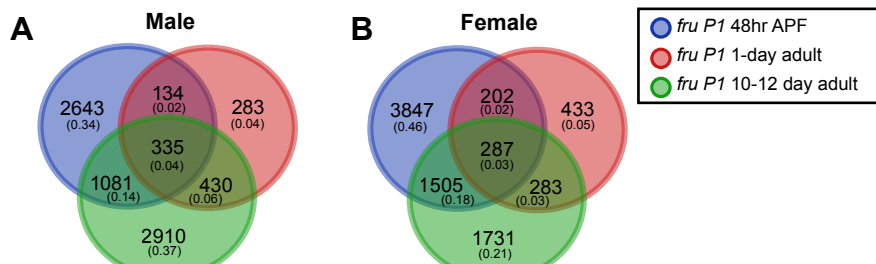

H3K27me3

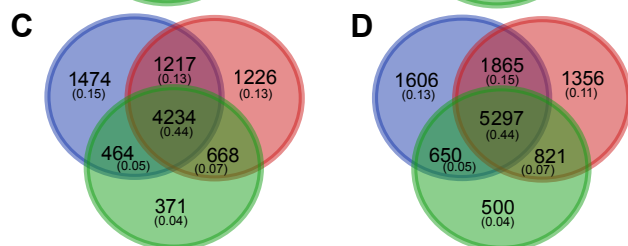

H3K36me3

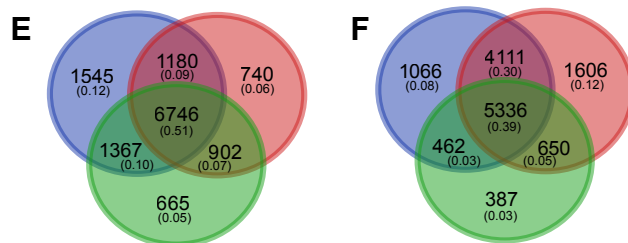

H3K4me3

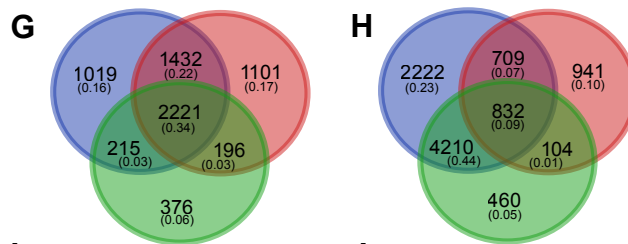

H3K9me3

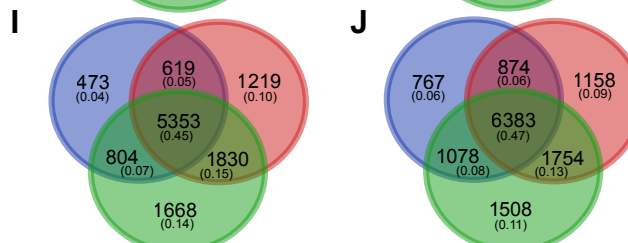

K

Genes with bivalent promoter regions

Male

Female

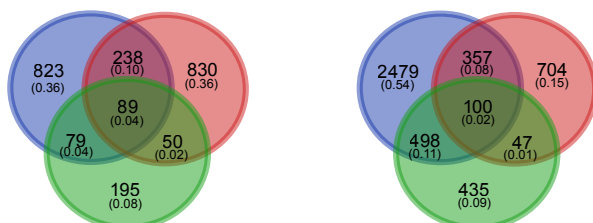

**S5 Fig. Overlap of genes containing MACS2 peaks and genes with bivalent promoters across time points in *fru P1* neurons. (A-J)** Venn diagrams comparing genes that have at least one MACS2 peak for each chromatin modification, across time points and within sex. For each Venn diagram category, the number of genes and the proportion of the total genes (in parentheses) in each panel is shown. The histone modification is indicated on the left (activating in purple, repressive in black). The legend for each time point is on the top left and male and female data sets are indicated at the top. All MACS2 peaks were called on pooled biological replicates (n=3-4) and identified as enriched relative to matched input controls. **(K)** Venn diagrams for genes with bivalent promoter regions (containing both H3K4me3 and H3K27me3) at each time point in *fru P1* neurons in males (left) and females (right). MACS2 peaks and genes from Venn diagram analyses are listed in **S1-S3 Data, S5-S7 Data** and **S2 Table**.

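For H3K9me3 genes with a consensus peak in *fru P1* neurons, the categories other than all 3 time points were as follows. In males, 834 genes were found at 48hr APF only, 987 in 1-day adults only and 1664 in 10–12 day adults only. A further 662 were shared by 48hr APF and 1-day adults, 1603 by the adult stages, and 1345 by 48hr APF and 10–12 day adults. In females, 1180, 871 and 1289 genes were found at 48hr APF, 1-day and 10–12 day adults only. A further 1160 were shared by 48hr APF and 1-day adults, 1215 by the adult stages, and 1627 by 48hr APF and 10–12 day adults.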

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S6 Fig — (A-B) Gene Ontology (GO) enrichment analysis for genes with modifications that persist across all three time points in fru P1 neurons in (A) males and (B) females (centers of Venn diagrams in S5 Fig). The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched terms for each list (non-redundant shown; Benjamini-Hochberg, p<0.05). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). The GO information is in S3 Table and gene lists are in S2 Table.

A

Male

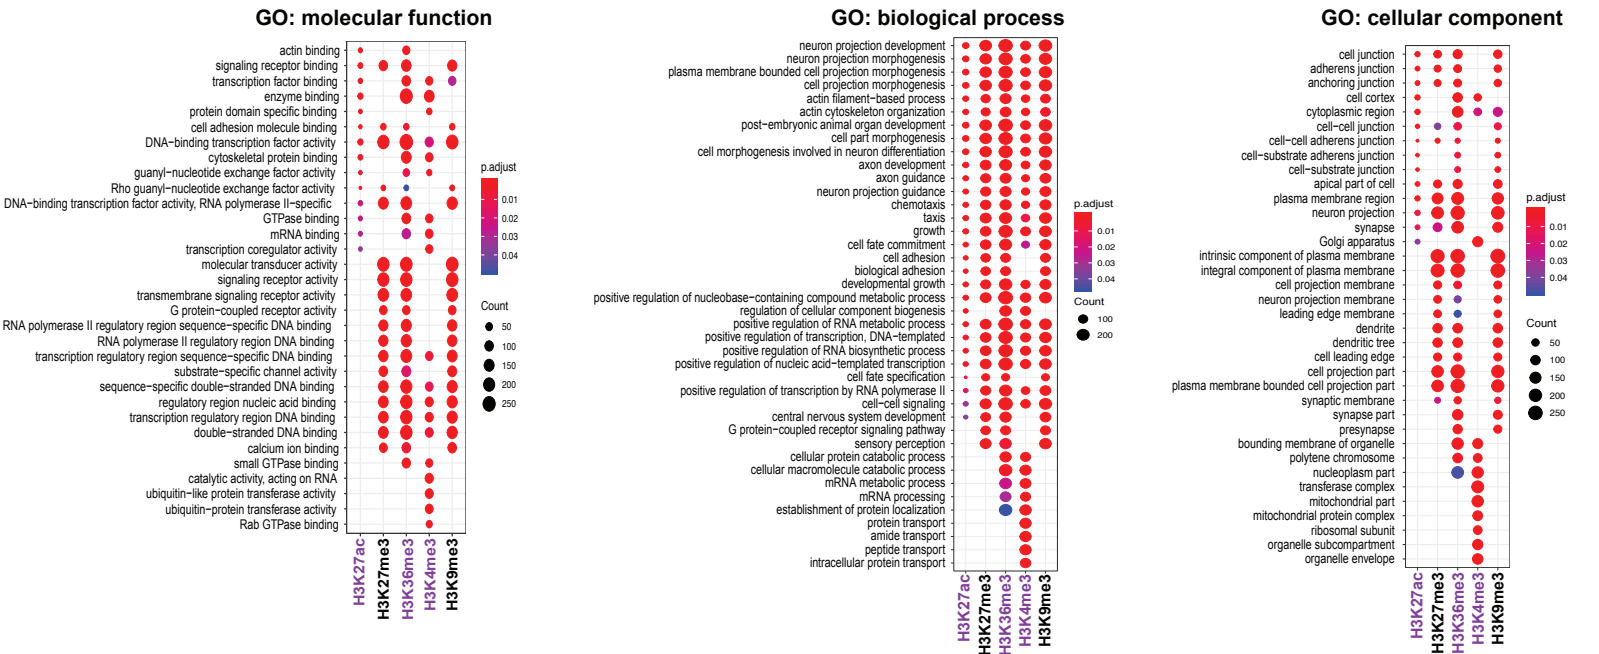

B

Female

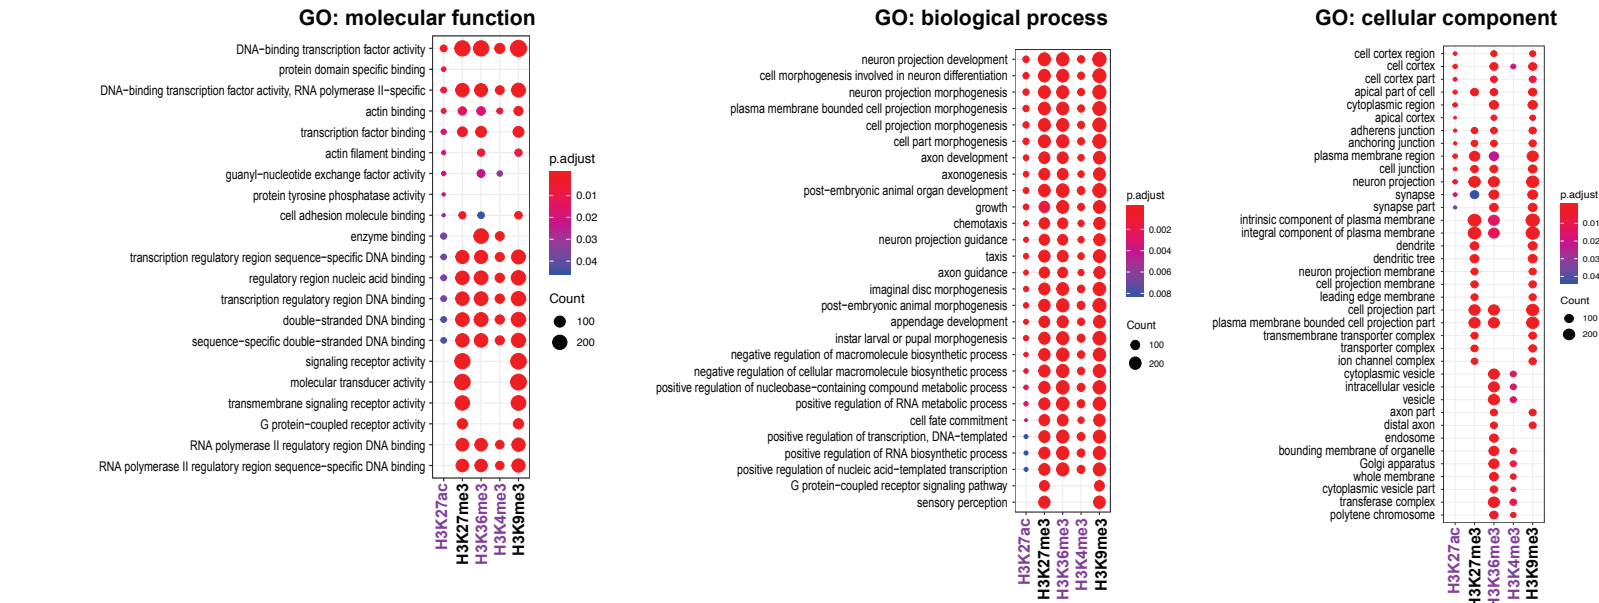

**S6 Fig. GO for genes with modifications that persist across all three time points in *fru P1* neurons.** (A-B) Gene Ontology (GO) enrichment analysis for genes with modifications that persist across all three time points in *fru P1* neurons in (A) males and (B) females (centers of Venn diagrams in **S5 Fig**). The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched terms for each list (non-redundant shown; Benjamini-Hochberg,  $p < 0.05$ ). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). The GO information is in **S3 Table** and gene lists are in **S2 Table**.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S7 Fig — (A) Average read coverage in 48hr APF TRAP and (B) 10–12 day adult TRAP for males (blue) and females (red) across the fruitless locus. The 5’ end of fruitless is located on the right and transcription runs in the direction of the arrows on the gene structure (right to left). (C) Sex-biased TRAP genes were identified by comparing expression between the male and female TRAP samples. For a gene to be considered sex-biased in the TRAP comparison, at least one exon needed to be more highly expressed in the TRAP sample of one sex (FDR<0.2). Comparison of male-biased TRAP genes (teal) and female-biased TRAP genes (purple) for all time points examined. For each Venn diagram category, the number of genes and the proportion of the total genes (in parentheses) in each panel is shown. (D-E) Venn diagrams comparing sex-biased TRAP genes across time points within each sex. (F) Upset intersection plot of sex-biased TRAP genes from 48hr APF (blue), 1-day adult (red) [42] and 10–12 day adult (green) time points [71]. n = 4–5 biological replicates per condition. (G) Gene Ontology (GO) enrichment analysis for sex-biased TRAP genes. The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched terms for each list (non-redundant shown; Benjamini-Hochberg, p<0.05). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). The GO information is in S3 Table and gene lists are in S9 and S10 Tables.

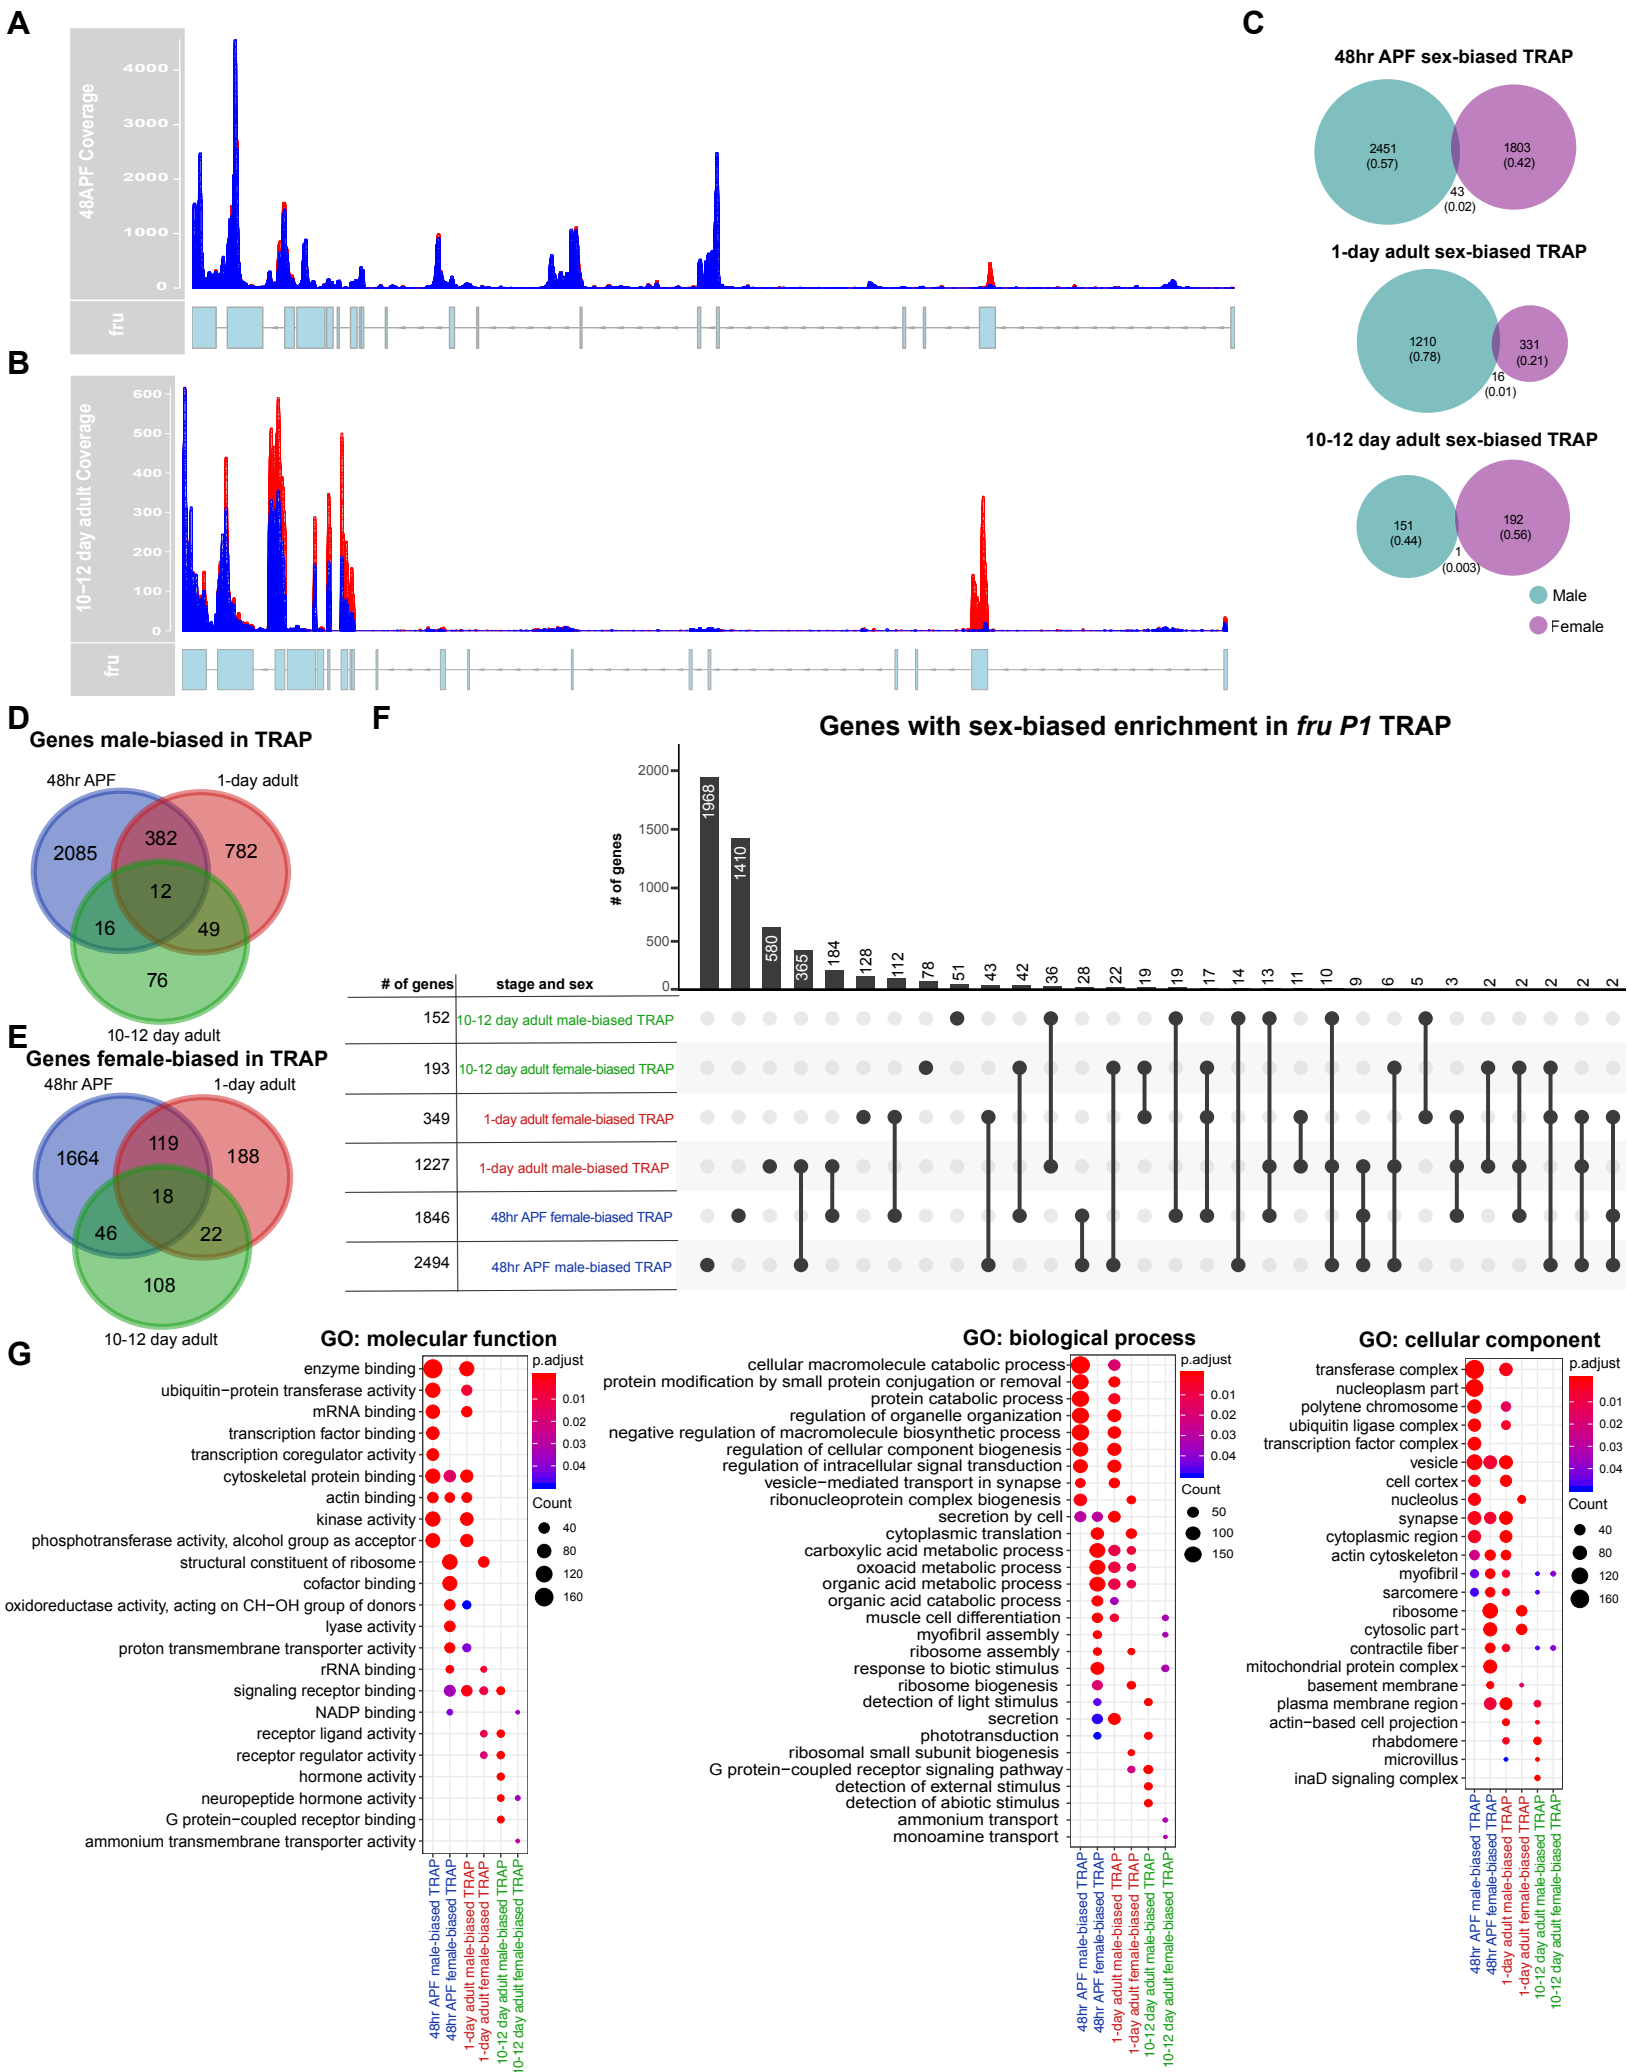

**S7 Fig. TRAP sequencing read coverage of *fruitless* in 48hr APF and 10-12 day data sets and analysis of sex-biased TRAP genes.** (A) Average read coverage in 48hr APF TRAP and (B) 10-12 day adult TRAP for males (blue) and females (red) across the *fruitless* locus. The 5' end of *fruitless* is located on the right and transcription runs in the direction of the arrows on the gene structure (right to left). (C) Sex-biased TRAP genes were identified by comparing expression between the male and female TRAP samples. For a gene to be considered sex-biased in the TRAP comparison, at least one exon needed to be more highly expressed in the TRAP sample of one sex (FDR<0.2). Comparison of male-biased TRAP genes (teal) and female-biased TRAP genes (purple) for all time points examined. For each Venn diagram category, the number of genes and the proportion of the total genes (in parentheses) in each panel is shown. (D-E) Venn diagrams comparing sex-biased TRAP genes across time points within each sex. (F) Upset intersection plot of sex-biased TRAP genes from 48hr APF (blue), 1-day adult (red) [42] and 10-12 day adult (green) time points [71]. n=4-5 biological replicates per condition. (G) Gene Ontology (GO) enrichment analysis for sex-biased TRAP genes. The GO categories are molecular function, biological process, and cellular component. The GO terms shown in the plots are the top ten most significantly enriched terms for each list (non-redundant shown; Benjamini-Hochberg,  $p < 0.05$ ). The size of each dot indicates the number of genes (count) and the color indicates the p value (p.adjust). The GO information is in **S3 Table** and gene lists are in **S9-S10 Tables**.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S8 Fig — For detailed description of heatmaps see Fig 3. Heatmaps for elav chromatin data from 1-day adults based on elav TRAP data enrichments [41]. (A-B) Heatmap for genes that are TRAP-enriched in 1-day adult elav neurons. (C-D) Heatmap for genes enriched in total mRNA. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression, indicated on the left (TRAP-enrichment), was calculated. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data. Average fold-enrichment in gene expression and average expression in fragments per kilobase per million (FPKM) was calculated per cluster. The average was from expression data for genes that were significantly enriched in elav neurons (TRAP) from both sexes, or whole head tissue (total mRNA), averaged over both sexes (FDR<0.2; [41]). Gene lists for each cluster are provided in S4 Table.

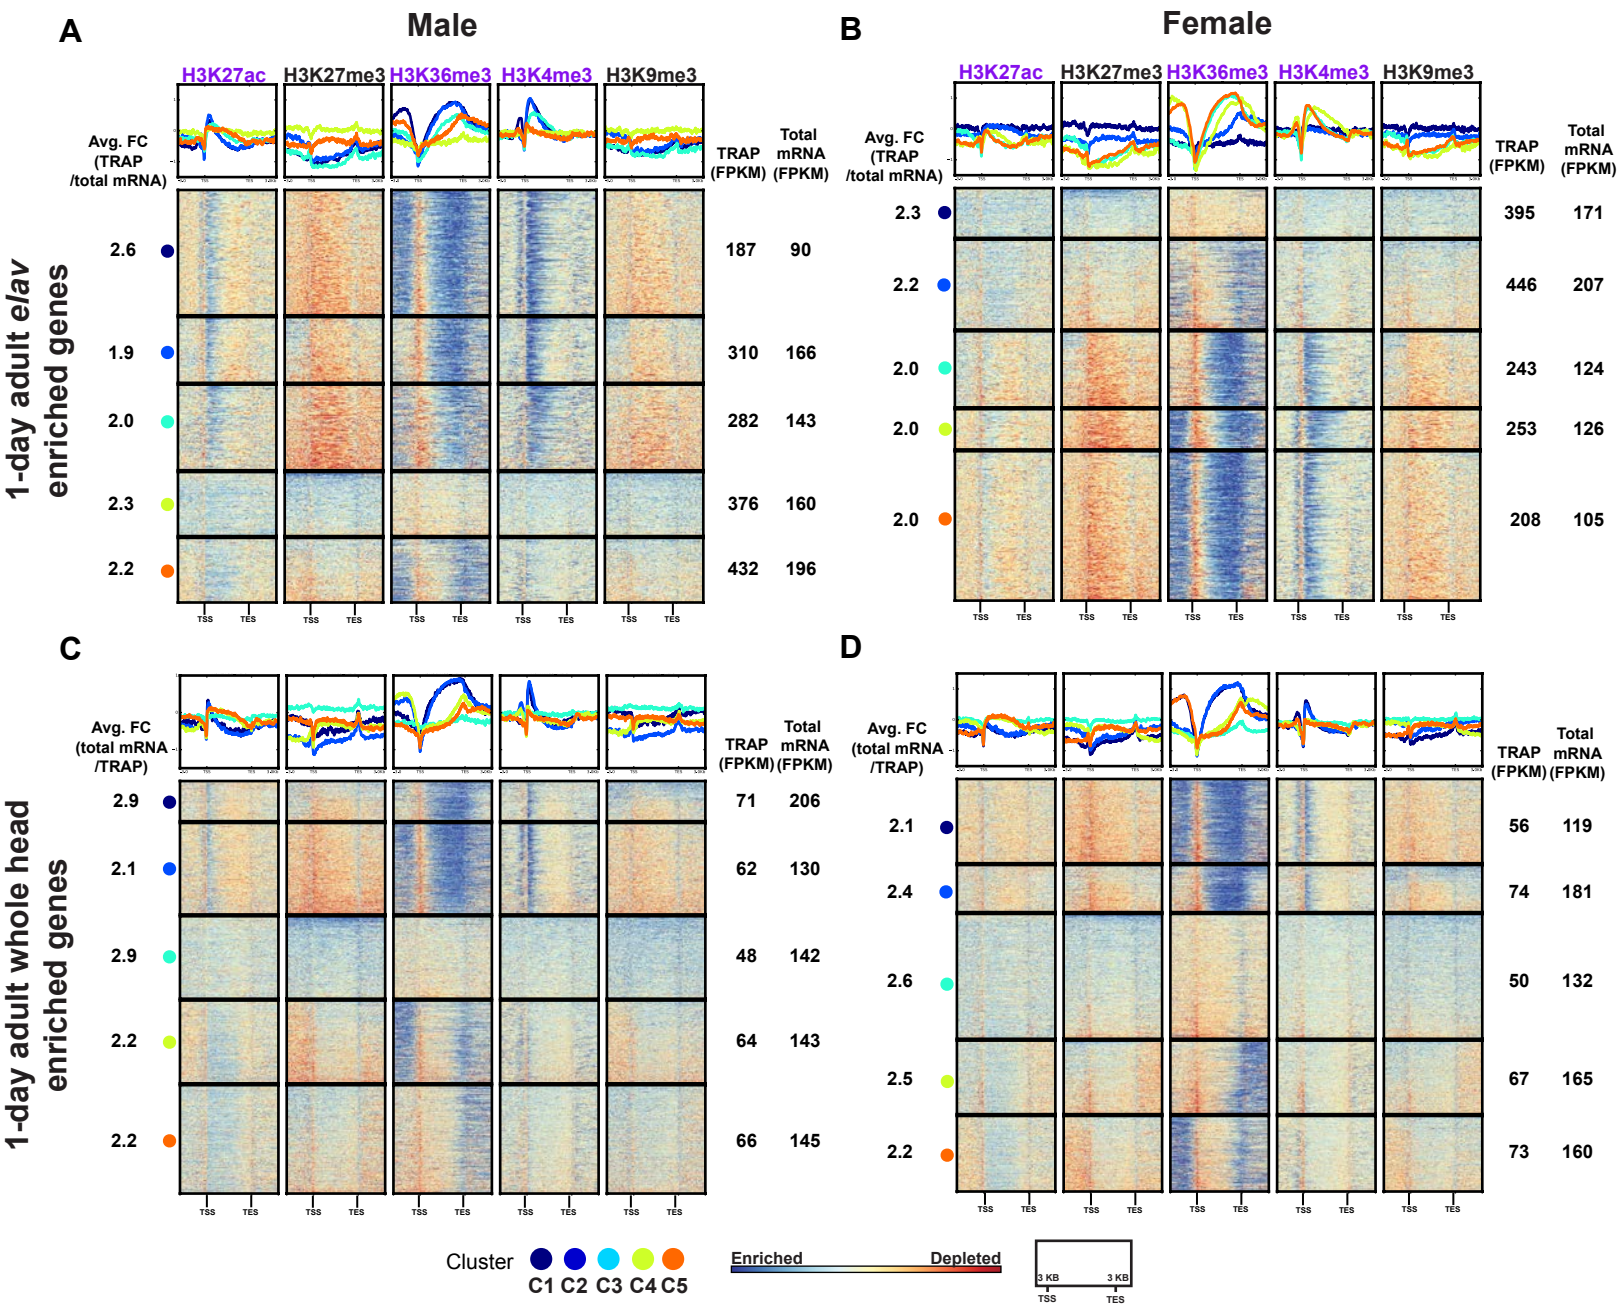

**S8 Fig. Hierarchical clustering of histone modification distributions for *elav* TRAP-enriched genes.** For detailed description of heatmaps see **Fig 3**. Heatmaps for *elav* chromatin data from 1-day adults based on *elav* TRAP data enrichments [41]. **(A-B)** Heatmap for genes that are TRAP-enriched in 1-day adult *elav* neurons. **(C-D)** Heatmap for genes enriched in total mRNA. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression, indicated on the left (TRAP-enrichment), was calculated. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data. Average fold-enrichment in gene expression and average expression in fragments per kilobase per million (FPKM) was calculated per cluster. The average was from expression data for genes that were significantly enriched in *elav* neurons (TRAP) from both sexes, or whole head tissue (total mRNA), averaged over both sexes (FDR<0.2; [41]). Gene lists for each cluster are provided in **S4 Table**.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S9 Fig — Hierarchal clustering reveals shared combinations of histone modifications for total mRNA-enriched genes relative to TRAP, generated using deepTools. For detailed description of heatmaps see Fig 3. Heatmaps for fru P1 chromatin data from 48hr APF (A-B), 1-day adults (C-D), and 10–12 day adults (E-F). Gene lists for each cluster are provided in S4 Table. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression is indicated on the left (total mRNA-enrichment), calculated at the exon level. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data, calculated at the exon level. The 48hr APF and 10–12 day adult gene expression levels are provided as reads per million (RPM). The 1-day adult time point gene expression levels are provided as reads per kilobase per million (RPKM) [42]. For TRAP and total mRNA expression data see S6–S8 Tables.

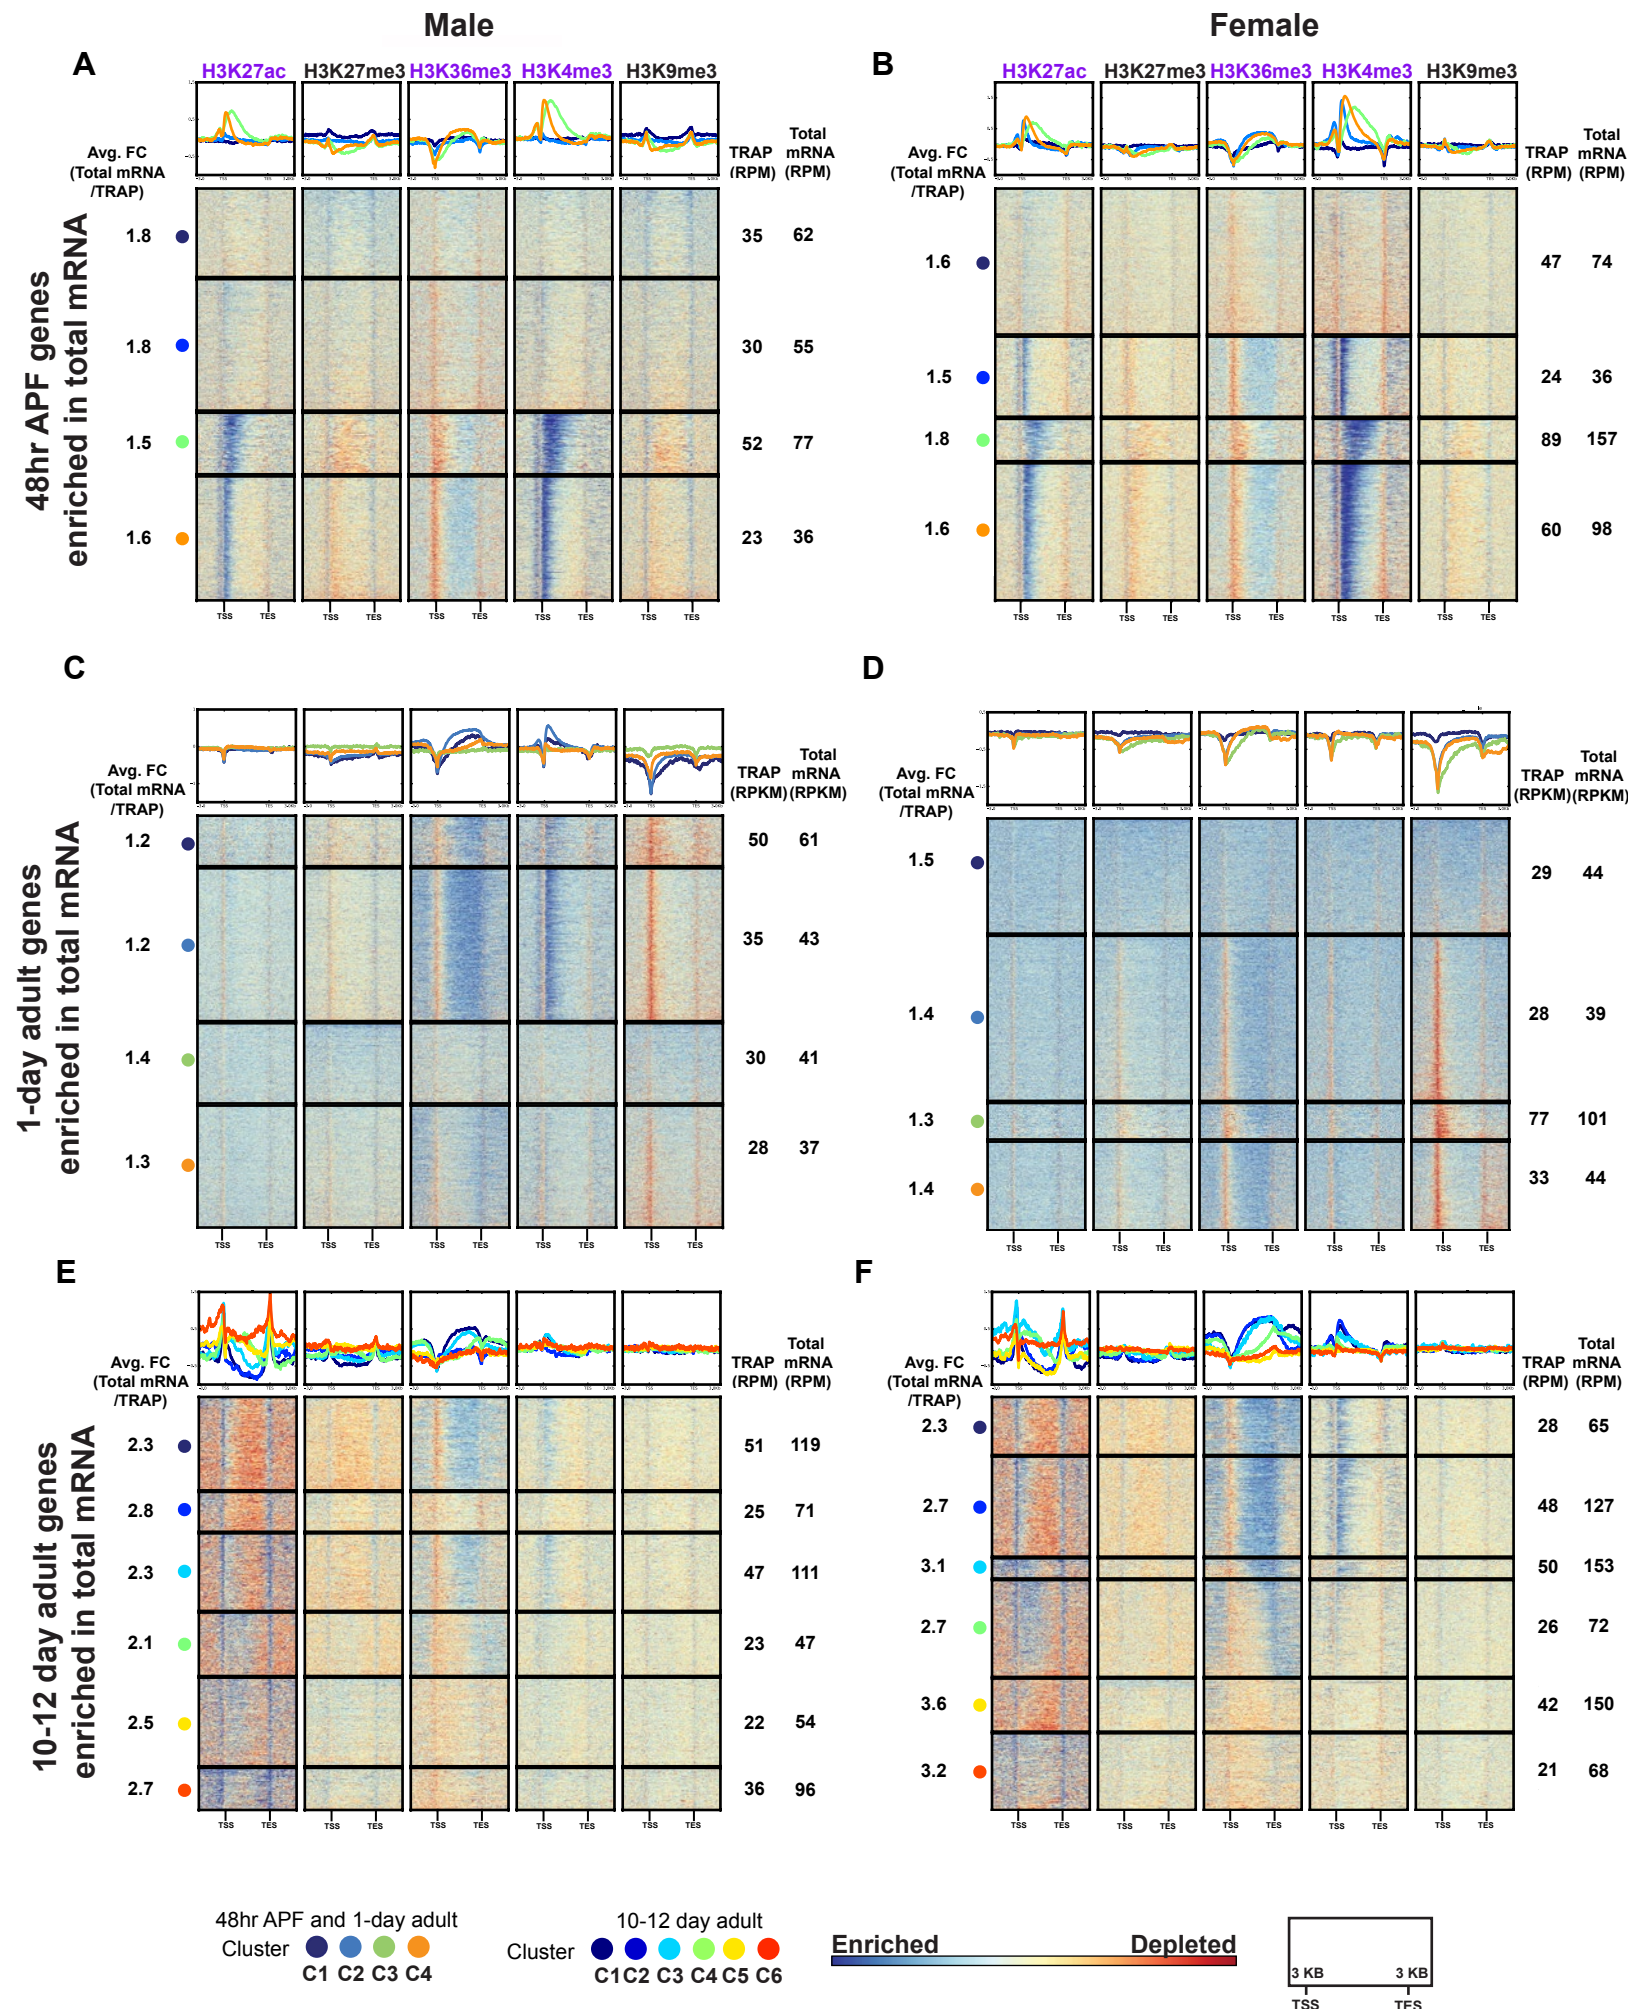

**S9 Fig. Hierarchical clustering of histone modification distributions for total mRNA-enriched genes.** Hierarchical clustering reveals shared combinations of histone modifications for total mRNA-enriched genes relative to TRAP, generated using deepTools. For detailed description of heatmaps see **Fig 3**. Heatmaps for *fru P1* chromatin data from 48hr APF (**A-B**), 1-day adults (**C-D**), and 10-12 day adults (**E-F**). Gene lists for each cluster are provided in **S4 Table**. For each cluster of genes, the average fold-enrichment (Avg FC) of gene expression is indicated on the left (total mRNA-enrichment), calculated at the exon level. For each cluster of genes, the average expression is indicated on the right for the TRAP and total mRNA data, calculated at the exon level. The 48hr APF and 10-12 day adult gene expression levels are provided as reads per million (RPM). The 1-day adult time point gene expression levels are provided as reads per kilobase per million (RPKM) [42]. For TRAP and total mRNA expression data see **S6-S8 Tables**.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S10 Fig — Hierarchal clustering reveals shared combinations of histone modifications for genes detected in expression data sets, generated using deepTools. For detailed description of heatmaps see Fig 3. Heatmaps for fru P1 chromatin data from 48hr APF (A-B), 1-day adults (C-D), and 10–12 day adults (E-F). A gene was considered detected in our 48hr APF or 10–12 day adult TRAP libraries if one or more exons were detected based on our initial filtering criteria (see Materials and Methods). Genes detected in 1-day adult TRAP were those identified in [42]. Gene lists for each cluster are provided in S4 Table.

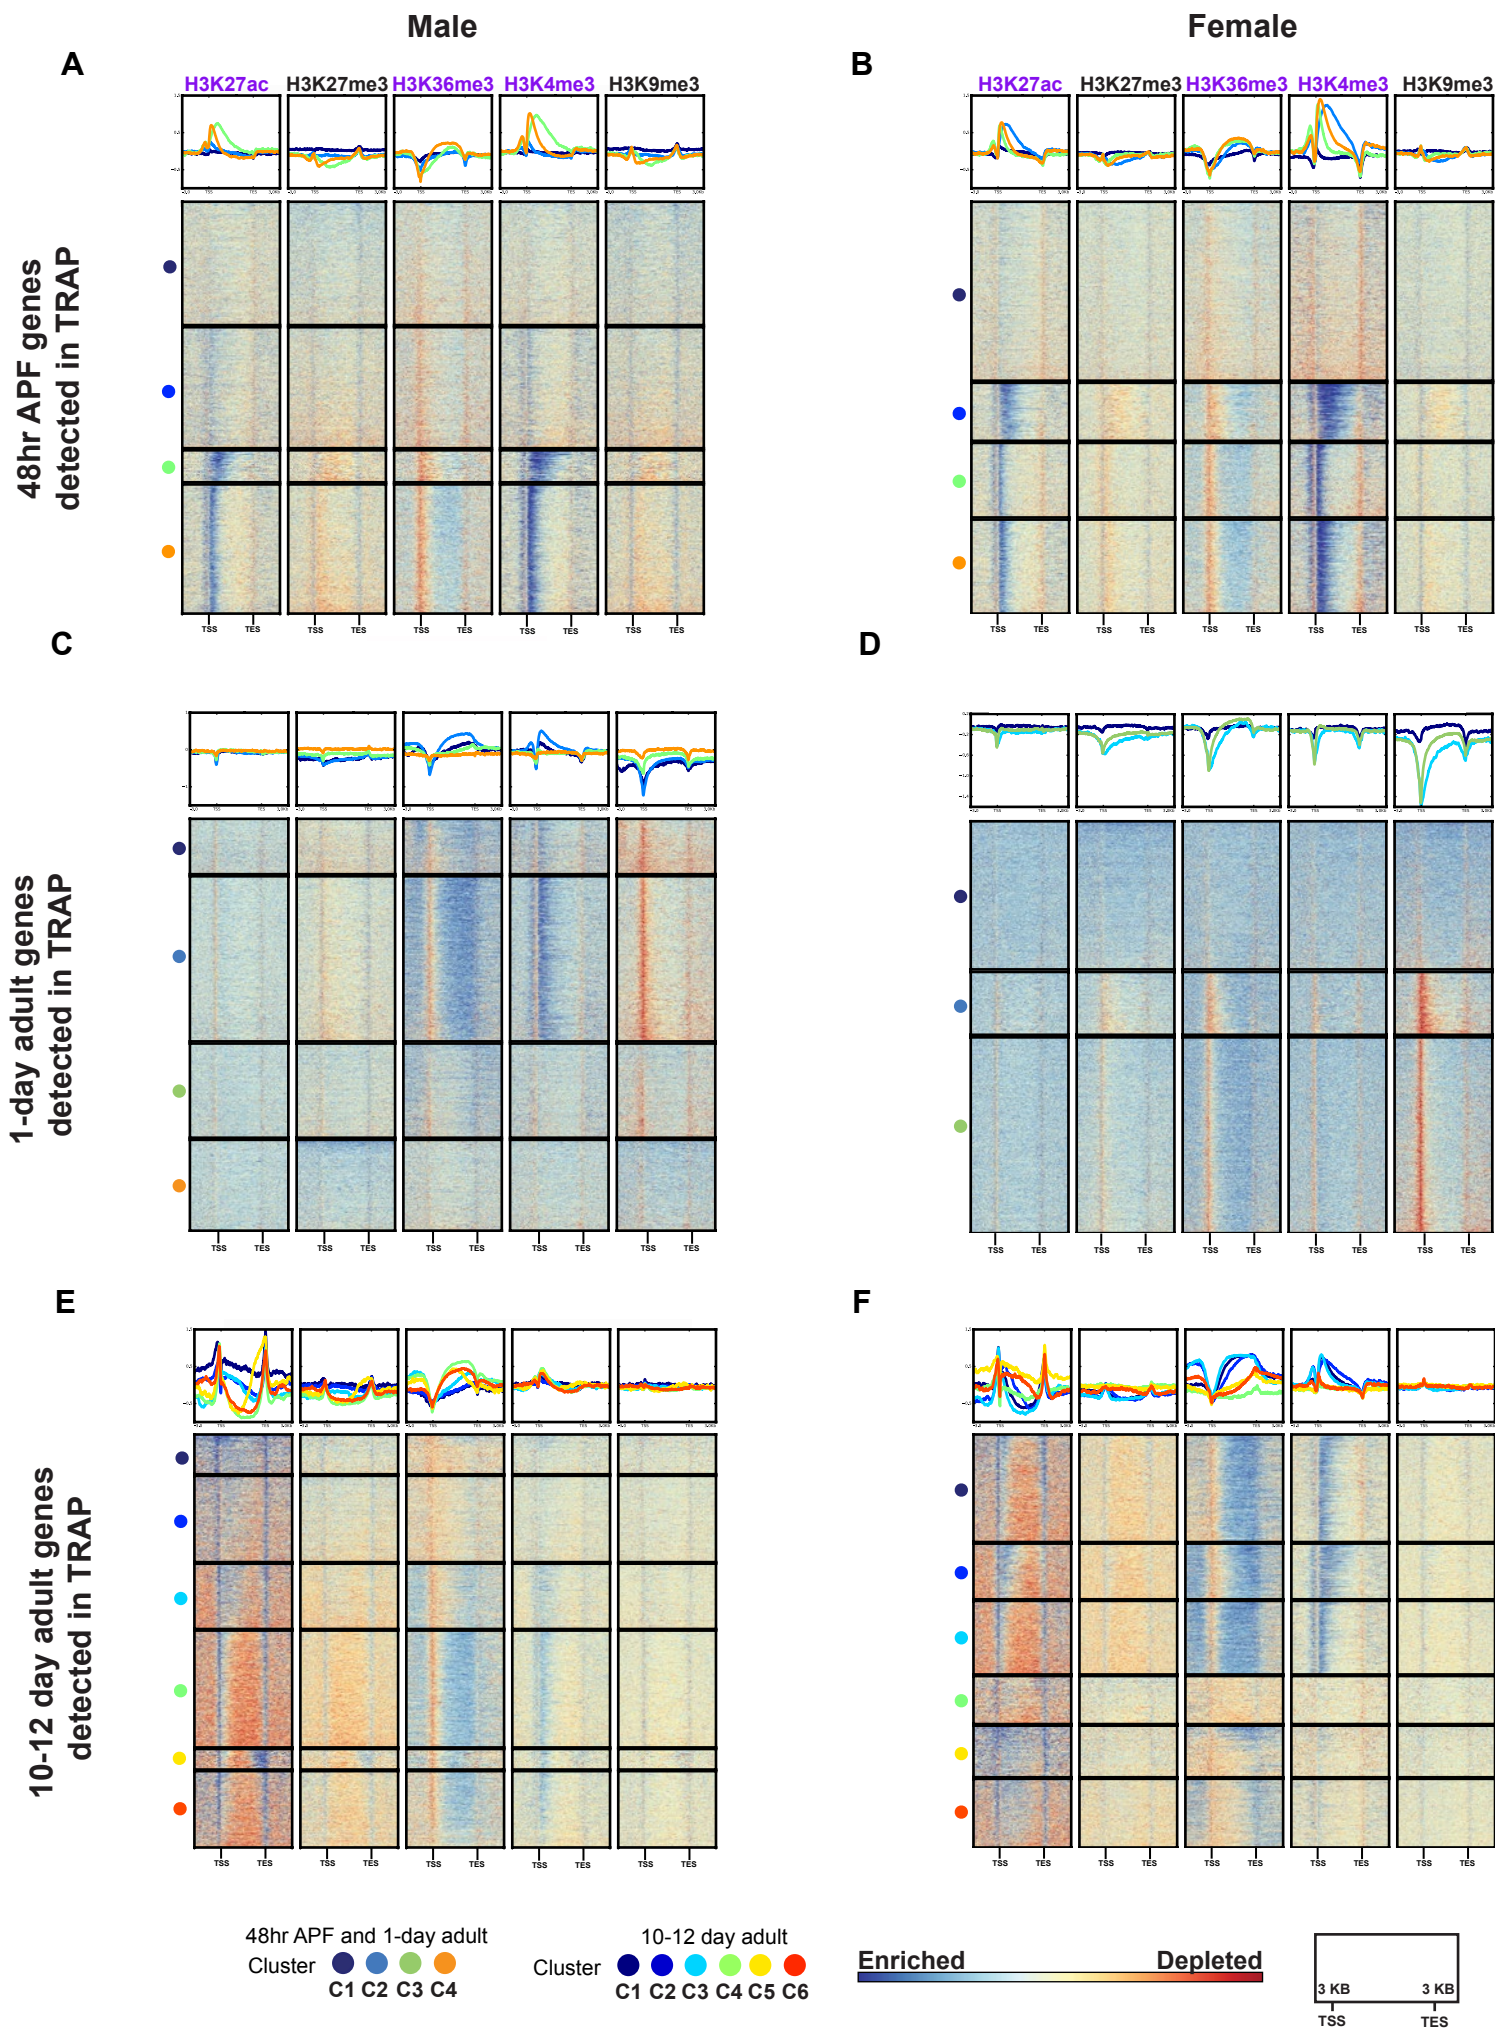

**S10 Fig. Hierarchical clustering of histone modification distributions for TRAP-detected genes.** Hierarchical clustering reveals shared combinations of histone modifications for genes detected in expression data sets, generated using deepTools. For detailed description of heatmaps see **Fig 3**. Heatmaps for *fru P1* chromatin data from 48hr APF (**A-B**), 1-day adults (**C-D**), and 10-12 day adults (**E-F**). A gene was considered detected in our 48hr APF or 10-12 day adult TRAP libraries if one or more exons were detected based on our initial filtering criteria (see Materials and Methods). Genes detected in 1-day adult TRAP were those identified in [42]. Gene lists for each cluster are provided in **S4 Table**.

# Supplementary material for: Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior
**Source:** PLoS Genet. 2021 Apr 26;17(4):e1009240. doi: 10.1371/journal.pgen.1009240
**Supplement:** S11 Fig — (A) Venn diagrams showing the overlap between fru P1 SE-containing genes identified on autosomes across time points for males (left) and females (right). (B) Percentages of SE-containing genes for each stage and neuron type (fru P1 or elav) that are male-specific, female-specific or occur in both sexes.

Autosomes only

**A** *fru P1* super-enhancers across development

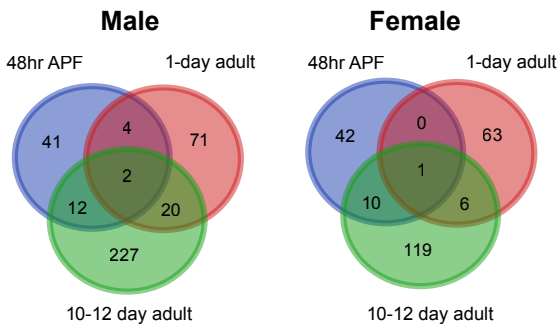

**B** Sex specificity of super-enhancers

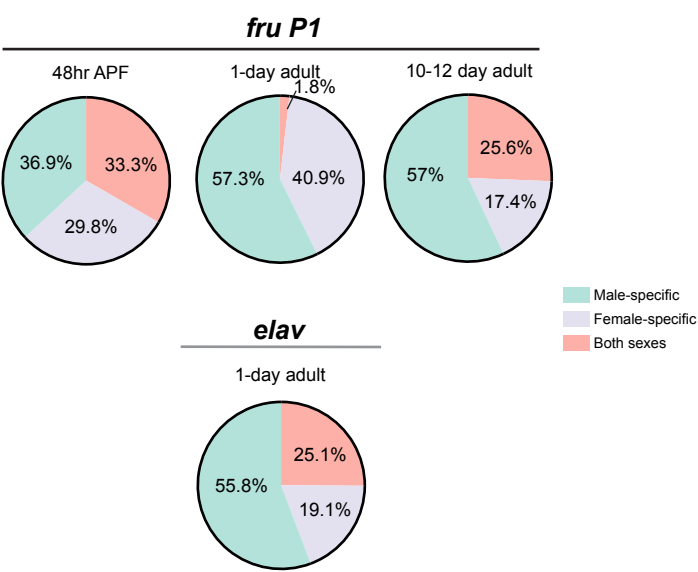

**S11 Fig. Super-enhancers identified based on H3K27ac peaks in *fru P1*- and *elav* neuron chromatin data sets for autosomes. (A)** Venn diagrams showing the overlap between *fru P1* SE-containing genes identified on autosomes across time points for males (left) and females (right). **(B)** Percentages of SE-containing genes for each stage and neuron type (*fru P1* or *elav*) that are male-specific, female-specific or occur in both sexes.

How the deposited data were processed for this re-analysis (not part of the article)

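H3K9me3 was measured by sequential ChIP-seq of tagged chromatin from *fru P1* neurons of males and females at 48hr APF, in 1-day adults and in 10–12 day adults, and from *elav* neurons of 1-day adults. There were 4 libraries per condition, except 3 of 10–12 day females. Chromatin was prepared from whole pupae at 48hr APF and from heads of adults. The authors trimmed reads with Trimmomatic, aligned them to dm6 with Bowtie2, kept reads that align once, and called broad peaks in each library against an input. The lists' headers give MACS2 2.1.1.20160309, a p-value cutoff of 0.01 for strong and 0.1 for weaker regions, an effective genome size of 120000000 bp and 1 tag kept per position. A fragment length of 200 bp was used for 30 lists and of 140 bp for 1 list. The *fru P1* lists name an input pooled over replicates and the *elav* lists the input of the same replicate.

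Each peak list that the authors deposited gives the start, end and length of a peak in bp, counted from 1. The pileup column the authors deposited is a signal, the mean number of fragments over the peak, which is not scaled to library size. The deposited significance columns hold −log10 p and −log10 q from a Poisson test against the local background, given for whole broad regions with their weaker parts. The headers say that q was not calculated, but the column holds values, which were used as they stand. The fold enrichment the authors deposited is a ratio, the pileup plus 1 over the local background plus 1. Samples were assigned to conditions by their titles and characteristics, and replicates were paired between conditions by the replicate numbers in the titles. For 1-day *fru P1* females, the deposited names of the lists carry other numbers than the titles, so the pairing of these libraries is less certain.

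Peaks on 2L, 2R, 3L, 3R, 4 and X were used, with Y only for a separate count. The genome build of the lists is dm6 and the annotation is Ensembl release 115, whose assembly BDGP6.54 has the same coordinates. Transposable-element genes were left out, which left 18164 genes and 35497 transcripts. Its release differs from the one in the paper's methods. For each library, the number of peaks, the covered length, the percentage of peaks on X, the percentage of peaks within 3 kb of a TSS, the log2 ratio of peak coverage within 250 bp of TSSs to that 2 to 3 kb away, and the percentage of covered length within 1 Mb of centromere ends were computed. Spearman's rho between libraries was taken over 10 kb bins. Consensus peaks are merged regions with a peak in at least 50% of replicates. Each was assigned to the gene with the nearest TSS, if part of that gene lay within 3 kb of the peak.

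Named genes were chosen by a rule fixed in advance. They are *fru* and *dsx*, the 3 genes of at least 5 kb with a peak in every *fru P1* library and the highest mean coverage, and the 3 of at least 5 kb with the highest coverage among those with a peak in all 1-day libraries of one cell type and in none of the other. The other sex hierarchy genes that the paper names were not part of the rule.

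Single values were compared with two-sided exact permutation tests, or with 100000 resamples where all combinations of stage and cell type were joined, and p-values were adjusted by the Benjamini-Hochberg method within each family. The smallest exact p is 0.0286 with 4 libraries against 4. The design written in advance gave a larger smallest p for 3 libraries against 4. Its enumeration gives 0.0286, and this value was used. Replicate numbers were also used as a block, with an exact sign-flip test whose smallest p is 0.13 with 4 pairs and 0.25 with 3.

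Alternatives were a q-value below 0.05 or 0.001, a fold enrichment of at least 2, the autosomes alone, chromosome 4 left out, other distances and bin sizes, other rules for shared peaks and gene assignment, and each library left out in turn. A p of 0.05 or less and the 10000 peaks of smallest p per library were added after the data were seen. Tags after filtering ran from 2119672 to 6306013 per ChIP library. Wilson intervals at 95% are given for shares of libraries that stood apart from their group and for the extreme libraries that are compared, but not for both ends of every range, and cover counting error only, since duplicate removal does not make tags independent molecules.

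The procedures were tested on simulated data. An X peak density of 0.307 of the autosomes was recovered where 0.3 was simulated. Of 40 simulated depletions of X, 100% passed the permutation test at p = 0.05, and 5% of 40 simulations without one did. Of 2943 simulated shared regions, 97.2% were in the consensus. A second method gave 0 differences over 2860 regions, and 0 of 498 peaks had a different distance to the TSS. The software was python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Reads, pooled peak lists and the other histone modifications were not analysed here.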

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

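All tests in this part were chosen after the values they explain were seen. Over 16 measures, 110 groups of 4 libraries were tested by Dixon's criterion at 95%, and 14 held a library far from the others, where chance gives 5.5. Several of the measures depend on each other.

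In the 48hr APF female *fru P1* condition, replicate 1 stood apart in 7 measures. It had 6295978 tags after filtering against 4431391 to 4528034 in the other 3 libraries, a median peak width of 976 bp against 900 to 909, 59.8% of peaks within 3 kb of a TSS (95% Wilson interval 59.3 to 60.4, counting error only) against 55.7% to 56.2%, and a log2 ratio of TSS to flank coverage of −0.62 against −0.38 to −0.33. Its median pileup was 20.3 against 13.76 to 13.87, its median fold enrichment 1.43 against 1.48 to 1.49, and its highest fold enrichment 2.00 against 3.34 to 3.49. Its larger depth was examined in the 27 libraries of the other conditions, through deviations from condition means. Pearson's r between tags and peak width was 0.200 (permutation p = 0.0580, adjusted p = 0.0774 over 4 measures; Spearman's rho 0.335, p = 0.0698), and 0.208 without the 2 libraries farthest from the median. For the TSS ratio r was −0.682 (permutation p = 0.00629, adjusted p = 0.0126; rho −0.574, p = 0.0126) and −0.493 without those 2. For the promoter share r was 0.310 (permutation p = 0.185; rho 0.256, p = 0.265) and 0.235 without those 2. For the median fold enrichment r was −0.819 (permutation p = 1e-05, the smallest they can give; adjusted p = 4e-05; rho −0.851) and −0.718 without those 2. The TSS ratio and the fold enrichment thus moved with depth in the other libraries and the width was not shown to. The library cannot be told apart from an effect of its depth, and the design gives no biological explanation for a single replicate.

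In *elav* males, replicate 3 had a median peak width of 640 bp against 940 to 984 in the others. It is the 1 library called with a fragment length of 140 bp. All 30 libraries called with 200 bp had median widths from 847 to 1096 bp. With a single such library, the shorter fragment length used when its peaks were called cannot be told apart from other properties of the library. No biological explanation was tested.

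In 10–12 day males, replicate 1 kept 49.5% of its tags after duplicates were removed (95% Wilson interval 49.5 to 49.6), against 97.6% to 97.9% in the others. In *elav* males, replicate 4 kept 91.7% (95% Wilson interval 91.7 to 91.7) against 95.9% to 96.7%. Over-amplification of the 10–12 day library alone was weighed by whether it stands apart elsewhere, and it did so in 1 other measure of the 16, a median fold enrichment of 1.60 against 1.44 to 1.46. Fold enrichment moved with the number of tags in general, so this does not settle whether the library was over-amplified. In the same condition, replicate 3 had a median −log10 p of 1.44 against 1.35 in each of the others. In 1-day *fru P1* females, replicate 4 had 0.296% of its peaks with a q-value below 0.05 (95% Wilson interval 0.238 to 0.368) against 0.0425% to 0.0786%. These libraries and the *elav* library were not tested further, and no biological explanation was tested for any of them.

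The paper's text does not discuss peaks on Y. Male libraries had 20.25 ± 6.60 of them (SD, n = 4, range 13 to 28) in 1-day adults and 10.25 ± 3.86 (n = 4, 6 to 14) in 10–12 day adults for *fru P1* neurons, and 46.5 ± 18.6 (n = 4, 34 to 74) for *elav* neurons. In each of these 3 combinations all male libraries were above all female libraries (two-sided exact permutation p = 0.0286, adjusted p = 0.0381 over 4 tests). At 48hr APF males had 0.5 ± 0.577 (exact permutation p = 0.429). Female libraries had 0 peaks on Y, apart from 2 in *elav* replicate 1, which stood apart from the 0 of the other 3. Repeats shared between Y and other chromosomes would give females such peaks as well, and the highest female number was 2. A larger number of peaks in adults on all chromosomes would raise the autosomes alike, and the ratio of 1-day to 48hr APF males was 1.05 on the autosomes and 40.5 on Y (exact permutation p = 0.0286 for Y). The inputs differ between stages and were not tested, so the stage difference on Y is not called biological here.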

How the results depend on the processing

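The alternatives were set before the data were examined, except a p of 0.05 or less and the 10000 peaks of smallest p per library, which were chosen after seeing the data. Unless a reason is given, the cause was not tested.

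The male minus female share of peaks on X over all combinations kept its direction and an unadjusted permutation p below 0.05 under all 7 alternatives run, from −14.3 to −11.1 percentage points in the 6 of them that keep this unit, and from −12.6 to −12.2 across the 31 fits that each left out one library. In the seventh, the ratio of densities on X and autosomes, it was −0.741. Filters on q gave no value over all combinations or at 48hr APF, since some libraries keep no peak. Within the combinations, in the order 48hr APF, 1-day, 10–12 day and *elav*, a fold enrichment of at least 2 gave 9.61 (opposite direction), −27.3, −24.7 and −2.01. A q below 0.05 gave −17.0, −13.4 and −5.35 in the last 3, and a q below 0.001 gave −19.2, 2.5 (opposite direction) and −13.8. Each of these lost the adjusted threshold. With the replicate block the values were −14.0, −12.1, −13.4 and −9.82, where 3 or 4 pairs cannot give a p below 0.05. In 10–12 day adults the fits that each left out one library ran from −14.2 to −13.4, and 7 of 7 lost the threshold, which these smaller groups cannot pass.

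The number of peaks per library was lower in males by −12 with q below 0.05 and by −1319 with p of 0.05 or less, both no longer past the threshold. It was higher in males by 0.438 with q below 0.001, by 149.1 with a fold enrichment of at least 2, and by 1267 on the autosomes alone. The covered length differed by −2470840.0 bp. Leaving out one library gave −2344 to −1596.

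For the within minus between correlations, the autosomes alone gave 0.00195, 0.00802 and 0.00724 for the sexes at 48hr APF, 1 day and 10–12 days, past no threshold, and −0.00168 for *elav*, which is reversed. The sex differences of the main analysis were thus not found once X was left out. A q below 0.05 reversed 10–12 day minus 1-day females, to −0.0208, and the following were no longer past the adjusted threshold: the sexes at 1 day (0.0416), 10–12 days (0.0882) and in *elav* (0.0426), males at 1 day against 48hr APF (0.1499), 10–12 days against 1 day (0.0495) and against 48hr APF (0.0255), and *elav* against *fru P1* in males (0.0897) and females (0.129). Across fits without one library, the values were 0.140 to 0.228 for 1 day against 48hr APF in females, where 1 of 8 fits lost the threshold, and 0.0297 to 0.100 for 10–12 days against 1 day in males, where 4 of 8 did. They were 0.102 to 0.241 for 10–12 days against 1 day in females, 0.0882 to 0.163 for 10–12 days against 48hr APF in females, and 0.183 to 0.270 for the sexes at 10–12 days. In each of these 3, 7 of 7 fits lost the threshold, which the smaller groups cannot pass, so this is a limit of the design. No paired analysis was run for correlations and gene overlaps, which compare pairs of libraries.

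The promoter share was not past the adjusted threshold under any alternative, and its directions changed as follows. A q below 0.05 gave −6.68 for the sexes at 1 day, −2.35 for the sexes in *elav*, −19.2 in females and −12.5 in males for 10–12 days against 1 day, −12.5 in males for 10–12 days against 48hr APF, and 0.0964 for *elav* against *fru P1* in males. For 1 day against 48hr APF in females, a p of 0.05 or less gave 0.368, the 10000 peaks 1.02 and 1 kb 0.0838. In males the midpoint gave −0.375. For the sexes at 10–12 days, a p of 0.05 or less gave −0.462, the 10000 peaks −0.626, 1 kb −0.0036, the midpoint −0.0920 and the autosomes −0.718. The 10000 peaks also gave −0.0369 for the sexes at 1 day and −0.0144 in *elav*. The fits without one library gave −1.31 to 0.293 and −0.144 to 1.33 for 1 day against 48hr APF in females and males, and −0.389 to 0.871 and −1.17 to 0.639 for the sexes at 10–12 days and 48hr APF. With the block the sexes differed by −0.323, 0.830, 0.477 and 0.569.

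The TSS ratio passed the adjusted threshold under no alternative. This is in part a limit of the design. In the main analysis, comparisons at the smallest exact permutation p of 0.0286 had an adjusted p of 0.0571. With the replicate block, the exact sign-flip test cannot give a p below 0.13. Its 1-day minus 48hr APF difference was 0.0048 in males with p of 0.05 or less, and 0.053 in males and 0.0077 in females with the 10000 peaks, all in the opposite direction. Isolated TSSs gave −0.0047 for the sexes at 1 day and −0.032 in *elav*, also opposite. Without each library in turn, the values were −0.018 to 0.032 for the sexes in *elav* and −0.083 to 0.019 at 48hr APF.

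The centromere share by number of peaks passed the adjusted threshold in 8 comparisons: 0.426 and 0.534 for 1 day against 48hr APF in females and males, −0.277 for 10–12 days against 1 day in males, 0.388 for 10–12 days against 48hr APF in females, 0.7097 and 0.348 for *elav* against *fru P1* in females and males, and −0.355 and −0.232 for the sexes in *elav* and at 10–12 days. It reversed 10–12 days against 1 day in females, to −0.0376. Within 2 Mb, the sexes had 0.0296 in *elav* and 0.113 at 48hr APF, opposite in direction. A q below 0.05 reversed 10–12 days against 1 day in males (16.5), *elav* against *fru P1* in females (−17.8), and the sexes in *elav* (2.04) and at 1 day (−17.7). Leaving out one library gave −0.128 to 0.0485 for the sexes at 48hr APF.

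Consensus peak numbers moved by more than 1.5-fold as follows, with males before females in the order above. A peak in all replicates gave 7504, 8891, 9193, 7503, 8837, 10801, 11458 and 7182, the 10000 peaks gave 8940, 8614, 9333, 8058, 8955, 9142, 6017 and 8082, and q below 0.05 gave 2, 7, 4, 19, 2, 10, 7 and 63. Base pairs covered in at least 50% of replicates gave 31173, 29848, 37853 and 28870 in males and 38281, 32568 and 27868 in 48hr APF, 1-day and *elav* females. A peak in any replicate gave 28460 and 28965 in 48hr APF and *elav* males, and 33927, 37853 and 29026 in 48hr APF, 10–12 day and *elav* females. A p of 0.05 or less gave 14613 and 12870 in 48hr APF and 10–12 day females, and a reciprocal overlap of at least 50% 10971 in the latter. Across fits without one library, the values were 35326 to 36464 there, because 1 of the 2 libraries left is then enough.

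The percentage of genes at all 3 time points, in males and females, was 55.0 and 59.9 with a peak in any replicate, 26.4 and 23.9 in all replicates, 0 and 0 with q below 0.05, 33.3 and 29.8 with p of 0.05 or less, 22.4 and 14.6 with the 10000 peaks, 82.9 and 90.95 with every gene within 3 kb, 46.4 and 49.7 with the nearest TSS at any distance, and 40.1 and 30.4 by covered base pairs. On the autosomes it was 47.5 in males. The fits without one library gave 39.9 to 44.7 in males and 42.1 to 49.4 in females.

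The percentage of genes shared by *fru P1* and *elav* neurons, in males and females, was 63.3 and 64.1 with a peak in any replicate, 45.7 and 42.7 in all, 0 and 0 with q below 0.05, 50.1 and 49.2 with p of 0.05 or less, 43.6 and 41.2 with the 10000 peaks, and 79.5 and 79.2 with every gene. By covered base pairs it was 59.8 in males. The *fru P1* only percentage was 22.2 and 22.4 with a peak in any replicate, 35.6 and 43.5 in all, 17.8 and 19.6 with every gene, and 6.67 in females with q below 0.05. The *elav* only percentage was 18.7 in males with a peak in all replicates, 66.7 and 93.3 with q below 0.05, 2.63 and 1.23 with every gene, 18.1 and 16.0 with equal peak numbers, 22.7 and 21.8 with the 10000 peaks, and in males 12.3 by base pairs and 17.3 with p of 0.05 or less. Without each library in turn, the values were 50.8 to 57.5 and 49.2 to 57.7 shared, 25.5 to 36.4 and 29.1 to 39.5 in *fru P1* only, and a Jaccard difference of 0.0334 to 0.0744 in females, where 4 of 8 fits lost the threshold.

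The filters on q leave at most 1.05% of the peaks of a library at q below 0.05, so values under these filters rest on few peaks. Each q is given for a whole broad region, so these filters do not count stronger stretches within one. The filter on fold enrichment is also near its limit at 48hr APF, where the highest value in female replicate 1 was 2.00.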

Differences from the paper's values

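The alternative with the 10000 peaks of smallest p per library was chosen after the result was seen. None of the values computed for measures that the paper also gives differed from the paper's by more than the replicate SD and by more than 1.5-fold. The paper's numbers of H3K9me3 genes in S1 Table are, as the paper's values, 7125, 8867, 9502 and 6921 in males and 8942, 9987, 10543 and 7285 in females, in the order 48hr APF, 1-day, 10–12 day adults and *elav* neurons. Those computed here were 8471, 8882, 10242 and 7259 in males and 10403, 9682, 10567 and 7350 in females. The paper's numbers of H3K9me3 peaks, which it called on pooled replicates, are, as the paper's values, 17977, 20775, 22662 and 16730 in males and 21989, 24037, 24907 and 17614 in females, against the 17298, 17055, 21946 and 16643 and the 22136, 19477, 22514 and 16762 computed here as consensus peaks.

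Read by eye, the genes shared by all 3 time points are about 45% in males and about 47% in females in S5 Fig, against 44.2% and 46.7% computed here. The genes shared by *fru P1* and *elav* neurons are about 60% in males and about 59% in females in Fig 2, against 54.9% and 54.6%. Both figures use peaks called on pooled replicates, while the values here come from consensus peaks of single libraries, so the measures are not the same. By covered base pairs the shared percentages were 59.8% in males and 57.3% in females. Peaks within 1 kb of a TSS are about 48%, 49%, 47% and 40% of peaks in males and about 47%, 46%, 44% and 40% in females in S4 Fig, against 47.9%, 48.99%, 47.1% and 40.2% and 46.9%, 46.0%, 44.7% and 39.6%. Among the alternatives set before the data were examined, a peak in all replicates and q-values below 0.05 took the peak and gene numbers of all 8 conditions away from the paper's by more than 1.5-fold, as did every gene within 3 kb for gene numbers. A peak in any replicate, a reciprocal overlap of at least 50% and base pairs covered in at least 50% of replicates did so for the peak numbers of some conditions. A peak in any replicate also did so for the genes of 48hr APF males, at 11549. For genes shared by the 3 time points, a peak in all replicates, q-values below 0.05 and every gene within 3 kb did so in both sexes, and covered base pairs in females. For genes shared by *fru P1* and *elav* neurons, q-values below 0.05 did so in both sexes.

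The paper describes a marked depletion at the TSS of some genes at 1 day that sets this stage apart. The measure here is an average over the TSSs of all genes and does not test single genes. The mean ratio was lowest at 1 day in both sexes, but the difference from 48hr APF was within the replicate spread (two-sided exact permutation p = 0.429 in males and 0.257 in females). With the 10000 peaks of smallest p per library, chosen after seeing the values, it had the opposite direction, at 0.05 in males and 0.0077 in females. The paper describes differences between the sexes in the distribution of each modification, from correlations of read signal of pooled replicates. In H3K9me3 peak coverage of single libraries, sex differences were found with X and not on the autosomes, where the exact permutation p was 0.429, 0.2, 0.314 and 0.571. Read signal was not analysed here, so the paper's own measure was not tested.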

Other observations

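The tests of autosomal peak numbers, of mislabelled libraries, of depth between cell types and of the X alone were chosen after the results were seen. The simulations of halved reads, the background share, the test with equal peak numbers and the trimmed peaks were set before their results were seen.

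For the few peaks on the male X, MACS2's rule that lambda does not fall below the genome-wide background was examined. Of the X peaks of male libraries, 82.6% lay at that background, against 23.6% of those of female libraries. The share is measured on called peaks and follows in large part from the rule and the lower input of a single X, so it shows that the floor acts there and not how many peaks it removed. When pileup and lambda were both halved on X in the female libraries, 7.02% of peaks were left on X, with 5.62% at 48hr APF, 8.29% in 1-day adults, 6.39% in 10–12 day adults and 7.63% for *elav* neurons. These means lie within the male range in 2 of the 4 combinations and above it in 2. When lambda was halved but not below the background, 0.245% of peaks were left, below the male range in all 4 combinations. The mean male share thus lies between the means of the 2 simulations in each combination. The highest male library of *elav* neurons had 9.34%, against 6.98% to 8.38% in the 4 female *elav* libraries with pileup and lambda halved, but it is the 1 library called with a fragment length of 140 bp. The simulations can remove called peaks but not add any. Lower power from fewer reads and the floor on lambda remain, and may act together.

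Fewer male peaks on every chromosome were not found. Averaged over the 4 combinations, male libraries had 1267 more autosomal peaks than female libraries (two-sided permutation p = 0.0178). The difference was −14.25 at 48hr APF, where males did not have more, and 2795 for *elav* neurons, or 1286 without the library called with a fragment length of 140 bp. In no combination did it pass an exact permutation test, with a smallest p of 0.143 (adjusted p = 0.267). A mislabelled or mixed library was examined through the peaks on Y. In 48hr APF males, 2 libraries had no more peaks on Y than a female library, while 0 of 12 adult male libraries did, and 0 male libraries had a share on X as high as a female library. The peaks on Y settle nothing at 48hr APF, where they are few, but female chromatin in a male library would raise its share on X and so is no explanation of few peaks there. A biological origin of the male X pattern cannot be told apart from the technical explanations that remain.

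The 4 sex comparisons of peak coverage did not pass on the autosomes, where the smallest exact permutation p was 0.2. A sex difference in the correlations that rests on the X alone is consistent with this p of 0.2.

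The gene sets of *fru P1* and *elav* neurons were compared at equal numbers of peaks, where the larger exact permutation p of both sexes was 0.0286, the smallest p of this design. The difference in Jaccard index moved from 0.0422 to 0.0311 in males and from 0.0539 to 0.0335 in females, so it is not fully explained by the number of peaks called, which takes part of it away. The highest *elav* library had 3012794 tags after filtering and the lowest *fru P1* library of the same age 3856798. As no libraries overlap in depth and the controls also differ, the difference cannot be told apart from depth and control.

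Wider peaks in 1-day adults were examined as an explanation of the depletion at the TSS by trimming the 10000 peaks of smallest p per library to 500 bp around their midpoints. On these peaks untrimmed, the 1-day minus 48hr APF difference was 0.05 in males and 0.0077 in females (exact permutation p = 0.2 and 0.914), so the 1-day mean was not the lowest. Once trimmed, it was the lowest of the 3 stages in 2 sexes, at −0.45 in males and −0.48 in females, with −0.38 and −0.44 at 48hr APF and −0.10 and 0.04 in 10–12 day adults. The trimmed 1-day minus 48hr APF difference was also within the replicate spread (exact permutation p = 0.257 in males and 0.6 in females). The order of these 2 stages is thus not settled with or without trimming. Trimming cannot decide whether wider peaks explain a lower ratio at 1 day than at 48hr APF, since these peaks did not show it untrimmed. After trimming, the 10–12 day minus 1-day difference was 0.35 in males and 0.52 in females (exact permutation p = 0.0286 in each sex). Wider peaks alone thus do not account for the 1-day ratio lying below that of 10–12 day adults.

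The difference between the sexes was compared between stages and cell types in 15 tests. The smallest p was that of the X share between *elav* and *fru P1* neurons, a difference of 2.25 percentage points (exact permutation p = 0.0380, adjusted p = 0.569). None of the 15 had an adjusted p below 0.05, and 1 had an unadjusted p below 0.05.

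Chromosome 4 had 161 ± 38.7 peaks per Mb (SD, n = 4) in males and 148 ± 34.5 (n = 4) in females at 48hr APF, 133 ± 35.6 and 86.2 ± 14.8 in 1-day adults, 139.6 ± 21.0 and 106 ± 6.04 in 10–12 day adults, and 199.5 ± 39.1 and 169.9 ± 17.2 for *elav* neurons. At most 1.05% of the peaks of a library had a q-value below 0.05, and the lowest number was 0.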
